# A developmental transcriptomic analysis of *Pax1* and *Pax9* in embryonic intervertebral disc development

**DOI:** 10.1242/bio.023218

**Published:** 2016-12-23

**Authors:** V. Sivakamasundari, Petra Kraus, Wenjie Sun, Xiaoming Hu, Siew Lan Lim, Shyam Prabhakar, Thomas Lufkin

**Keywords:** *Pax1*, *Pax9*, *Sox trio*, Intervertebral disc, TGF-B, BMP

## Abstract

*Pax1* and *Pax9* play redundant, synergistic functions in the patterning and differentiation of the sclerotomal cells that give rise to the vertebral bodies and intervertebral discs (IVD) of the axial skeleton. They are conserved in mice and humans, whereby mutation/deficiency of human *PAX1/PAX9* has been associated with kyphoscoliosis. By combining cell-type-specific transcriptome and ChIP-sequencing data, we identified the roles of *Pax1*/*Pax9* in cell proliferation, cartilage development and collagen fibrillogenesis, which are vital in early IVD morphogenesis. *Pax1* is up-regulated in the absence of *Pax9*, while *Pax9* is unaffected by the loss of *Pax1/Pax9*. We identified the targets compensated by a single- or double-copy of *Pax9*. They positively regulate many of the cartilage genes known to be regulated by S*ox5/Sox6/Sox9* and are connected to *Sox5/Sox6* by a negative feedback loop. *Pax1/Pax9* are intertwined with BMP and TGF-B pathways and we propose they initiate expression of chondrogenic genes during early IVD differentiation and subsequently become restricted to the outer annulus by the negative feedback mechanism. Our findings highlight how early IVD development is regulated spatio-temporally and have implications for understanding kyphoscoliosis.

## Abstract (precis)

**Summary:** In this study, we show the essential molecular roles of *Pax1/Pax9* in early IVD development and their connection with other chrondrogenic players – *Sox* trio, BMP and TGF B pathways.

## INTRODUCTION

The vertebral column is the fundamental infrastructure of the vertebrate body, composed of vertebral bodies (VBs) linked together by fibro-cartilaginous intervertebral discs (IVDs). During mouse embryogenesis, the vertebral column (VC) is formed from the somites through a series of precisely regulated processes. The ventro-medial cells of the somite become specified to a sclerotomal fate by Sonic hedgehog (Shh) signals derived from the notochord, which also require the maintenance of a bone morphogenetic protein (BMP)-reduced zone by BMP antagonists (Fan and Tessier-Lavigne, 1994). Shh induces the expression of *Paired-box 1* (*Pax1*), *Paired-box 9* (*Pax9*) and *Mesenchyme forkhead-1* (*Mfh1*) in the ventral somites which convey its proliferative function (Furumoto et al., 1999). The sclerotomal cells then migrate to surround the notochord and condense to form the mesenchymal prevertebrae, which is further segmented into condensed and less condensed regions along the anterior-posterior axis of the embryo, at around embryonic day (E)12.5. The former gives rise to IVD anlagen mesenchyme while the latter develop into VBs that subsequently undergo endochondral ossification. The IVD mesenchyme then differentiates into cartilaginous inner annulus (IAF) and a fibrous outer annulus (OAF) (Sivakamasundari and Lufkin, 2012; Smith et al., 2011).

*Pax1* and *Pax9* which belong to the same subfamily of *Pax* genes*,* encode transcription factors (TFs) that contain a highly conserved DNA-binding domain, the paired box (Paixao-Cortes et al., 2015). They are co-expressed in, and are critical for, the development of sclerotome-derived VBs and IVD anlagen (Neubüser et al., 1995). While both *Pax1* and *Pax9* are expressed uniformly in the condensing cells of the IVD anlagen at E12.5, with further differentiation their expression declines within the IAF and becomes restricted to the OAF by E15.5 (Wallin et al., 1994). Studies on the *Pax1 undulated* mutants and the targeted *Pax1^−/−^* and *Pax9^−/−^* knock-out (KO) mutants revealed their redundant roles in axial skeletogenesis – *Pax1* was able to fully compensate for the loss of *Pax9*, while *Pax9* was inadequate to promote normal development of the VC in the absence of *Pax1* (Wallin et al., 1994; Wilm et al., 1998). An analysis of the *Pax1/Pax9* multiple allele KO mutants uncovered their synergistic roles in axial skeleton development, demonstrating a clear gene-dosage effect of *Pax9* in the absence of *Pax1*, with increasing severity of the VC malformations, whereby *Pax1^−/−^Pax9^−/−^* mutants exhibit a complete loss of VBs and IVDs, deformed proximal parts of the ribs and a lack of caudal vertebrae. Sclerotomal cell proliferation is significantly reduced in the *Pax1*^−/−^ and *Pax1^−/−^Pax9^−/−^* embryos, hence *Pax1* and *Pax9* are believed to be essential for proliferation, but not needed for sclerotome formation. Moreover, they are postulated to have a role in early chondrogenesis in axial skeleton via regulation of processes vital for condensation of the prechondrogenic mesenchyme, such as control of cell shape/size, cell adhesion, and extracellular matrix (ECM) reorganization (Peters et al., 1999; Wallin et al., 1994).

While the functions of *Pax1/Pax9* have been hypothesized based on the phenotypic outcomes of their knock-outs, their true molecular functions, target genes and mutual regulation (or compensation) in IVD development are largely unknown. Notably, their role in axial skeletogenesis is conserved in mice and humans. Besides the high similarity of the paired-domain sequence between murine and human *Pax* genes, mutations or deficiency of *PAX1* and/or *PAX9* have been associated with Jarcho–Levine and Klippel–Feil syndromes which are characterized by kyphoscoliosis or vertebral segmentation defects that phenocopy the *Pax1^−/−^Pax9^−/−^* mouse mutants (Bannykh et al., 2003; Lopez et al., 1997). Therefore, deciphering the molecular roles of *Pax1* and *Pax9* would be valuable to understand the basis of human vertebral defects.

Here, we have identified for the first time, the *in vivo* targets of *Pax1* and *Pax9* in IVD anlagen cells to elucidate their roles during the early stages of IVD development by using enhanced green fluorescent protein (EGFP) gene targeting, fine tissue dissection and fluorescence activated cell sorting (FACS) for the specific isolation of *Pax1*- and *Pax9*-expressing cells. Using multiple allele KO embryos we identified *Pax1* and *Pax9* targets that were obscured in the single mutant embryos by the functional redundancy of *Pax1/Pax9*. Consistent with prior hypotheses, *Pax1*/*Pax9* have a role in regulating the early functions of IVD morphogenesis such as cell proliferation, adhesion, cell motion, mesenchyme condensation and ECM organization. Novel functions of *Pax1/Pax9*, namely collagen fibrillogenesis and cartilage development, were also revealed. Trends in gene expression changes of target genes with increasing loss of *Pax1/Pax9* alleles revealed potential mechanisms by which they compensate for each other. Especially, loss of *Pax9* is likely compensated for by the increased *Pax1* expression. Remarkably, 41 of the differentially expressed genes are associated with relevant axial skeletal defects. Moreover, several genes known to be regulated by the *Sox* trio (*Sox5/Sox6/Sox9*), important regulators of chondrogenesis in IVD development (Han and Lefebvre, 2008; Smits and Lefebvre, 2003), were found to be downstream targets of *Pax1* and *Pax9* as well. *In vivo* high-throughput chromatin immunoprecipitation-sequencing (ChIP-Seq) revealed critical cartilage development genes to be directly regulated by Pax9 including *Sox5* itself*.* In addition, *Pax1/Pax9* are connected with BMP and TGF-B pathways in IVD development. Finally, we also show that *Pax1/Pax9* and *Sox5* are connected by a negative feedback loop providing a potential mechanism for *Pax* gene down-regulation in the mature IAF of the IVD, and so segregating the IAF and OAF. In conclusion, we propose that *Pax1* and *Pax9* initiate robust expression of early chondrogenic genes during the earliest phase of mesenchymal differentiation in IVD development, highlighting how it is finely regulated spatio-temporally by complex transcriptional feedback loops.

## RESULTS

### *Pax1*-*EGFP* and *Pax9-EGFP* mouse lines for isolating *Pax*-specific population of cells from embryonic IVD

To facilitate the isolation of *Pax1*- and *Pax9*-expressing cells from mouse embryonic tissues, we generated three knock-in transgenic mouse lines expressing *EGFP* under the control of the *Pax1* or *Pax9* regulatory elements. We used a 2A-peptide strategy to co-express EGFP downstream of a functional Pax1 protein (Fig. S1A-C). Similarly, the paired-box domain in the exon 2 of *Pax1* and *Pax9* was disrupted to generate the *Pax1* and *Pax9* knockout (KO) mouse lines (Fig. S1D-F). The generation and characterization of the *Pax1^EGFP:Pax1^*^−^ KO line (*Pax1^−/−^*) has been described already (Sivakamasundari et al., 2013). Abbreviations for mouse lines used in the text henceforth are summarized in Fig. 1A. The *Pax1^F2A−EGFP:Pax1+^* (hetero- and homozygous, henceforth referred to as *Pax1^WT:+/EGFP^* and *Pax1^WT:EGFP/EGFP^*, respectively) and *Pax9^+/EGFP:Pax9−^* (called henceforth *Pax9^+/−^*) mice were viable and fertile while the *Pax9^EGFP:Pax9−/EGFP:Pax9−^* (called henceforth *Pax9^−/−^*) exhibited post-natal lethality as previously reported. These mouse lines expressed *EGFP* in the correct *Pax1*- or *Pax9*-specific domains (Fig. S2). Immunohistochemistry (IHC) analyses confirmed the absence of Pax9 protein in the *Pax9^−/−^* embryos (Fig. S3C).

**Fig. 1.**
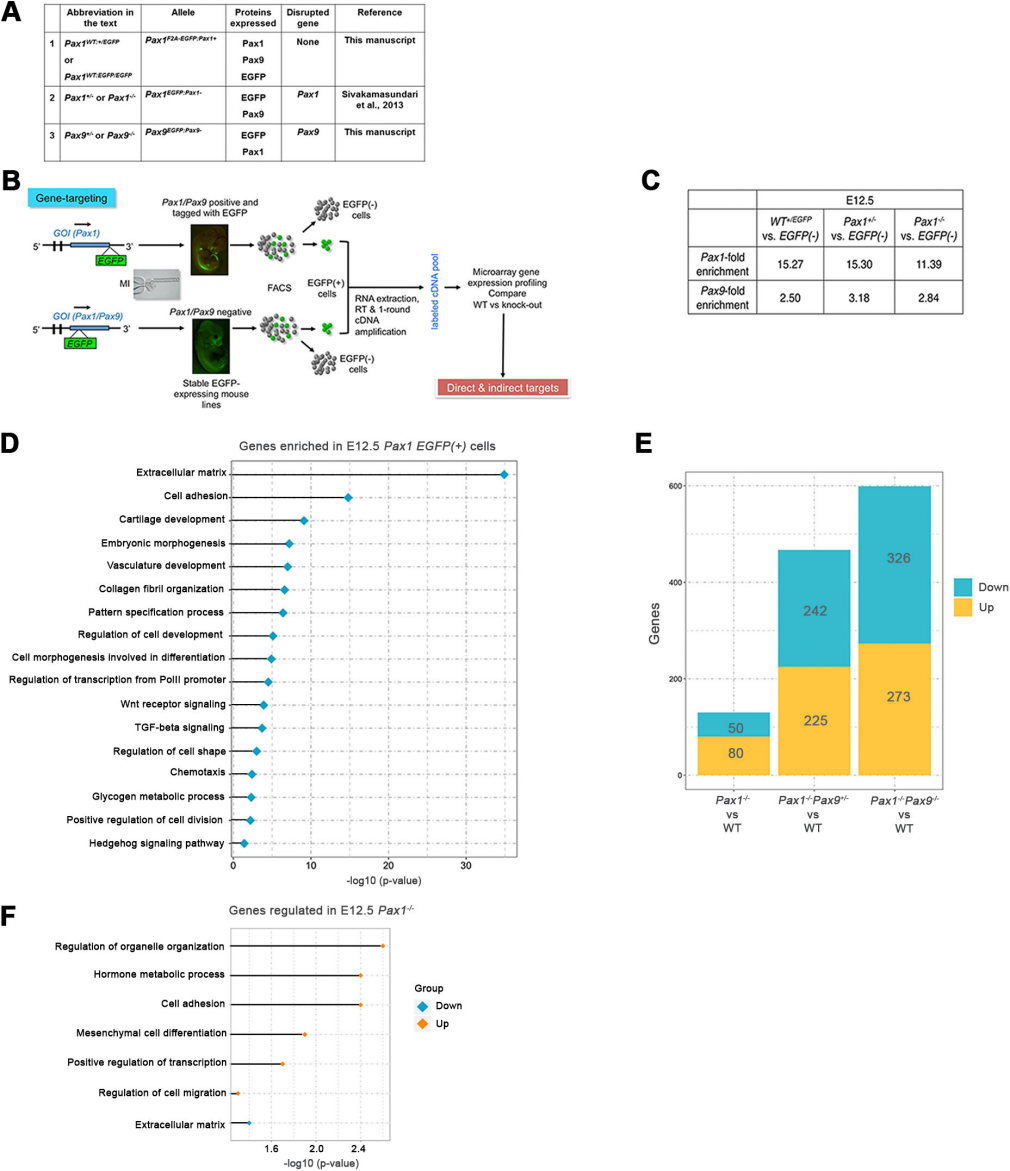
**Experimental workflow and differentially expressed genes in *Pax1/Pax9* mutants.** (A) Abbreviations of *Pax1* and *Pax9* EGFP-expressing mouse lines. (B) Diagrammatic representation of experimental workflow. (C) *Pax1* and *Pax9* fold enrichment in EGFP(+) cells compared to EGFP(−) cells from E12.5 embryos. (D) Bar chart of enriched GO terms in E12.5 *Pax1* EGFP(+) cells. (E) Number of differentially expressed genes for the various genotype comparisons. (F) Bar chart of enriched GO terms for down-regulated and up-regulated genes in E12.5 *Pax1^−/−^* embryos. GOI, gene of interest; EGFP, enhanced green fluorescent protein; FACS, fluorescence activated cell sorting; GO, gene ontology; WT, wild type.

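RNA of the sorted cells had been amplified and hybridised to 28 Illumina mouse arrays on 5 chips, named here chips 1 to 5. The arrays hold EGFP(+) cells of *Pax1 WT:+/EGFP* (6 arrays), *Pax1+/-* (5), *Pax1-/-* (8), *Pax1-/-Pax9+/-* (3) and *Pax1-/-Pax9-/-* embryos (3), and EGFP(−) cells (3). Each biological replicate is the sorted cells of 2 vertebral columns. The labels of the EGFP(−) cells give no genotype, while the paper describes EGFP(−) against EGFP(+) cells from *Pax1 WT:+/EGFP*. Of the replicate names, 3 of *Pax1-/-* and 1 of *Pax1 WT:+/EGFP* occur on 2 chips, and arrays of 1 genotype and 1 name were averaged. This leaves n = 5 for *Pax1 WT:+/EGFP*, *Pax1+/-* and *Pax1-/-* and n = 3 for the other groups. Correlations within these 4 pairs were 0.984 (*Pax1-/-* B4), 0.9572 (*Pax1-/-* B2), 0.9525 (*Pax1-/-* B3) and 0.9471 (*Pax1 WT:+/EGFP* B5). The X-inactivation transcript *Xist* stood at 4.518 on one array of *Pax1-/-* B3 and at 8.82 on the other, so that this pair need not come from the same embryos. Of *Pax1-/-* B2 the arrays correlated better with arrays of other names (0.982 and 0.9713), and so did those of *Pax1 WT:+/EGFP* B5 (0.9739 and 0.9736), so that the same holds for these pairs. In *Pax1 WT:+/EGFP* B5, however, *Xist* was alike on both arrays (4.486 and 4.409). That n = 5 in *Pax1-/-* and *Pax1 WT:+/EGFP* therefore rests on the names. Values within single chips rest on 1 to 3 arrays of a group, and on 1 array of each group for EGFP(+) against EGFP(−) cells on chips 4 and 5 and for *Pax1-/-* against *Pax1 WT:+/EGFP* on chip 5, with the spread taken from the other groups. After adjustment the methods' tests called 1 gene in *Pax1-/-* against *Pax1 WT:+/EGFP* and 0 in the comparisons of the compound mutants, and losses of single genes there are not repeated. The average of only the arrays of *Pax1-/-* B4 is a setting chosen after the data were seen.

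All 6 compound mutant arrays lie on chip 1, the other genotypes on chips 2 to 5. By their barcodes chips 1 and 2 form one series (B, 11 arrays) and chips 3, 4 and 5 another (A, 17 arrays). *Pax1+/-* and EGFP(−) cells were hybridised in series A only, *Pax1 WT:+/EGFP* and *Pax1-/-* cells in both. In series B 42.2% to 44.23% of the probes were detected in each array, in series A 45.44% to 50.64%. The upper quartile of the signals had a median of 62.18 over the arrays of series B and of 107.8 over those of series A. A comparison of a compound mutant with *Pax1 WT:+/EGFP* or *Pax1-/-* therefore also compares chips. Its value is given again from a fit with the chip series as a block (the blocked value) and from series B arrays alone (the series B value). Both values still set chip 1 against other chips. Series B holds 2 *Pax1 WT:+/EGFP* and 3 *Pax1-/-* arrays, all on chip 2, so that a call can be lost there for lack of arrays.

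Signals were corrected for background, quantile normalized and put on a log2 scale, and 13373 genes with a detected probe were compared with limma. A gene was called at a fold change of at least 1.5 and a Benjamini-Hochberg adjusted p below 0.05. Standard errors are of the log2 fold change. Shifts of 30 gene lists were tested with camera. Samples, lists, tests and most alternatives were fixed before the data were examined.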

In order to investigate the functions of *Pax* genes and their dosage compensation during IVD development, *EGFP*-positive cells were isolated from dissected vertebral column (VC) tissue at E12.5 via FACS and subsequent gene expression analyses were performed (Fig. 1B). 

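*Pax1*, the gene that carries the EGFP allele, had a log2 level of 8.565, 7.659 and 4.706 in the 3 EGFP(−) replicates. In EGFP(+) cells it ranged from 11.03 to 11.53 in *Pax1 WT:+/EGFP*, from 10.71 to 10.83 in *Pax1+/-* and from 10.84 to 11.07 in *Pax1-/-* (n = 5 each). Every EGFP(+) replicate thus lay above every EGFP(−) replicate. The enrichment was 19.1-fold in *Pax1 WT:+/EGFP* (log2 fold change 4.26, standard error 0.505, adjusted p = 5.98e-06). It was 13.9-fold in *Pax1+/-* (3.80, standard error 0.505, adjusted p = 1.72e-05) and 15.6-fold in *Pax1-/-* (3.96, standard error 0.505, adjusted p = 1.33e-05).

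The wide spread of the EGFP(−) cells sets the precision. Without EGFP(−) replicate B3 the enrichments in *Pax1 WT:+/EGFP*, *Pax1+/-* and *Pax1-/-* were 8.7-, 6.34- and 7.09-fold, and without EGFP(−) replicate B1 they were 33.2-, 24.2- and 27-fold. For *Pax1 WT:+/EGFP* the log2 value was 4.16 with the chip as a block and 3.41, 6.45 and 2.57 within chips 3, 4 and 5. With the chip series as a block it was 4.17 for *Pax1 WT:+/EGFP*, 3.80 for *Pax1+/-* and 3.86 for *Pax1-/-*. Both probes for *Pax1* gave signal in the *Pax1-/-* cells, so they do not test the loss of the gene.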

In the population of VC cells isolated from E12.5 *Pax1^WT:+/EGFP^*, *Pax1^+/−^* and *Pax1^−/−^* embryos, *Pax1* wild-type or mutant transcripts were highly enriched in the EGFP(+) vs EGFP(−) cells, indicating a successful enrichment for the correct cell population (*Pax1* expressing) from these embryos (Fig. 1C and Table S1). 

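*Pax9*, the paralogue of *Pax1* in the same Pax subfamily, had log2 levels from 4.336 to 4.597 in the 3 EGFP(−) replicates. In EGFP(+) replicates of *Pax1 WT:+/EGFP*, *Pax1+/-* and *Pax1-/-* (n = 5 each) they ran from 6.014 to 7.57. Its enrichment was 4.53-fold in *Pax1 WT:+/EGFP* (log2 fold change 2.18, standard error 0.231, adjusted p = 1.61e-06). In *Pax1+/-* it was 7.02-fold (2.81, standard error 0.231, adjusted p = 5.78e-08) and in *Pax1-/-* 5.78-fold (2.53, standard error 0.231, adjusted p = 2.8e-07). The single probe was detected on 23 of 28 arrays. With background-subtracted signals floored at 1 the log2 values were 6.58 in *Pax1+/-* and 6.26 in *Pax1-/-*. The size of the enrichment thus depends on how the background is treated. The *Pax1 WT:+/EGFP* value was 2.30 with the chip as a block and 2.10, 3.18 and 1.63 within chips 3, 4 and 5 (adjusted p = 0.207 within chip 5). Blocked by chip series, it was 2.30 in *Pax1 WT:+/EGFP* and 2.58 in *Pax1-/-*.

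**Figure D1:**
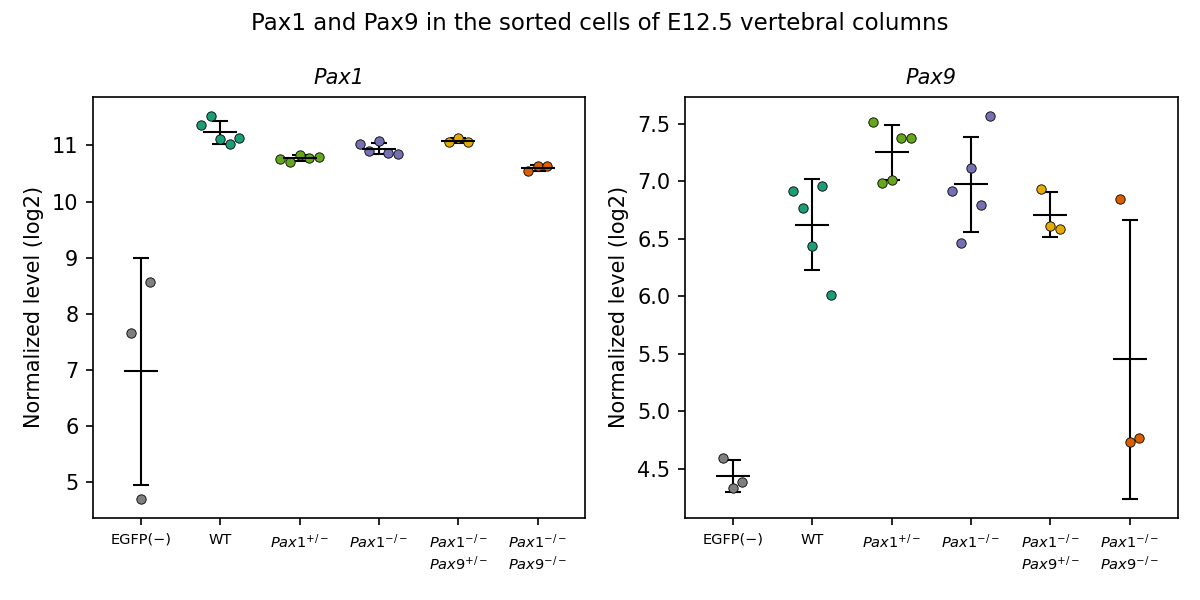
Log2 levels of *Pax1* and *Pax9* in each biological replicate (points), with mean ± SD per group (bars). *Pax1* was at 11.23 ± 0.204 in *Pax1 WT:+/EGFP* and 6.977 ± 2.02 in EGFP(−) cells, and *Pax9* at 6.62 ± 0.396 and 4.44 ± 0.138.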

*Pax9* was also enriched in these EGFP(+) cells albeit not to the same extent as *Pax1* (Fig. 1C). Gene expression profiling of EGFP(−) versus EGFP(+) cells from *Pax1^WT:+/EGFP^* revealed 744 down-regulated and 1052 up-regulated genes in the EGFP(+) cells relative to the EGFP(−) cells [Table S1; fold change (FC)≥1.5 and *P*<0.05]. 

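Among the largest rises in EGFP(+) over EGFP(−) cells (n = 5 and 3) was *Dio2*, which encodes the deiodinase that activates thyroid hormone, at 9.27-fold (log2 3.21, standard error 0.22, adjusted p = 7.29e-09). *Tbx1*, a T-box transcription factor gene, rose by 2.66 (standard error 0.255, adjusted p = 4.57e-07) and *Pkdcc*, which encodes a secreted kinase of the growing skeleton, by 2.58 (standard error 0.214, adjusted p = 8.09e-08). The largest falls were in genes of blood cells. The granulocyte genes *Stfa1* and *S100a9* stood at −7.01 (standard error 0.203, adjusted p = 3.72e-14) and −6.04 (standard error 0.197, adjusted p = 1.89e-13). *Alas2*, which encodes the heme-synthesis enzyme of red cell precursors, stood at −5.46 (standard error 0.359, adjusted p = 4.04e-09). In each of these genes the 2 groups of replicates did not overlap. Within chips 3, 4 and 5 *Dio2* stood at 3.12, 3.81 and 2.63 and *Stfa1* at −6.77, −7.62 and −6.71. With the chip as a block they were 3.18 and −7.08.

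Markers of other cell types were lower in the EGFP(+) cells. Of 16 macrophage genes 14 fell (15 adjusted over the list alone) and 0 rose. The median log2 fold change of this list was −2.60 (camera adjusted p = 8.36e-16, and adjusted p = 0.00941 with an estimated correlation). Of 12 erythroid genes 11 fell (12 adjusted over the list alone), with a median of −3.15 (camera adjusted p = 1.44e-14, as above with an estimated correlation). Of 21 neuronal genes 18 fell (19 adjusted over the list alone), among them *Stmn3* (−2.77, adjusted p = 3.99e-08). Their median was −2.36 (camera adjusted p = 7.58e-20, and adjusted p = 0.00941 with an estimated correlation). Of 23 endothelial genes 18 fell, as many adjusted over the list alone, among them *Flt1*, a VEGF receptor gene (−2.22, standard error 0.199, adjusted p = 2.2e-07). Within chips 3, 4 and 5 *Flt1* was −1.86, −2.11 and −2.55, past the threshold on p in none. Here the median was −1.39 (camera adjusted p = 1.46e-10, and adjusted p = 0.0666 with an estimated correlation).

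In the skeletal muscle list 8 of 20 genes fell, with a median of −0.58 (camera adjusted p = 5.01e-05, and adjusted p = 0.176 with an estimated correlation). Neural progenitors (5 of 11 fell, 1 rose) had a median of −0.62 (camera adjusted p = 0.00794, and adjusted p = 0.0316 with an estimated correlation). Neural crest (4 of 9 fell, 1 rose) stood at −1.40 (camera adjusted p = 0.00335, and adjusted p = 0.0589 with an estimated correlation). The median of the macrophage list was −2.63 with the chip as a block and −2.51, −2.34 and −2.68 within chips 3, 4 and 5. In the same order the erythroid list stood at −3.50, −2.27, −5.17 and −3.16, neurons at −2.46, −2.13, −3.15 and −1.60 and endothelium at −1.50, −1.86, −0.50 and −1.48. Skeletal muscle was at −0.55, −0.91, −0.54 and −0.22, neural progenitors at −0.50, −0.39, −1.03 and −0.31 and neural crest at −1.47, −1.25, −0.65 and −1.06. Muscle and neural progenitors missed the threshold within chip 5 (adjusted p = 0.108 in each).

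Of 13373 genes, limma called 1222 lower and 970 higher in the EGFP(+) cells. In 1780 of these 2192 the replicates of the 2 groups did not overlap. Over all genes 19.8% did not, where chance gives 3.57%. No other of the 56 splits of these replicates into 5 and 3 called more than 381 genes, so chance can be excluded. The total was 2209 with the chip series as a block and 2265 with the chip as a block.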

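*Col2a1*, which encodes the main collagen of cartilage, was 5.21-fold higher in the EGFP(+) cells (log2 2.38, standard error 0.199, adjusted p = 8.95e-08). *Trps1*, a transcription factor gene of chondrocytes, stood at 1.89 (standard error 0.151, adjusted p = 4.95e-08). Of 26 genes of cartilage matrix and chondrogenesis 15 rose and 1 fell, the same numbers when adjusted over the list alone. Their median was 0.82 (camera adjusted p = 1.47e-07, and adjusted p = 0.0178 with an estimated correlation). Among 26 genes of collagen fibril organization 16 rose (17 adjusted over the list alone) and 0 fell, with a median of 1.06 (camera adjusted p = 3.44e-10, and adjusted p = 0.0249 with an estimated correlation). *Col14a1*, a collagen gene of fibril surfaces, was at 2.46 (standard error 0.188, adjusted p = 2.85e-08) and the lysyl hydroxylase gene *Plod2* at 1.85 (standard error 0.225, adjusted p = 8.18e-06). In each of these 4 genes every EGFP(+) replicate lay above every EGFP(−) replicate. *Col2a1* was 2.44 with the chip as a block and 1.90, 3.48 and 2.26 within chips 3, 4 and 5, and *Col14a1* in the same order 2.38, 2.02, 2.96 and 2.28.

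Of 32 other genes of the extracellular matrix 13 rose and 2 fell (14 and 3 adjusted over the list alone). Among them were *Vcan*, a proteoglycan gene (1.64, standard error 0.143, adjusted p = 1.61e-07), and *Fn1*, which encodes fibronectin (1.73, standard error 0.17, adjusted p = 6.5e-07). The list stood at 0.40 (camera adjusted p = 0.00361, and adjusted p = 0.382 with an estimated correlation) and lost its call without EGFP(−) replicate B3 (median 0.147, adjusted p = 0.352). Cell adhesion genes moved in both directions. Of 43, 13 rose, such as the mesenchymal cadherin gene *Cdh11* (1.57, standard error 0.2, adjusted p = 1.37e-05), and 7 fell, such as *Nrcam*, a neuronal adhesion gene (−2.08, standard error 0.239, adjusted p = 4.02e-06). Adjusted over the list alone 14 rose and 7 fell, and the list as a whole did not pass (median 0.20, adjusted p = 0.198), though it did by fry (adjusted p = 0.00402). In the cell cycle list 7 of 48 genes rose, as many adjusted over the list alone, and 0 fell. Its median was 0.30 (camera adjusted p = 0.000347, and adjusted p = 0.281 with an estimated correlation), with the cyclin gene *Ccnd2* at 1.26 (standard error 0.152, adjusted p = 7.71e-06).

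The cartilage median was 0.82 with the chip as a block and 0.40, 1.26 and 0.83 within chips 3, 4 and 5. In the same order it was 1.03, 0.77, 1.42 and 0.70 for collagen fibrils and 0.31, 0.15, 0.83 and 0.089 for other matrix. Adhesion stood at 0.17, 0.21, 0.27 and 0.093 and the cell cycle at 0.34, 0.14, 0.83 and 0.24.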

Gene ontology (GO) enrichment analysis revealed ‘biological processes’ categories such as extracellular matrix (ECM), cell adhesion, cartilage development, collagen fibril organization, pattern specification, chemotaxis, cell shape and cell division to be over-represented. Genes involved in Wnt, TGF-B and hedgehog signaling pathways were also enriched (Fig. 1D) (DAVID; Huang et al., 2009b). 

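In the Wnt list 9 of 31 genes rose and 2 fell (10 and 2 adjusted over the list alone), with a median of 0.38 (camera adjusted p = 0.000207, and adjusted p = 0.023 with an estimated correlation). The receptor gene *Fzd1* was at 1.39 (standard error 0.163, adjusted p = 5.45e-06) and the transcription factor gene *Tcf7l1* at 1.27 (standard error 0.134, adjusted p = 1.55e-06). Of 22 TGF-B genes 11 rose and 1 fell (12 and 2 adjusted over the list alone), among them the ligand gene *Tgfb3* (2.23, standard error 0.198, adjusted p = 1.82e-07). Their median was 0.62 (camera adjusted p = 1.16e-05, and adjusted p = 0.00366 with an estimated correlation). Of 23 BMP genes 7 rose and 1 fell (8 and 1 adjusted over the list alone), among them *Bmper*, which encodes a secreted modulator of BMP ligands (1.96, standard error 0.224, adjusted p = 3.82e-06). The median of these was 0.53 (camera adjusted p = 0.000257, and adjusted p = 0.00955 with an estimated correlation). Of 15 hedgehog genes 6 rose and 1 fell (7 and 1 adjusted over the list alone), at a median of 0.61 (camera adjusted p = 0.00284, and adjusted p = 0.0249 with an estimated correlation). *Gli1*, a target and effector of the pathway, stood at 0.99 (standard error 0.193, adjusted p = 0.000979), and at 0.56, below the fold threshold, in the authors' own normalized values. Within chip 5 *Gli1* was 0.41 (adjusted p = 0.571).

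With the chip as a block the Wnt, TGF-B, BMP and hedgehog lists had medians of 0.33, 0.61, 0.57 and 0.59. Within chip 3 they were 0.31, 0.53, 0.45 and 0.61, within chip 4 0.34, 0.69, 0.62 and 0.75. Within chip 5 they were 0.40, 0.69, 0.47 and 0.31, and there the hedgehog list missed the threshold (adjusted p = 0.0841). *Tgfb3* was 2.10 with the chip as a block and 1.83, 2.56 and 1.75 within chips 3, 4 and 5.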

Several other genes known to be expressed in the IVD anlagen or involved in the sclerotome differentiation and/or IVD development, such as *Meox1*, *Sox5*, *Foxc2*, *Adamtsl2*, *Fmod* and *Tgfbr2*, were enriched in EGFP(+) cells (Table S1) (Furumoto et al., 1999; Mankoo et al., 2003; Smits and Lefebvre, 2003; Sohn et al., 2010).

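*Meox1*, a homeobox gene of the sclerotome, was 6.08-fold higher in EGFP(+) cells (log2 2.60, standard error 0.18, adjusted p = 8.3e-09). *Fmod*, which encodes the collagen-binding proteoglycan fibromodulin, was 3.8-fold higher (log2 1.93, standard error 0.221, adjusted p = 4.04e-06). The receptor gene *Tgfbr2* stood at 1.45 (standard error 0.24, adjusted p = 0.000209) and the forkhead gene *Foxc2* at 1.26 (standard error 0.221, adjusted p = 0.000353). *Sox5*, a transcription factor gene of chondrogenesis, stood at 1.02 (standard error 0.151, adjusted p = 6.53e-05). In these 5 genes every EGFP(+) replicate lay above every EGFP(−) replicate (n = 5 and 3). *Meox1* was 2.51 with the chip as a block and 2.68, 2.33 and 2.37 within chips 3, 4 and 5. In the same order *Fmod* was 1.95, 2.04, 2.61 and 1.23, *Tgfbr2* 1.34, 0.81, 2.03 and 1.14, *Foxc2* 1.28, 0.68, 2.40 and 0.80 and *Sox5* 1.06, 1.29, 1.32 and 0.63. Without the filter on dim probes *Tgfbr2* was 0.41, below the fold threshold. *Tgfbr2* lost its call in EGFP(+) against EGFP(−) cells without the filter or with the study's kind of filter (0.41, below the fold threshold).

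For *Adamtsl2*, a gene of a secreted matrix glycoprotein, the value was 0.63 (standard error 0.237, adjusted p = 0.0675), and the replicates overlapped. It passed without *Pax1 WT:+/EGFP* replicate B5 (adjusted p = 0.0352) or B2 (0.0461) and without *Pax1+/-* replicate B2 (0.0478). It was 0.74 with the chip series as a block (adjusted p = 0.0361), 0.70 with the chip as a block (adjusted p = 0.0509) and 0.96, 0.96 and 0.027 within chips 3, 4 and 5.

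Of 15 genes of sclerotome and disc anlage 10 rose (12 adjusted over the list alone) and 0 fell, with a median of 1.57 (camera adjusted p = 4.73e-08, and adjusted p = 0.00941 with an estimated correlation). In the tendon list 5 of 10 genes rose (6 adjusted over the list alone) and 0 fell, with a median of 0.89 (camera adjusted p = 0.000362, and adjusted p = 0.0124 with an estimated correlation). The 8 genes that the paper names for these cells, 7 of which rose (8 adjusted over the list alone), were chosen by the study on these samples and are not independent evidence of their direction. Their median was 1.69 (camera adjusted p = 4.76e-09, and adjusted p = 0.00941 with an estimated correlation). The sclerotome list was 1.39 with the chip as a block and 1.06, 2.33 and 0.80 within chips 3, 4 and 5. In the same order the tendon list stood at 0.87, 1.03, 0.88 and 0.71 and the genes that the paper names at 1.65, 1.67, 2.37 and 1.18.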

### *Pax1* and *Pax9* regulate proliferation, mesenchyme condensation and IVD development genes

At E12.5 the only morphological defects apparent in the *Pax1^−/−^* embryos were a loss of VB and IVD cells mainly in the lumbo-sacral region owing to partially redundant functions of the paralogous gene *Pax9* (Sivakamasundari et al., 2013; Wilm et al., 1998). 

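The largest rise in *Pax1-/-* over *Pax1 WT:+/EGFP* EGFP(+) cells (n = 5 each) was in *Crh*, which encodes corticotropin-releasing hormone, at 4-fold (log2 2.00, standard error 0.319, adjusted p = 0.00934). *Olig1*, a transcription factor gene of the oligodendrocyte lineage, rose 3.29-fold (log2 1.72, standard error 0.272, adjusted p = 0.00934). *Cbln2*, which encodes a secreted synaptic organizer, rose 2.3-fold (log2 1.20, standard error 0.156, adjusted p = 0.00301) and *Rbfox3*, a splicing factor gene known from neurons, 1.83-fold (log2 0.87, standard error 0.126, adjusted p = 0.00694). *Fibin*, which encodes a secreted protein of mesenchyme, fell 1.8-fold (log2 −0.85, standard error 0.147, adjusted p = 0.0164). In each of these genes the replicates of the 2 genotypes did not overlap. *Crh* was 2.11 with the chip series as a block, 2.09 with the chip as a block, 2.06 on series B, 2.17 on series A, and 2.06, 3.29, 1.31 and 0.91 within chips 2 to 5. In the same order *Olig1* was 1.65, 1.58, 1.85, 1.52, 1.85, 0.81, 1.85 and 2.00 and *Cbln2* 1.21, 1.20, 1.27, 1.19, 1.27, 1.06, 1.33 and 1.21. *Rbfox3* was 0.87, 0.85, 0.99, 0.81, 0.99, 0.64, 0.95 and 0.94 and *Fibin* −0.76, −0.75, −0.18, −1.04, −0.18, −1.24, −0.51 and −1.36. On series B alone *Crh*, *Olig1*, *Cbln2*, *Rbfox3* and *Fibin* lost their calls (adjusted p = 0.155, 0.269, 0.16, 0.159 and 0.715), as *Crh* and *Olig1* did on series A (0.0525 and 0.136). Each of the 5 genes missed the threshold on p within 2 or more single chips. *Crh* lost its call in *Pax1-/-* with signals floored at 1 (3.56, adjusted p = 0.273) and in a fit of the compared groups alone (0.0946). *Olig1* lost its call in *Pax1-/-* with signals floored at 1 (4.70, adjusted p = 0.0975), with the replicate name as a block (1.75, 0.0567) and in a fit of the compared groups alone (0.082). *Cbln2* lost its call in *Pax1-/-* in a fit of the compared groups alone (adjusted p = 0.082). *Rbfox3* lost its call in *Pax1-/-* with signals floored at 1 (2.72, adjusted p = 0.119), in the authors' values (0.43, below the fold threshold), without the filter or with the study's kind of filter (0.57, below the fold threshold) and with the highest probe (0.66, 0.536). *Fibin* lost its call in *Pax1-/-* with median-centred arrays (−0.74, adjusted p = 0.0694), with signals floored at 1 (−0.86, 0.0649), with the replicate name as a block (−0.84, 0.0667) and in a fit of the compared groups alone (0.173).

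Of 13373 genes limma called 12 lower and 18 higher in *Pax1-/-*. In 28 of these 30 the replicates did not overlap (1.93% of all genes had no overlap, where chance gives 0.794%). No other of 100 splits of these replicates called more than 6 genes, so chance can be excluded. The number depends on the choices made. It was 58 (25 lower, 33 higher) with the chip series as a block, 67 with the chip as a block, 17 on series A and 3 on series B alone. With each array centred on its median 9 genes were called (8 higher, 1 lower), and with background-subtracted signals floored at 1 it was 1 (1 higher, 0 lower). The methods' tests called 1 after adjustment and 227 by unadjusted p, limma 313 by unadjusted p. Leaving out 1 replicate gave 14 without *Pax1-/-* B2, 15 without *Pax1-/-* B1, 9 without *Pax1-/-* B5, 14 without *Pax1 WT:+/EGFP* B2 and 46 without *Pax1 WT:+/EGFP* B5.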

Analysis of *Pax1*+ cells from the E12.5 *Pax1^−/−^* vs *Pax1^WT:+/EGFP^* IVD anlagen, revealed 50 down- and 80 up-regulated genes in *Pax1^−/−^* (FC≥1.5 and *P*<0.05) (Fig. 1E; Table S2). 

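As a list, endothelial genes were shifted upward in *Pax1-/-* against *Pax1 WT:+/EGFP* cells (n = 5 each), with a median of 0.40 (camera adjusted p = 1.58e-07, and adjusted p = 0.197 with an estimated correlation). Of 23, 0 passed over all genes and 5 rose when adjusted over the list alone. The skeletal muscle list was shifted upward as well, at 0.32 (camera adjusted p = 0.000193, and adjusted p = 0.327 with an estimated correlation), with 0 of 20 genes called over all genes and 0 adjusted over the list alone. Cartilage genes were shifted downward, at −0.15 (camera adjusted p = 0.000797, and adjusted p = 0.327 with an estimated correlation), with 0 of 26 called over all genes and 1 adjusted over the list alone. The cartilage list lost its call in *Pax1-/-* with the highest probe (−0.11, adjusted p = 0.0578) and by fry (0.138). The skeletal muscle list lost its call in *Pax1-/-* by fry (adjusted p = 0.138). The endothelial list lost its call in *Pax1-/-* by fry (adjusted p = 0.0878).

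The other matrix list did not pass (0 of 32 genes higher and 0 lower, median −0.0066, adjusted p = 0.825). Neither did collagen fibril organization (0 and 0 of 26, median 0.062, adjusted p = 0.189) or cell adhesion (0 and 1 of 43, median −0.015, adjusted p = 0.657). Collagen passed without *Pax1-/-* replicate B5 (adjusted p = 0.0342), blocked by chip series (adjusted p = 0.0416) and on series B alone (adjusted p = 0.0128), but not on series A alone (adjusted p = 0.441).

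Endothelium stood at 0.40 with the chip series as a block, 0.44 with the chip as a block, 0.44 on series B, 0.39 on series A, and 0.44, 0.21, 0.37 and 0.64 within chips 2 to 5. The same values were 0.31, 0.34, 0.31, 0.39, 0.31, 0.36, 0.31 and 0.17 for muscle and −0.17, −0.20, −0.19, −0.14, −0.19, −0.046, −0.26 and −0.41 for cartilage. They were 0.015, 0.016, 0.049, −0.0083, 0.049, −0.12, 0.035 and 0.063 for other matrix, 0.11, 0.10, 0.18, 0.056, 0.18, 0.034, 0.055 and 0.13 for collagen and 0.018, 0.035, 0.02, 0.045, 0.02, −0.043, 0.19 and −0.036 for adhesion.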

Down-regulated genes were enriched for ECM, while genes involved in organelle organization, cell adhesion, mesenchymal cell differentiation, transcriptional regulation and cell migration were up-regulated (Fig. 1F).

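*Pax9*, of which these embryos lack 1 or both copies, had log2 levels of 6.936, 6.611 and 6.581 in the 3 *Pax1-/-Pax9+/-* replicates. In the 3 replicates labelled *Pax1-/-Pax9-/-* it stood at 6.849, 4.732 and 4.771. Replicates B2 and B3 of the latter lay near the EGFP(−) cells, while the library labelled *Pax1-/-Pax9-/-* B1 lay at the level of *Pax1-/-Pax9+/-*. The single probe for *Pax9* on the array does not show whether that signal comes from intact transcript. *Pax1* stood at 11.06, 11.13 and 11.06 in *Pax1-/-Pax9+/-* and at 10.54, 10.63 and 10.63 in *Pax1-/-Pax9-/-*. Its signal thus persisted in every replicate without intact *Pax1*, and the labels of these libraries are not tested by it. Against *Pax1 WT:+/EGFP*, *Pax9* was 0.089 (standard error 0.356, adjusted p = 0.913) and *Pax1* −0.15 (standard error 0.106, adjusted p = 0.429) in *Pax1-/-Pax9+/-*, where the 2 probes for *Pax1* gave −0.723 and 0.422. There *Pax9* had a blocked value of 0.22 (adjusted p = 0.944) and a series B value of 0.17 (adjusted p = 0.978). In the same genotype *Pax1* had a blocked value of −0.39 (adjusted p = 0.0801) and a series B value of −0.46 (adjusted p = 0.371).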

We subsequently analyzed the *Pax1^−/−^Pax9^+/−^* and *Pax1^−/−^Pax9^−/−^* compound mutants to uncover the obscured targets of *Pax1* and *Pax9*. There were 599 genes differentially expressed (326 down; 273 up) in *Pax1^−/−^Pax9^−/−^* (versus *Pax1^WT:+/EGFP^*) embryos. This is a 4.6-fold increase in the number of affected genes compared to *Pax1^−/−^*. 

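The largest rise in *Pax1-/-Pax9-/-* over *Pax1 WT:+/EGFP* cells (n = 3 and 5) was again in the hormone gene *Crh*, at 14.1-fold (log2 3.81, standard error 0.369, adjusted p = 3.61e-06). It was followed by *Dio3*, which encodes the deiodinase that inactivates thyroid hormone, at 8.91-fold (log2 3.16, standard error 0.297, adjusted p = 3.15e-06), and by the angiopoietin receptor gene *Tek* at 6.84-fold (log2 2.77, standard error 0.338, adjusted p = 5.36e-05). *Dio2*, whose product activates the hormone that *Dio3* inactivates, fell 5.04-fold (log2 −2.33, standard error 0.241, adjusted p = 6.84e-06). Among the largest falls was *Klhl14*, a kelch-like gene, at 12.3-fold (log2 −3.62, standard error 0.222, adjusted p = 7.28e-09). *Esrrb*, an orphan nuclear receptor gene known from pluripotent cells, fell 6.97-fold (log2 −2.80, standard error 0.435, adjusted p = 0.00069). In each of these 6 genes the replicates of the 2 genotypes did not overlap. Blocked and series B values were 3.82 and 3.73 for *Crh*, 3.54 and 3.25 for *Dio3* and 3.00 and 3.07 for *Tek*. They were −2.33 and −2.33 for *Dio2*, −3.86 and −4.07 for *Klhl14* and −2.53 and −2.35 for *Esrrb*.

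Of 13373 genes limma called 936 (484 lower, 452 higher), 660 of them without overlap of the replicates (13.1% of all genes, chance 3.57%). The chip series bears on this number. With it as a block 222 genes were called (97 lower, 125 higher) and on series B alone 88 (38 lower, 50 higher). Of 56 splits of these replicates the real one called the second largest number. The one that called more (1504 genes) set *Pax1 WT:+/EGFP* B2, B3 and B4, which were hybridised in series A only, against all others and so follows the chip series. It is the only split that did, so chance can be excluded but the series cannot. The methods' tests called 0 genes after adjustment and 766 by unadjusted p, and limma 1525 by unadjusted p. With median-centred arrays 814 genes were called (651 lower, 163 higher) and with signals floored at 1 768 (527 lower, 241 higher). A fit of *Pax1-/-Pax9-/-* and *Pax1 WT:+/EGFP* alone called 184. Leaving out 1 replicate gave 554 without *Pax1-/-Pax9-/-* B2, 445 without *Pax1-/-Pax9-/-* B3, 1570 without *Pax1 WT:+/EGFP* B7 and 623 without *Pax1 WT:+/EGFP* B3 or B4. Without the library labelled *Pax1-/-Pax9-/-* B1, whose *Pax9* level resembled *Pax1-/-Pax9+/-*, the number was 774.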

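The ratio of the 2 numbers was 31.2 with limma, since few genes passed in *Pax1-/-*. On series B alone it was 29.3 and with median-centred arrays 90.4. Blocked by chip series it was 3.83, by unadjusted p 4.87 and by the methods' unadjusted tests 3.37. Leaving out 1 replicate gave 15.3 without *Pax1-/-Pax9-/-* B3, 18.5 without *Pax1-/-Pax9-/-* B2, 61, 62.9 and 103 without *Pax1-/-* B2, B1 and B5, and 47.4 and 58.1 without *Pax1 WT:+/EGFP* B2 and B7. The 2 comparisons differ in more than genotype, because n is 5 in *Pax1-/-* and 3 in *Pax1-/-Pax9-/-* and only *Pax1-/-* shares chips with *Pax1 WT:+/EGFP*. The compound mutants were also sorted with EGFP in their *Pax9* allele, the other genotypes with EGFP at *Pax1* alone.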

In *Pax1^−/−^Pax9^+/−^* versus *Pax1^WT:+/EGFP^*, 467 genes were differentially expressed, consistent with the less severe VC phenotype of *Pax1^−/−^Pax9^+/−^* mutants (Fig. 1E; Fig. S2, Table S3) (Peters et al., 1999). 

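*Crh* rose in *Pax1-/-Pax9+/-* as well (n = 3, against n = 5 in *Pax1 WT:+/EGFP*), at 7.44-fold (log2 2.90, standard error 0.369, adjusted p = 0.000716). *Foxa1*, a forkhead gene of notochord and endoderm, rose 2.87-fold (log2 1.52, standard error 0.17, adjusted p = 0.000196). *Klhl14* fell 3.24-fold (log2 −1.70, standard error 0.222, adjusted p = 0.000821) and *Etv1*, an ETS transcription factor gene, 3.22-fold (log2 −1.69, standard error 0.284, adjusted p = 0.00365). In each of these genes the replicates did not overlap. *Crh* had a blocked value of 2.90 (adjusted p = 0.00527) and a series B value of 2.81 (adjusted p = 0.0748). *Foxa1* had a blocked value of 1.44 (adjusted p = 0.00527) and a series B value of 1.22 (adjusted p = 0.237). *Klhl14* had a blocked value of −1.93 (adjusted p = 0.00433) and a series B value of −2.14 (adjusted p = 0.0938). *Etv1* had a blocked value of −1.28 (adjusted p = 0.112) and a series B value of −0.94 (adjusted p = 0.214). *Crh* lost its call in *Pax1-/-Pax9+/-* in a fit of the compared groups alone (adjusted p = 0.0503). *Klhl14* lost its call in *Pax1-/-Pax9+/-* with signals floored at 1 (−1.88, adjusted p = 0.0685) and in a fit of the compared groups alone (0.0524). *Etv1* lost its call in *Pax1-/-Pax9+/-* with the chip as a random block (−1.65, adjusted p = 0.0547) and in a fit of the compared groups alone (0.0659).

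In all 636 genes were called by limma (305 lower, 331 higher), 441 of them without overlap of the replicates (11.7% of all genes, chance 3.57%). This number fell to 22 with the chip series as a block (5 lower, 17 higher), to 1 on series B alone and to 4 in a fit of the 2 genotypes alone. The real grouping called the second most of 56 splits. A grouping that follows the chip series, *Pax1 WT:+/EGFP* B2, B3 and B4 against all others, called 1460, so chance can be excluded but the series cannot. The methods' tests called 0 genes after adjustment and 597 by unadjusted p, and limma 1201 by unadjusted p. Median-centred arrays gave 311 (210 lower, 101 higher) and signals floored at 1 gave 407 (285 lower, 122 higher). Leaving out 1 replicate gave 324, 244 and 195 without *Pax1-/-Pax9+/-* B1, B2 and B3, 1320 without *Pax1 WT:+/EGFP* B7, and 293, 310 and 344 without *Pax1 WT:+/EGFP* B3, B4 and B2. The paper reasons that fewer affected genes in *Pax1-/-Pax9+/-* than in *Pax1-/-Pax9-/-* match a milder vertebral phenotype.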

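*Ndufb7*, which encodes a subunit of respiratory complex I, fell by 1.62 in *Pax1-/-Pax9-/-* against *Pax1 WT:+/EGFP* (n = 3 and 5, standard error 0.277, adjusted p = 0.00154). *Ndufb7* had a blocked value of −1.02 (adjusted p = 0.0242) and a series B value of −0.71 (adjusted p = 0.408). Of 71 oxidative phosphorylation genes 13 fell, as many adjusted over the list alone, and 0 rose. The median of this list was −0.22 (camera adjusted p = 1.3e-06, and adjusted p = 0.177 with an estimated correlation). Its blocked median was −0.16 (adjusted p = 8.53e-05) and the series B median −0.06 (adjusted p = 0.068).

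Of 26 cartilage genes 8 fell (9 adjusted over the list alone) and 0 rose, with a median of −0.44 (camera adjusted p = 1.06e-05, and adjusted p = 0.0788 with an estimated correlation). The blocked median was −0.64 (adjusted p = 7.08e-13) and the series B median −0.63 (adjusted p = 3.89e-13). *Cnmd*, which encodes the cartilage glycoprotein chondromodulin, stood at −1.75 (standard error 0.276, adjusted p = 0.000774), every mutant replicate below every *Pax1 WT:+/EGFP* replicate. *Cnmd* had a blocked value of −1.53 (adjusted p = 0.011) and a series B value of −1.27 (adjusted p = 0.00853). On series B alone the fall of the cartilage list kept its size and that of the oxidative phosphorylation list did not.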

GO terms enriched in the down-regulated targets of *Pax1^−/−^Pax9^−/−^* include oxidative phosphorylation, cartilage development, apoptosis and stem cell maintenance. Notable GO terms over-represented in up-regulated targets were cell adhesion, blood vessel development, cell motion, skeletal muscle tissue development, GPCR signaling and cell-cell signaling. 

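*Epha3*, an ephrin receptor gene of cell contact and repulsion, was higher in *Pax1-/-Pax9-/-*, at 0.97 (standard error 0.125, adjusted p = 9.96e-05). So was *Astn1*, an adhesion gene of migrating neurons, at 0.81 (standard error 0.16, adjusted p = 0.00434). In both every mutant replicate (n = 3) lay above every *Pax1 WT:+/EGFP* replicate (n = 5). *Epha3* had a blocked value of 0.88 (adjusted p = 0.000307) and a series B value of 0.81 (adjusted p = 0.0473). *Astn1* had a blocked value of 0.81 (adjusted p = 0.0214) and a series B value of 0.54 (adjusted p = 0.323). Of 43 cell adhesion genes 7 rose and 2 fell (10 and 2 adjusted over the list alone). Their median was 0.056 (adjusted p = 0.144), the blocked median 0.059 (adjusted p = 0.00812) and the series B median 0.17 (adjusted p = 0.0186). The adhesion list passed by fry (adjusted p = 0.00707). *Astn1* lost its call in *Pax1-/-Pax9-/-* with median-centred arrays (0.49, adjusted p = 0.118), in the authors' values (0.57, below the fold threshold) and in a fit of the compared groups alone (0.0714).

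Of 23 endothelial genes 1 rose, the receptor gene *Tek*, and 0 fell, with the same numbers adjusted over the list alone. The median was 0.12 (adjusted p = 0.326), the blocked median 0.15 (adjusted p = 0.0517) and the series B median 0.19 (adjusted p = 0.0262). In the skeletal muscle list 0 of 20 genes rose and 1 fell (0 and 0 adjusted over the list alone). It had a median of 0.077 (adjusted p = 0.746), a blocked median of 0.15 (adjusted p = 0.0244) and the series B median 0.084 (adjusted p = 0.0186). Genes of the immediate early response, which cell dissociation can induce, were higher as well. Of 25, 7 rose, as many adjusted over the list alone, and 0 fell, with a median of 0.22 (camera adjusted p = 0.00605, and adjusted p = 0.0775 with an estimated correlation). For these genes the blocked median was 0.17 (adjusted p = 0.00227) and the series B median 0.18 (adjusted p = 0.00105). Among them were *Fos* (2.49, standard error 0.324, adjusted p = 0.000107) and *Klf4* (1.07, standard error 0.155, adjusted p = 0.000427). *Fos* had a blocked value of 2.14 (adjusted p = 0.00476) and a series B value of 2.04 (adjusted p = 0.0303). *Klf4* had a blocked value of 1.15 (adjusted p = 0.0029) and a series B value of 1.21 (adjusted p = 0.0989). *Klf4* lost its call in *Pax1-/-Pax9-/-* in the authors' values (0.52, below the fold threshold) and with the highest probe (0.84, adjusted p = 0.128).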

Common categories significantly enriched in both up- and down-regulated targets were ECM organization and collagen fibril organization (Fig. 2A,B). 

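Collagen fibril genes moved in both directions in *Pax1-/-Pax9-/-*. *Dpt*, which encodes the collagen-binding matrix protein dermatopontin, fell 5.54-fold (log2 −2.47, standard error 0.283, adjusted p = 2.85e-05). Its level in *Pax1-/-Pax9-/-*, 4.786, lay at that of EGFP(−) cells (4.833), so that background limits the size of this fall. *Col14a1* was lower as well (−1.45, standard error 0.183, adjusted p = 8.81e-05), whereas *Thbs2*, a thrombospondin gene, rose (1.30, standard error 0.198, adjusted p = 0.000665). Of 26 genes of collagen fibril organization 5 rose and 3 fell, the same numbers when adjusted over the list alone. The median was 0.18 (adjusted p = 0.144), and blocked it was 0.18 (adjusted p = 0.0112) and the series B median 0.26 (adjusted p = 0.0067). This collagen list passed by fry (adjusted p = 0.0284). Among 32 other matrix genes 2 rose and 4 fell, the same numbers when adjusted over the list alone. This list had a median of 0.038 (adjusted p = 0.792), and blocked it was 0.049 (adjusted p = 0.57) and the series B median 0.082 (adjusted p = 0.19). The microfibril gene *Mfap5* was at 2.19 (standard error 0.376, adjusted p = 0.00162) and the basement membrane collagen gene *Col4a2* at −0.79 (standard error 0.152, adjusted p = 0.0037). In all 5 genes the 3 mutant replicates did not overlap the 5 *Pax1 WT:+/EGFP* replicates. Blocked and series B values were −2.07 and −1.90 for *Dpt*, −1.52 and −1.48 for *Col14a1* and 1.18 and 1.08 for *Thbs2*. They were 2.08 and 1.66 for *Mfap5* and −0.76 and −0.73 for *Col4a2*, which lost its call on series B (adjusted p = 0.229). *Col4a2* lost its call in *Pax1-/-Pax9-/-* in a fit of the compared groups alone (adjusted p = 0.0544).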

Ingenuity Pathway Analysis (IPA; Ingenuity® Systems, www.ingenuity.com) also predicted ‘proliferation of cells’ to be decreased (z score=−2.524) and 85 proliferation-associated genes were differentially expressed in *Pax1^−/−^Pax9^−/−^* versus *Pax1^WT:+/EGFP^*, consistent with a significant shortening of the tail in the E12.5 *Pax1^−/−^Pax9^−/−^* embryos, which worsened during later developmental stages (Fig. 2C; Table S4, Fig. S2O-Q). This corroborated prior findings of a significant decrease in proliferation in the tail region of E12.5 *Pax1^−/−^Pax9^−/−^* embryos (Peters et al., 1999). In addition, for the first time, we describe a mis-localization of the normally ventro-medially located *Pax1/Pax9*-specific cells to the lateral regions of the VC at E14.5. 

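*Cdc20*, which encodes an activator of the anaphase-promoting complex, stood at −0.78 (standard error 0.21, adjusted p = 0.0249) in *Pax1-/-Pax9-/-* against *Pax1 WT:+/EGFP*. *Pcna*, which encodes the sliding clamp of DNA replication, stood at 0.67 (standard error 0.179, adjusted p = 0.0241). *Cdc20* had a blocked value of −0.61 (adjusted p = 0.316) and a series B value of −0.38 (adjusted p = 0.643). *Pcna* had a blocked value of 0.21 (adjusted p = 0.654) and a series B value of 0.33 (adjusted p = 0.453), so that neither call was kept in these fits. The call of *Cdc20* was lost without *Pax1-/-Pax9-/-* B2 (adjusted p = 0.0881), *Pax1-/-Pax9-/-* B3 (0.109) or *Pax1 WT:+/EGFP* B2 (0.0594). That of *Pcna* was lost without *Pax1-/-Pax9-/-* B1 (adjusted p = 0.0782), *Pax1-/-Pax9-/-* B3 (0.0903) or *Pax1 WT:+/EGFP* B4 (0.0556). Of 48 cell cycle genes 2 rose and 3 fell (2 and 5 adjusted over the list alone). The list had a median of −0.12 (n = 3 and 5, adjusted p = 0.146), and blocked it was −0.13 (adjusted p = 0.00305) and the series B median −0.15 (adjusted p = 0.00271). The study's own set of proliferation genes was not used here. *Cdc20* lost its call in *Pax1-/-Pax9-/-* in the authors' values (−0.44, below the fold threshold), with the highest probe (−0.45, adjusted p = 0.199), with the chip as a random block (−0.86, 0.112) and in a fit of the compared groups alone (0.117). *Pcna* lost its call in *Pax1-/-Pax9-/-* with median-centred arrays (0.48, adjusted p = 0.112), with each array as its own sample (0.64, 0.0878), with only *Pax1-/-* B4 averaged (0.64, 0.0774), with the replicate name as a block (0.62, 0.0512), with the chip as a random block (0.65, 0.124) and in a fit of the compared groups alone (0.116).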

No complete VBs or IVD structures were seen at this stage (Fig. 2C).

**Fig. 2.**
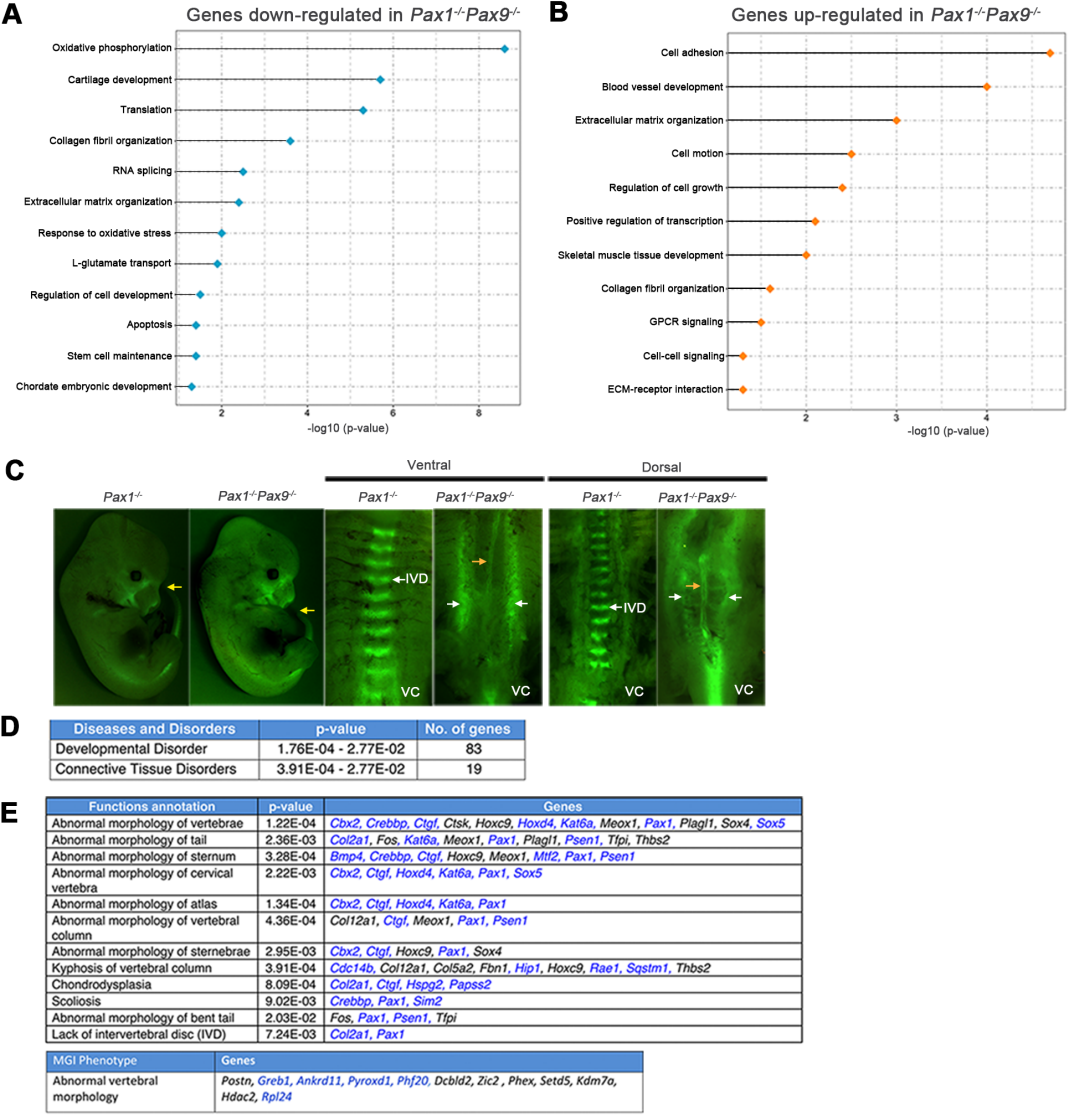
**Gene ontology and Ingenuity Pathway Analyses (IPA) of differentially expressed genes in *Pax1/Pax9* mutants.** (A,B) Bar chart of enriched GO terms for down-regulated (A) and up-regulated genes (B) in E12.5 *Pax1^−/−^Pax9^−/−^* embryos. (C) *Pax1^−/−^Pax9^−/−^* embryos exhibited shortened tail phenotype compared to *Pax1^−/−^* embryos. Yellow arrows indicate tail tip. Fluorescence was seen in the IVD of E14.5 *Pax1^−/−^Pax9^+/+^*embryos in a regular metameric fashion. In the *Pax1^−/−^Pax9^−/−^* embryos, the fluorescing cells were mis-localized to the sides of the embryo with the notochord exposed in the middle (orange arrow). White arrows indicate *Pax1/Pax9* lineage cells expressing EGFP in the IVD, detected by the presence of GFP expression. (D) Number of differentially expressed genes in E12.5 *Pax1^−/−^Pax9^−/−^* associated with the respective disease and disorder terms identified via IPA. (E) Genes differentially expressed in E12.5 *Pax1^−/−^Pax9^−/−^* that are associated with the respective axial skeletal defects, identified via IPA (top) and MGI phenotype (bottom). Genes down-regulated in *Pax1^−/−^Pax9^−/−^* respective to WT are in blue. GO, gene ontology; VC, vertebral column; IVD, intervertebral disc anlagen.

‘Developmental Disorder, Cell Morphology, Cellular Assembly and Organization’ was the top associated network (score=40) in IPA, with 83 genes associated with ‘Developmental Disorder’ (*P*=1.76E–04-2.77E–02) and 19 genes associated with ‘Connective Tissue Disorders’ (*P*=3.91E–04-2.77E–02) (Fig. 2D; Table S4); 41 of the differentially expressed genes were associated with relevant skeletal defects seen in the *Pax1^−/−^Pax9^−/−^* mutants, such as kyphosis, scoliosis, lack of IVD, abnormal morphology of VC/tail/cervical vertebrae/sternum and chondrodysplasia (Fig. 2E; Tables S4 and S5). These results suggest that *Pax1* and *Pax9* regulate genes involved in processes essential for proper mesenchymal condensation – cell adhesion, ECM organization and cell migration during IVD development (Hall and Miyake, 2000).

### Gene dosage effect of *Pax1* and *Pax9* at molecular level

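The genes sorted by their response to allele loss were those called in *Pax1-/-Pax9-/-* against *Pax1 WT:+/EGFP*, and fold changes of 1.5 on the group means set the class, as in the methods. The steps run from *Pax1 WT:+/EGFP* (n = 5) over *Pax1-/-* (5) and *Pax1-/-Pax9+/-* (3) to *Pax1-/-Pax9-/-* (3). The step from *Pax1-/-* to *Pax1-/-Pax9+/-* is also a step to another chip for every replicate, while the last step stays on 1 chip. Between those last 2 genotypes 42 genes were called (25 lower and 17 higher in *Pax1-/-Pax9-/-*). Among them were *Tek* (2.21, standard error 0.378, adjusted p = 0.00839), *Sim2*, a basic helix-loop-helix gene (−2.58, standard error 0.384, adjusted p = 0.00175), and *Col14a1* (−1.49, standard error 0.205, adjusted p = 0.000837). In all 42 the 3 replicates of each genotype did not overlap, and 15.3% of all genes had no overlap where chance gives 10%. With so few replicates the 10 possible splits are too few to weigh chance (42 genes in the real split, at most 2 in another). *Tek* lost its call between the compound mutants with signals floored at 1 (2.72, adjusted p = 0.587) and in a fit of the compared groups alone (0.102). *Col14a1* lost its call between the compound mutants in a fit of the compared groups alone (adjusted p = 0.11).

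The number was 18 without *Pax1-/-Pax9+/-* B3, 25 without *Pax1-/-Pax9+/-* B1, 24 without *Pax1-/-Pax9-/-* B2, 24 on series B arrays alone and 13 in a fit of these 6 replicates alone. *Tek* was lost without *Pax1-/-Pax9+/-* B1 (adjusted p = 0.0708). On series B alone *Tek* and *Col14a1* lost their calls (adjusted p = 0.0642 and 0.0577). The methods' tests called 0 after adjustment and 310 by unadjusted p, and limma 524 by unadjusted p. Signals floored at 1 gave 41 (35 lower, 6 higher) and median-centred arrays 19 (15 lower, 4 higher).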

To understand the gene dosage effect of *Pax1* and *Pax9* at a molecular level, we analyzed the trends in expression changes of their targets upon gradual loss of *Pax1* and *Pax9* alleles. Majority of the genes could be categorized into three main groups (Fig. 3A-C).

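Of the genes sorted, 34% fell into Group 1, 41.5% into Group 2 and 13.6% into Group 3, and 103 (11%) into none, such as *Tek*, *Gdf10* and *Fos*. The median size of the change from *Pax1 WT:+/EGFP* to *Pax1-/-* was 0.158 in Group 1, 0.149 in Group 2 and 0.225 in Group 3. From *Pax1-/-* to *Pax1-/-Pax9+/-* the medians, in the direction of the final change, were 0.334, 0.87 and 0.146, and from *Pax1-/-Pax9+/-* to *Pax1-/-Pax9-/-* 0.291, 0.0544 and 0.834.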

**Fig. 3.**
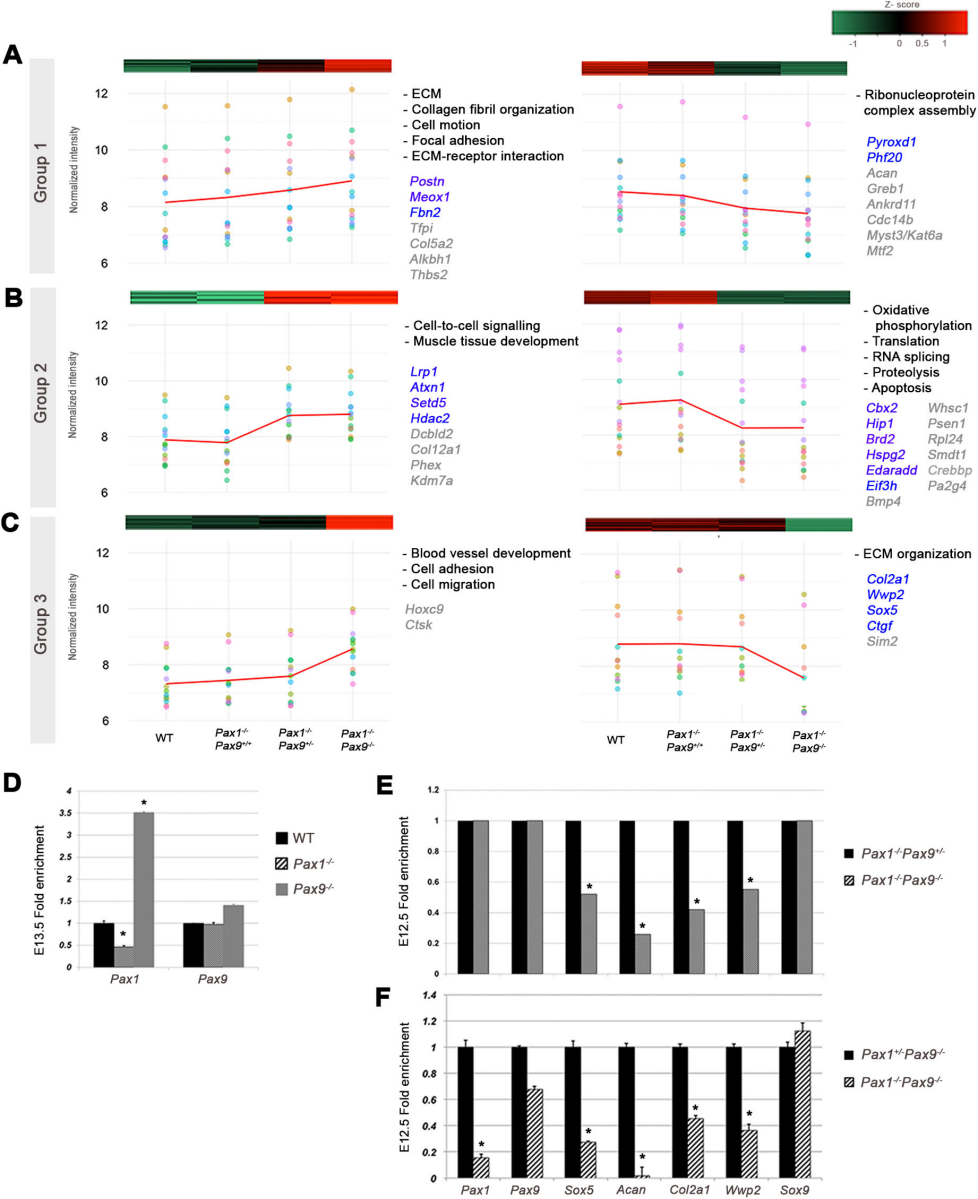
**Gene dosage effect of *Pax1*/*Pax9* on down-stream targets and regulation of cartilage development genes.** (A-C) Differentially expressed genes that show: (A) Group1, gradual decrease or increase in expression with increasing loss of *Pax1/Pax9* alleles; (B) Group 2, genes that require two copies of *Pax9* to maintain their normal expression levels; and (C) Group 3, genes showing a significant change upon the loss of the last copy of *Pax9*. Mean trend of all genes in each subgroup is depicted as red line for respective groups; individual gene trends are shown as different colored dots. Enriched GO terms for each category indicated on the right of respective graphs. Genes with abnormal skeletal phenotype are shown in gray, of which direct Pax9 targets are in blue for the respective groups. (D) qPCR fold change of *Pax1* and *Pax9* in E13.5 WT, *Pax1^−/−^* and *Pax9^−/−^*. (E) Fold enrichment of selected cartilage development genes from microarray analysis of E12.5 *Pax1^−/−^Pax9^−/−^* versus *Pax1^−/−^Pax9^+/−^*. (F) qPCR fold-enrichment of cartilage development genes in E12.5 *Pax1^−/−^Pax9^−/−^* vs. *Pax1^+/−^Pax9^−/−^*. qPCR, quantitative PCR; FC, fold change; * significant FC ≥1.5, Student's *t*-test; error bars indicate s.e.m.

Group 1 (118 down, 108 up) genes showed a gradual decrease or increase in expression with increasing loss of *Pax1/Pax9* alleles, whereby a significant change in expression level (FC>1.5) occurred only upon the loss of all four alleles. This was consistent with the observed increasing severity of the mouse phenotype with increasing loss of *Pax1* and *Pax9* alleles. 

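The group held 167 lower and 151 higher genes. *Col11a1*, a fibril collagen gene of cartilage, is one of the lower ones (*Pax1-/-Pax9-/-* against *Pax1 WT:+/EGFP* −0.78, standard error 0.153, adjusted p = 0.00423), and *Alcam*, which encodes an adhesion molecule, one of the higher ones. In both genes every mutant replicate (n = 3) lay to one side of every *Pax1 WT:+/EGFP* replicate (n = 5). *Col11a1* had a blocked value of −0.68 (adjusted p = 0.028) and a series B value of −0.59 (adjusted p = 0.157). The number of genes depends on the start list. It was 59 with the chip series as a block and 11 on series B alone. Median-centred arrays gave 230 (178 lower, 52 higher) and signals floored at 1 gave 122 (71 lower, 51 higher). Leaving out 1 replicate gave 184 without *Pax1-/-Pax9-/-* B2, 135 without *Pax1-/-Pax9-/-* B3, 608 without *Pax1 WT:+/EGFP* B7 and 210 and 207 without *Pax1 WT:+/EGFP* B3 and B4. The paper reasons that such a gradual change parallels the increasing severity of the phenotype. *Col11a1* lost its call in *Pax1-/-Pax9-/-* in the authors' values (−0.58, below the fold threshold) and in a fit of the compared groups alone (adjusted p = 0.0537).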

Genes found in this group were mostly ECM-related and included *Acan*. 

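Of the 8 called collagen fibril genes 4 were in this group and all rose: *Dcn* and *Ogn*, which encode small proteoglycans, *Lox*, which encodes the collagen cross-linking enzyme lysyl oxidase, and *Postn*, the periostin gene. Of the 6 called genes of other matrix 3 were in it and fell, the basement membrane collagen genes *Col4a1* and *Col4a2* and the proteoglycan gene *Vcan*. *Acan*, which encodes aggrecan, belonged to no group by the fold changes on group means. It stood at 6.755 ± 0.766 (mean ± SD of log2 values) in *Pax1 WT:+/EGFP*, 6.22 ± 0.344 in *Pax1-/-*, 6.992 ± 0.00956 in *Pax1-/-Pax9+/-* and 5.592 ± 0.149 in *Pax1-/-Pax9-/-* (n = 5, 5, 3 and 3).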

Notably, chromatin remodeling and acetylation factors like *Ep300* and *Phf20* were also found in this category (Fig. 3A; Tables S5 and S6).

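*Ep300*, which encodes a histone acetyltransferase, was 1.91-fold lower in *Pax1-/-Pax9-/-* than in *Pax1 WT:+/EGFP* (log2 −0.93, standard error 0.2, adjusted p = 0.00719). *Phf20*, which encodes a subunit of another acetyltransferase complex, was 2.27-fold lower (log2 −1.18, standard error 0.191, adjusted p = 0.000951). In both the 3 mutant and the 5 *Pax1 WT:+/EGFP* replicates did not overlap. *Ep300* had a blocked value of −0.58 (adjusted p = 0.225) and a series B value of −0.49 (adjusted p = 0.499). *Phf20* had a blocked value of −0.84 (adjusted p = 0.0342) and a series B value of −0.54 (adjusted p = 0.387). Each gene has 3 probes, which gave −1.83, −0.883 and −0.0883 for *Ep300* and −1.38, −1.77 and −0.392 for *Phf20*. With the probe of the highest level neither was called (−0.088 and −0.39). *Ep300* lost its call in *Pax1-/-Pax9-/-* in the authors' values (−0.58, below the fold threshold), with the highest probe (−0.088, adjusted p = 0.838), with the chip as a random block (−0.86, 0.0544) and in a fit of the compared groups alone (0.113). *Phf20* lost its call in *Pax1-/-Pax9-/-* with the highest probe (−0.39, below the fold threshold) and in a fit of the compared groups alone (adjusted p = 0.0544).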

Group 2 (166 down, 109 up) consisted of genes which showed a significant change only upon the loss of three alleles (*Pax1^−/−^Pax9^+/−^*), but no further significant change upon the loss of the last copy of *Pax9* (*Pax1^−/−^Pax9^−/−^*). This suggests that two copies of *Pax9* were essential to maintain the normal expression level of these genes in the absence of *Pax1.* This group encompassed oxidative phosphorylation genes among other ECM genes like *Hspg2* and *Cspg2* and cartilage development gene *Bmp4* (Fig. 3B; Tables S5 and S6).

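Of 388 genes in this group 203 were lower and 185 higher in *Pax1-/-Pax9-/-*. The chromatin gene *Cbx2*, a Polycomb subunit, is one of them (*Pax1-/-Pax9-/-* against *Pax1 WT:+/EGFP* −1.26, standard error 0.178, adjusted p = 0.000289). *Cbx2* had a blocked value of −0.89 (adjusted p = 0.0149) and a series B value of −0.88 (adjusted p = 0.208). The step that defines the group, from *Pax1-/-* to *Pax1-/-Pax9+/-*, coincides with the step to chip 1, and arrays of the same genotype differed by chip series in these genes. Averaged over them in the direction of their final change, the 6 compound mutant arrays scored 0.858 to 1.03 and the EGFP(+) arrays of series A −0.302 to −0.166. On chip 2 *Pax1 WT:+/EGFP* B5, *Pax1 WT:+/EGFP* B7 and *Pax1-/-* B3 scored 0.725, 0.595 and 0.657, and *Pax1-/-* B4 and *Pax1-/-* B2 scored 0.0828 and 0.138. On the 4 replicate names hybridised in both series the change from A to B had a median of 0.611, against 0.87 for the step from *Pax1-/-* to *Pax1-/-Pax9+/-*. The single values lay far apart, at 0.319, 0.902 and 0.147 for *Pax1-/-* B2, B3 and B4 and 0.949 for *Pax1 WT:+/EGFP* B5. On series B arrays alone the change was 0.178 from *Pax1 WT:+/EGFP* to *Pax1-/-Pax9+/-* and 0.595 from *Pax1-/-* to *Pax1-/-Pax9+/-*.

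Blocked by chip series, the group held 17 genes, and on series B alone 4. Median-centred arrays gave 396 (341 lower, 55 higher) and signals floored at 1 gave 278 (201 lower, 77 higher). Leaving out 1 replicate gave 244, 166 and 140 without *Pax1-/-Pax9-/-* B1, B2 and B3, 663 without *Pax1 WT:+/EGFP* B7, and 218, 222 and 215 without *Pax1 WT:+/EGFP* B3, B4 and B2.

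**Figure D2:**
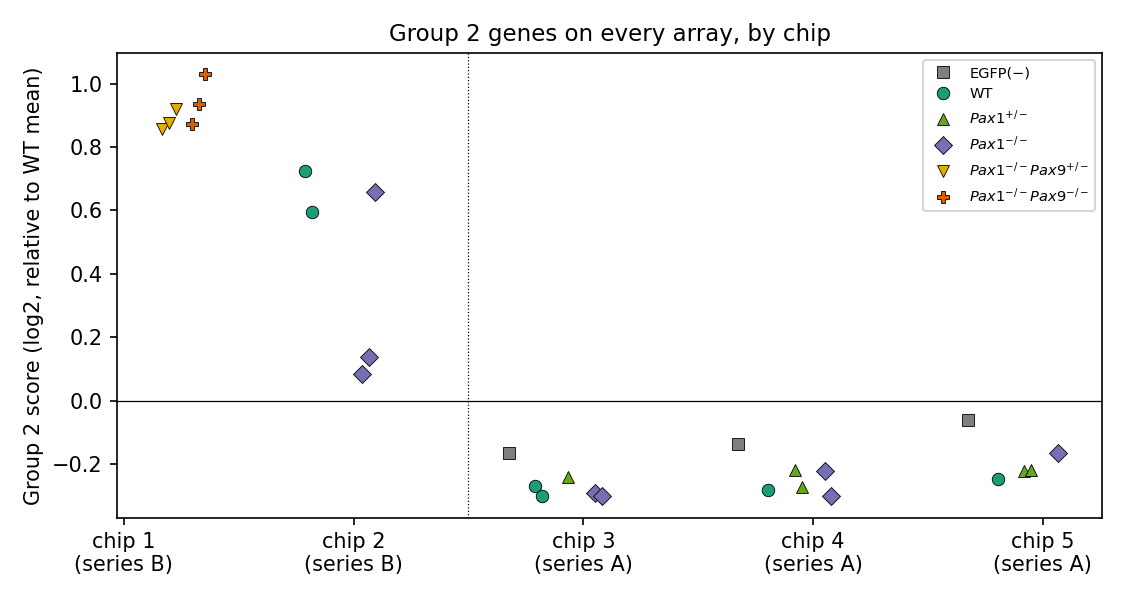
Mean of the 388 Group 2 genes on each array (log2 relative to the mean of *Pax1 WT:+/EGFP*, in the direction of the change in *Pax1-/-Pax9-/-*), by chip and genotype. The arrays of chip 1 (compound mutants) lie at 0.858 to 1.03, and on chip 2 *Pax1 WT:+/EGFP* and *Pax1-/-* arrays spread from 0.0828 to 0.725.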

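All 13 called oxidative phosphorylation genes were in Group 2 and lower. In *Pax1-/-Pax9+/-* against *Pax1 WT:+/EGFP* (n = 3 and 5) 15 of 71 fell (16 adjusted over the list alone), with a median of −0.24 (camera adjusted p = 5.95e-09, and adjusted p = 0.239 with an estimated correlation). The blocked median in *Pax1-/-Pax9+/-* was −0.22 (adjusted p = 5.05e-08) and the series B median −0.13 (adjusted p = 0.0138). Among these genes was *Uqcr11*, a subunit gene of respiratory complex III (−1.04, standard error 0.184, adjusted p = 0.00491). *Uqcr11* had a blocked value of −0.58 (adjusted p = 0.503) and a series B value of −0.44 (adjusted p = 0.855). From *Pax1-/-Pax9+/-* to *Pax1-/-Pax9-/-*, on 1 chip, the median of the list was 0.023 (adjusted p = 0.451). *Uqcr11* lost its call in *Pax1-/-Pax9+/-* with each array as its own sample (−1.01, adjusted p = 0.0537), with only *Pax1-/-* B4 averaged (−1.01, 0.0613), with the chip as a random block (0.126) and in a fit of the compared groups alone (0.0885).

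*Bmp4*, which encodes a BMP ligand, was −0.66 (standard error 0.131, adjusted p = 0.00889) in *Pax1-/-Pax9+/-* against *Pax1 WT:+/EGFP*. *Bmp4* had a blocked value of −0.46 (adjusted p = 0.229) and a series B value of −0.31 (adjusted p = 0.711). *Vcan* stood at −0.25 (adjusted p = 0.255) in *Pax1-/-Pax9+/-* and at −0.70 (standard error 0.127, adjusted p = 0.00256) in *Pax1-/-Pax9-/-*. Both genes were placed in Group 1 by the fold changes on group means. The brighter probe for *Bmp4* gave −0.288 in *Pax1-/-* and −1.12 in *Pax1-/-Pax9+/-* against *Pax1 WT:+/EGFP*. From *Pax1-/-Pax9+/-* to *Pax1-/-Pax9-/-* it gave −0.00221, so that this probe alone followed Group 2. The other probe, detected on 3 arrays, gave −0.211 in *Pax1-/-Pax9+/-* against *Pax1 WT:+/EGFP*, and Group 1 rests on their average. There the probes for *Vcan* ran from −0.978 to 0.236. In *Pax1-/-Pax9-/-* *Vcan* was −0.50 blocked (adjusted p = 0.0447) and −0.45 on series B (adjusted p = 0.274), below the fold threshold in both. *Hspg2*, the perlecan gene, stood at 0.21 in *Pax1-/-Pax9+/-* (adjusted p = 0.661) and 0.042 in *Pax1-/-Pax9-/-* (standard error 0.242, adjusted p = 0.934). The paper proposes that 2 copies of *Pax9* keep the genes of this group at their normal level when *Pax1* is absent. *Bmp4* lost its call in *Pax1-/-Pax9+/-* with signals floored at 1 (−1.50, adjusted p = 0.0704), in the authors' values (−0.56, below the fold threshold), with the chip as a random block (0.0796) and in a fit of the compared groups alone (0.109). *Vcan* lost its call in *Pax1-/-Pax9-/-* in the authors' values (−0.53, below the fold threshold), with the highest probe (−0.46, below the fold threshold) and in a fit of the compared groups alone (adjusted p = 0.0789).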

Group 3 (28 down, 31 up) genes showed a significant change only upon the loss of the last copy of *Pax9* in the absence of *Pax1*. 

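The number of genes was 68 lower and 59 higher, with *Epha3* and *Astn1* among the higher and *Cnmd* and *Col14a1* among the lower ones. The step that defines this group lies between arrays of 1 chip, but the start list does not. Blocked by chip series, 71 genes were in the group (35 lower, 36 higher), and on series B alone 31 (20 lower, 11 higher). Median-centred arrays gave 66 lower and 25 higher genes, signals floored at 1 106 and 19. Where an adjusted p below 0.05 was asked of each step too, the group held 25 genes.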

Intriguingly, this included several key cartilage development and collagen fibrillogenesis genes such as *Col2a1*, *Sox5*, *Wwp2*, *Sim2, Ctgf* and *Dpt* (Fig. 3C; Tables S5 and S6). These genes could be too crucial to be compromised, hence maintained at appropriate levels even by the last copy of *Pax9*.

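Between *Pax1-/-Pax9+/-* and *Pax1-/-Pax9-/-* (n = 3 each, 1 chip) *Dpt* was −2.21 (standard error 0.316, adjusted p = 0.0012), with every *Pax1-/-Pax9-/-* replicate below every *Pax1-/-Pax9+/-* replicate. *Ccn2*, the gene named *Ctgf* in the paper, which encodes connective tissue growth factor, was −0.64 (adjusted p = 0.208). Against *Pax1 WT:+/EGFP*, *Ccn2* stood at −0.62 (standard error 0.171, adjusted p = 0.0289) with overlapping replicates. That call was lost without *Pax1-/-Pax9-/-* B1 (adjusted p = 0.0956) or B3 (0.108) and without *Pax1 WT:+/EGFP* B3 (0.0675), B4 (0.0712) or B2 (0.0537). *Ccn2* had a blocked value of −0.37 (adjusted p = 0.378) and a series B value of −0.21 (adjusted p = 0.696). *Sim2* was −2.23 (standard error 0.344, adjusted p = 0.000677) against *Pax1 WT:+/EGFP* (n = 3 and 5), with every mutant replicate below every *Pax1 WT:+/EGFP* replicate, and was in no group by the fold changes on group means. Group 3 was missed only through a rise of 0.77 in *Pax1-/-* against *Pax1 WT:+/EGFP* that was not called (adjusted p = 0.376). The *Sim2* level in *Pax1-/-Pax9-/-*, 4.676, lay near that of EGFP(−) cells (4.981), so that background limits the size of its fall. *Sim2* had a blocked value of −2.54 (adjusted p = 0.000198) and a series B value of −2.63 (adjusted p = 0.000605). *Ccn2* lost its call in *Pax1-/-Pax9-/-* with signals floored at 1 (adjusted p = 0.0554), with only *Pax1-/-* B4 averaged (0.0532), with the chip as a random block (−0.63, 0.104) and in a fit of the compared groups alone (0.134).

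Of the 13 genes that the paper names for the 3 groups 5 fell and 0 rose from *Pax1-/-Pax9+/-* to *Pax1-/-Pax9-/-* (7 and 0 adjusted over the list alone). The median was −0.64 (camera adjusted p = 3.32e-15, and adjusted p = 0.000288 with an estimated correlation). Against *Pax1 WT:+/EGFP* 11 fell and 0 rose, as many adjusted over the list alone, with a median of −1.03 (camera adjusted p = 9.2e-12, and adjusted p = 0.00123 with an estimated correlation). There the blocked median was −0.84 (adjusted p = 1.37e-16) and the series B median −0.54 (adjusted p = 8.78e-12). These genes were chosen by the study on these samples and are not independent evidence of a direction. The list of 26 cartilage genes, fixed without the study's values, had a median of −0.59 from *Pax1-/-Pax9+/-* to *Pax1-/-Pax9-/-* (camera adjusted p = 1.17e-14, and adjusted p = 0.0029 with an estimated correlation). Of these genes 4 were lower and 0 higher over all genes, and 12 and 0 adjusted over the list alone. The cartilage list also holds genes that the paper names, such as *Acan*, *Col2a1*, *Sox5* and *Wwp2*, so that it is not fully independent of the study. The paper proposes that such genes are too crucial to be compromised and are held at their levels by the last copy of *Pax9*.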

### Regulation of *Pax1* and *Pax9*

We next examined the expression levels of *Pax1* and *Pax9* in the various mutants to understand their compensation mechanism. *Pax1* was down-regulated in *Pax1^−/−^* mutant, but *Pax9* remained unchanged in *Pax9^−/−^* (Fig. 3D; Table S4). This indicated that Pax1 could auto-regulate itself, unlike Pax9. Indeed, *Pax1* was downregulated in the comparison between *Pax1^+/−^Pax9^−/−^* and *Pax1^−/−^Pax9^−/−^*, revealing that a single copy of *Pax1* could regulate itself (Fig. 3F); however, *Pax9* was not considerably altered in any of the compound mutants (Fig. 3E,F; Table S3). This corroborates prior observations that *Pax9* expression is not dependent on *Pax1* or *Pax9* (Neubüser et al., 1995).

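On the arrays *Pax9* was lower in *Pax1-/-Pax9-/-* than in *Pax1 WT:+/EGFP*, at −1.17 (standard error 0.356, adjusted p = 0.044) (n = 3 and 5). The replicates overlapped, because the library labelled *Pax1-/-Pax9-/-* B1 lay within the *Pax1 WT:+/EGFP* range. The call was lost in 14 of 21 fits that left out 1 replicate. Adjusted p was 0.222 and 0.231 without *Pax1-/-Pax9-/-* B2 and B3. It was 0.0502 to 0.094 without *Pax1-/-Pax9+/-* B1, B2 or B3, *Pax1-/-* B4 or B3, *Pax1 WT:+/EGFP* B5, B3 or B4, or *Pax1+/-* B4, B5, B1 or B2. Without *Pax1-/-Pax9-/-* B1 it was −1.87, past both thresholds. *Pax9* had a blocked value of −1.04 (adjusted p = 0.248) and a series B value of −1.09 (adjusted p = 0.455). Between *Pax1-/-Pax9-/-* and *Pax1-/-Pax9+/-*, on 1 chip, it was −1.26 (standard error 0.398, adjusted p = 0.244), and −1.96 (adjusted p = 0.00232) without *Pax1-/-Pax9-/-* B1. The *Pax9* signal of that library goes against its label, since the 2 other replicates of the genotype, on the same chip, had lost it. Other values of the library lay near those of these 2 replicates. *Pax1* stood at 10.54 in B1 and at 10.63 in B2 and B3. The median of the cartilage list relative to *Pax1-/-Pax9+/-* was −0.456 in B1, against −0.526 and −0.505. The paper's PCR in E13.5 *Pax9-/-* embryos found *Pax9* unchanged, which does not settle the label. In the *Pax9* allele a cassette with EGFP is inserted in exon 2. *Pax9* lost its call in *Pax1-/-Pax9-/-* in the authors' values (−0.56, adjusted p = 0.0703), without the filter (0.0661), with the study's kind of filter (0.0588), with only *Pax1-/-* B4 averaged (−1.22, 0.054), with the chip as a random block (−1.23, 0.149) and in a fit of the compared groups alone (0.206).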

*Pax1* did not significantly change between *Pax1^−/−^Pax9^+/−^* and *Pax1^−/−^Pax9^−/−^* (Fig. 3E; Table S3). Moreover, there was only a slight decrease (1.5-fold) in *Pax1* between *Pax1^−/−^Pax9^+/+^* and *Pax1^−/−^Pax9^−/−^* (Table S3). This suggested that at least two copies of *Pax9* was required to even have a minute effect on *Pax1*. 

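*Pax1* stood at 11.08 ± 0.0415 (mean ± SD of log2 values) in *Pax1-/-Pax9+/-* and 10.6 ± 0.0539 in *Pax1-/-Pax9-/-*, a difference of −0.48 (standard error 0.119, adjusted p = 0.0995) at n = 3 each. Every *Pax1-/-Pax9-/-* replicate lay below every *Pax1-/-Pax9+/-* replicate. A block for the chip series leaves this value unchanged but alters the estimate of the spread, and adjusted p was then 0.0127, and 0.153 on series B alone. The 2 probes for the gene gave −0.538 and −0.431.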

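Here *Pax1* was 1.27-fold lower in *Pax1-/-Pax9-/-* (n = 3) than in *Pax1-/-* (n = 5), with log2 −0.34 (standard error 0.106, adjusted p = 0.0385). Every *Pax1-/-Pax9-/-* replicate lay below every *Pax1-/-* replicate. The 2 probes for the gene gave −0.583 and −0.0963. The blocked value was −0.57 (adjusted p = 0.000592) and the series B value −0.53 (adjusted p = 0.0562). Against *Pax1 WT:+/EGFP*, *Pax1* was −0.64 (standard error 0.106, adjusted p = 0.00134) in *Pax1-/-Pax9-/-*, and −0.56, below the fold threshold, without *Pax1 WT:+/EGFP* B7. Its 2 probes gave −1.26 and −0.00961 there, so that the fall rests on 1 of them. In this comparison *Pax1* had a blocked value of −0.88 (adjusted p = 5e-06) and a series B value of −0.95 (adjusted p = 0.00952). *Pax1* lost its call in *Pax1-/-Pax9-/-* with the replicate name as a block (−0.54, below the fold threshold) and in a fit of the compared groups alone (adjusted p = 0.0749).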

We also did not observe any significant change in *Pax9* level or spatial expansion of its expression domain in *Pax1*^−/−^ mutants based on microarray (Table S2) and IHC analyses (Fig. S3).Yet, *Pax1* expression was significantly up-regulated in E13.5 *Pax9^−/−^* mutants (Fig. 3D).

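For *Pax9* the change in *Pax1-/-* against *Pax1 WT:+/EGFP* was 0.35 (standard error 0.308, adjusted p = 0.787) at n = 5 each, with levels of 6.972 ± 0.409 in *Pax1-/-* and overlapping replicates. It was 0.28 with the chip series as a block, 0.27 with the chip as a block, 0.21 on series B, 0.28 on series A, and 0.21, 0.15, −0.61 and 1.56 within chips 2 to 5. *Pax1* itself was −0.30 (standard error 0.0922, adjusted p = 0.245) in *Pax1-/-*, and in the same order −0.31, −0.31, −0.42, −0.25, −0.42, −0.22, −0.27 and −0.30. Adjusted p was 0.0221 with the series block and 0.0212 with the chip block. Its 2 probes gave −0.678 and 0.0867.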

Together these data suggest that *Pax9* is unable to compensate for the loss of *Pax1* by up-regulating itself at E12.5 and E13.5, while *Pax1* may compensate for the loss of *Pax9* by altering its own expression level via a positive auto-feedback mechanism.

### *Pax1* and *Pax9* redundantly regulate key cartilage development genes

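*Col2a1* fell 2.83-fold (log2 −1.50, standard error 0.143, adjusted p = 3.16e-06) in *Pax1-/-Pax9-/-* against *Pax1 WT:+/EGFP* (n = 3 and 5). *Wwp2*, which encodes a ubiquitin ligase of chondrocytes, fell 3.11-fold (log2 −1.64, standard error 0.197, adjusted p = 4.88e-05) and *Sox5* 2.04-fold (log2 −1.02, standard error 0.14, adjusted p = 0.000186). *Acan* was −1.16 (standard error 0.318, adjusted p = 0.0274). The call of *Acan* was lost without *Pax1-/-Pax9-/-* B1 (adjusted p = 0.0631), B2 (0.0626) or B3 (0.109) and without *Pax1 WT:+/EGFP* B2 (0.058). In all 4 genes every mutant replicate lay below every *Pax1 WT:+/EGFP* replicate. *Col2a1* had a blocked value of −1.52 (adjusted p = 1.5e-05) and a series B value of −1.40 (adjusted p = 0.0105). *Wwp2* had a blocked value of −1.54 (adjusted p = 8.2e-05) and a series B value of −1.37 (adjusted p = 0.0637). *Sox5* had a blocked value of −1.08 (adjusted p = 0.000178) and a series B value of −1.05 (adjusted p = 0.0183). *Acan* had a blocked value of −1.57 (adjusted p = 0.00644) and a series B value of −1.80 (adjusted p = 0.00116). Ordered by log2 fold change over all 13373 genes, *Wwp2* had the rank 32 among the falls, *Col2a1* 40, *Acan* 107 and *Sox5* 166. *Acan* lost its call in *Pax1-/-Pax9-/-* with signals floored at 1 (−2.22, adjusted p = 0.115), with the replicate name as a block (−0.90, 0.0503) and in a fit of the compared groups alone (0.15).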

Closer inspection of genes regulated by *Pax1* and *Pax9* revealed key cartilage development genes like *Sox5*, *Acan*, *Col2a1* and *Wwp2* to be within the top 30 positively regulated targets of *Pax1* and *Pax9*. KO mutants of these four genes are known to exhibit axial skeletal and craniofacial defects similar to *Pax1^−/−^Pax9^−/−^* mutants (Aszódi et al., 1998; Smits and Lefebvre, 2003; Watanabe et al., 1997; Zou et al., 2011).

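On 1 chip, *Col2a1* was 2.35-fold lower (log2 −1.23, standard error 0.159, adjusted p = 0.000389) in *Pax1-/-Pax9-/-* than in *Pax1-/-Pax9+/-* (n = 3 each). *Sox5* was 1.89-fold lower (log2 −0.92, standard error 0.156, adjusted p = 0.00773) and *Wwp2* 2.13-fold (log2 −1.09, standard error 0.221, adjusted p = 0.0349). *Acan* was −1.40 (standard error 0.356, adjusted p = 0.109), and −1.20 (adjusted p = 0.0351) in the authors' own normalized values. In all 4 genes every *Pax1-/-Pax9-/-* replicate lay below every *Pax1-/-Pax9+/-* replicate. *Sox5* lost its call without *Pax1-/-Pax9+/-* B3 (adjusted p = 0.0721). *Wwp2* lost its call without *Pax1-/-Pax9+/-* B1 (adjusted p = 0.113), B2 (0.068) or B3 (0.152), *Pax1-/-Pax9-/-* B3 (0.147) or *Pax1+/-* B2 (0.0523) and in series B arrays alone (0.153). *Acan* passed in the latter (adjusted p = 0.00323). In a fit of these 6 replicates alone adjusted p was 0.0664 for *Col2a1* and 0.102 for *Sox5*. A test of whether the change differs between the loss of the first and of the last *Pax9* copy gave −1.20 for *Sox5* (adjusted p = 0.0598), −1.12 for *Col2a1* (0.0703) and −2.17 for *Acan* (0.111). A difference between the 2 steps was thus not shown.

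**Figure D3:**
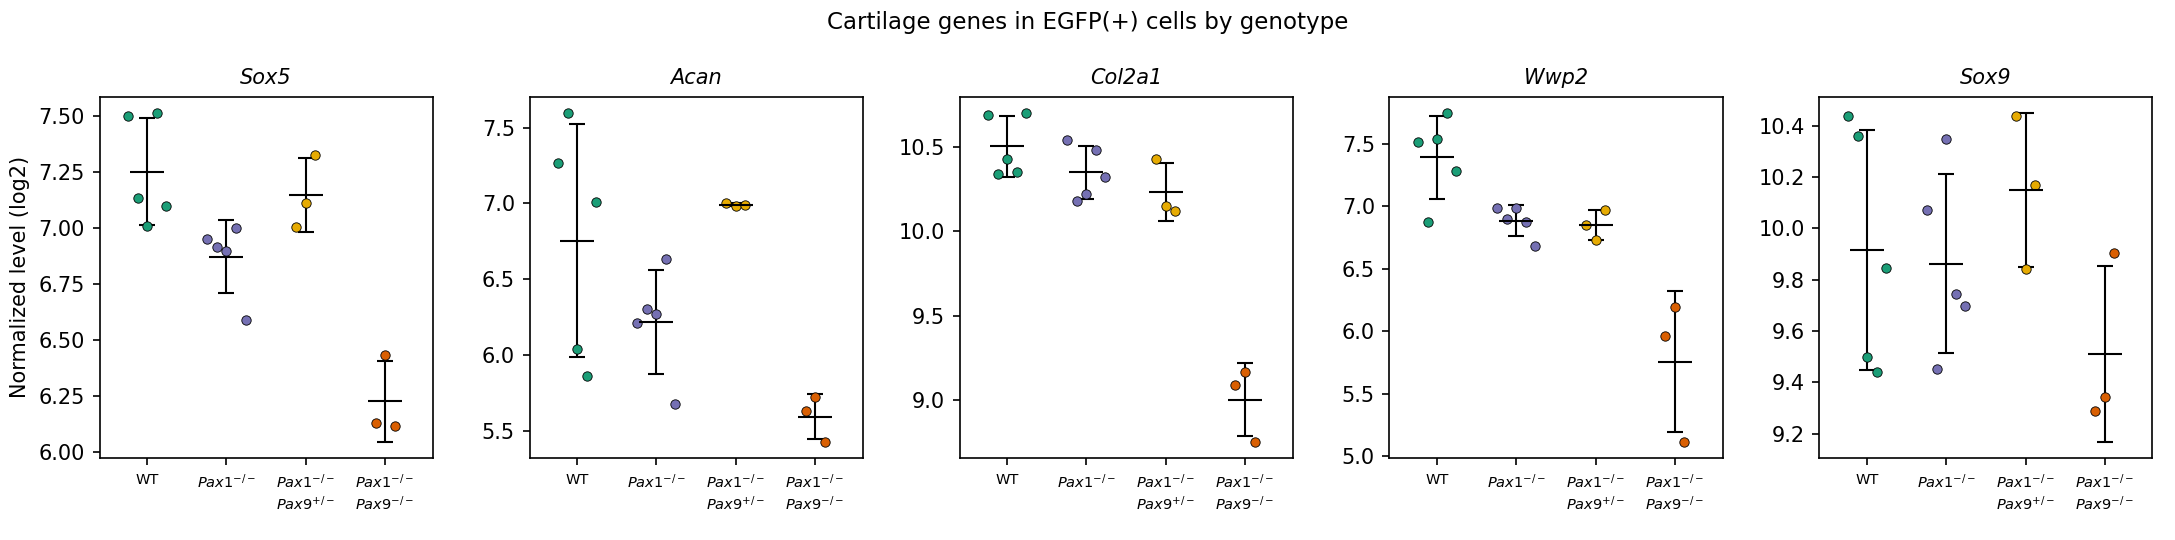
Log2 levels of *Sox5*, *Acan*, *Col2a1*, *Wwp2* and *Sox9* in each biological replicate (points) with mean ± SD (bars) in *Pax1 WT:+/EGFP*, *Pax1-/-*, *Pax1-/-Pax9+/-* and *Pax1-/-Pax9-/-*. In *Pax1-/-Pax9-/-* the means were 6.225 ± 0.179 for *Sox5* and 9.002 ± 0.218 for *Col2a1*, against 7.146 ± 0.163 and 10.24 ± 0.171 in *Pax1-/-Pax9+/-*. *Sox5* lost its call between the compound mutants with signals floored at 1 (−1.43, adjusted p = 0.0516). *Wwp2* lost its call between the compound mutants with median-centred arrays (−1.07, adjusted p = 0.155), with signals floored at 1 (−1.63, 0.238) and in a fit of the compared groups alone (0.234).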

Removal of the last copy of *Pax9* in the absence of *Pax1* (*Pax1^−/−^Pax9^−/−^* vs *Pax1^−/−^Pax9^+/−)^* revealed its positive regulatory effect on *Sox5*, *Acan*, *Col2a1* and *Wwp2* (Fig. 3E; Table S3). Quantitative PCR (qPCR) of FACS-sorted cells of *Pax1^+/−^Pax9^−/−^* and *Pax1^−/−^Pax9^−/−^* showed a similar trend, whereby all four targets were positively regulated by a single copy of *Pax1* in the absence of *Pax9*, affirming that both *Pax1* and *Pax9* were independently capable of up-regulating these targets (Fig. 3F). We validated some of these targets by sectioned *in situ* hybridization (Fig. S5.2).

While these targets are also known to be positively regulated by *Sox9* (Akiyama et al., 2002; Bell et al., 1997; Han and Lefebvre, 2008; Nakamura et al., 2011), a key regulator of chondrogenesis, we did not observe significant changes in *Sox9* expression levels in *Pax1^−/−^Pax9^−/−^* versus *Pax1^WT:+/EGFP^* (Table S3) and *Pax1^−/−^Pax9^−/−^* versus *Pax1^+/−^Pax9^−/−^* comparisons (Fig. 3F). This suggests that the observed *in vivo* changes in expression levels of these genes are *Pax1-* and *Pax9*-dependent and not caused by changes in *Sox9* levels, indicating the existence of a potential parallel *Sox9* independent mechanism.

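*Sox9* was −0.41 (standard error 0.272, adjusted p = 0.362) in *Pax1-/-Pax9-/-* against *Pax1 WT:+/EGFP* (n = 3 and 5), with overlapping replicates, and −0.64 (adjusted p = 0.585) against *Pax1-/-Pax9+/-*. *Sox9* had a blocked value of −0.85 (adjusted p = 0.146) and a series B value of −1.11 (adjusted p = 0.146). From the lack of a significant change in *Sox9* the paper proposes that the changes of its target genes depend on *Pax1* and *Pax9* and do not come from *Sox9* levels.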

### *Pax9* directly regulates chondrogenic genes essential for IVD morphogenesis

These observations prompted us to inspect if *Pax9* was capable of directly regulating these critical cartilage development and collagen fibrillogenesis genes to compensate for the loss of the *Pax1*.

Therefore, we assessed the *in vivo* binding profile of *Pax9* by chromatin immunoprecipitation sequencing (ChIP-Seq) on dissected E12.5 WT VC tissues. There were 11,133 Pax9 binding loci which were associated with 6380 genes (Table S7). Majority of the Pax9 binding sites were found in the distal (29.4%), followed by intragenic (24.9%), TSS (20.8%), >100 kb from TSS region (17.0%), proximal (4.5%) and promoter regions (3.4%) (Fig. 4A). GO analysis revealed that the genes associated with Pax9 binding sites were enriched for *Pax9* expression domains: maxilla, vertebral cartilage, chondrocranium, paraxial and forelimb mesenchyme; and the relevant mouse mutant phenotypes: abnormal dentin/pterygoid process, abnormal palate shelf elevation, abnormal sternebra morphology and paraxial mesoderm and polysyndactyly (Fig. 4B) (McLean et al., 2010). *De novo* motif discovery identified a Pax9 motif, 5′ CGCGTGACCG 3′, that resembled the previously reported 3′ half site for the Pax family of TFs (Fig. 4C) (Czerny et al., 1993). Analysis using Centrimo also revealed Pax DNA binding domains (DBD) to be centrally enriched (Fig. S4A,B) (Bailey and Machanick, 2012). It is noteworthy that the Pax DBDs are highly similar, so various Pax TFs appear to be enriched.

**Fig. 4.**
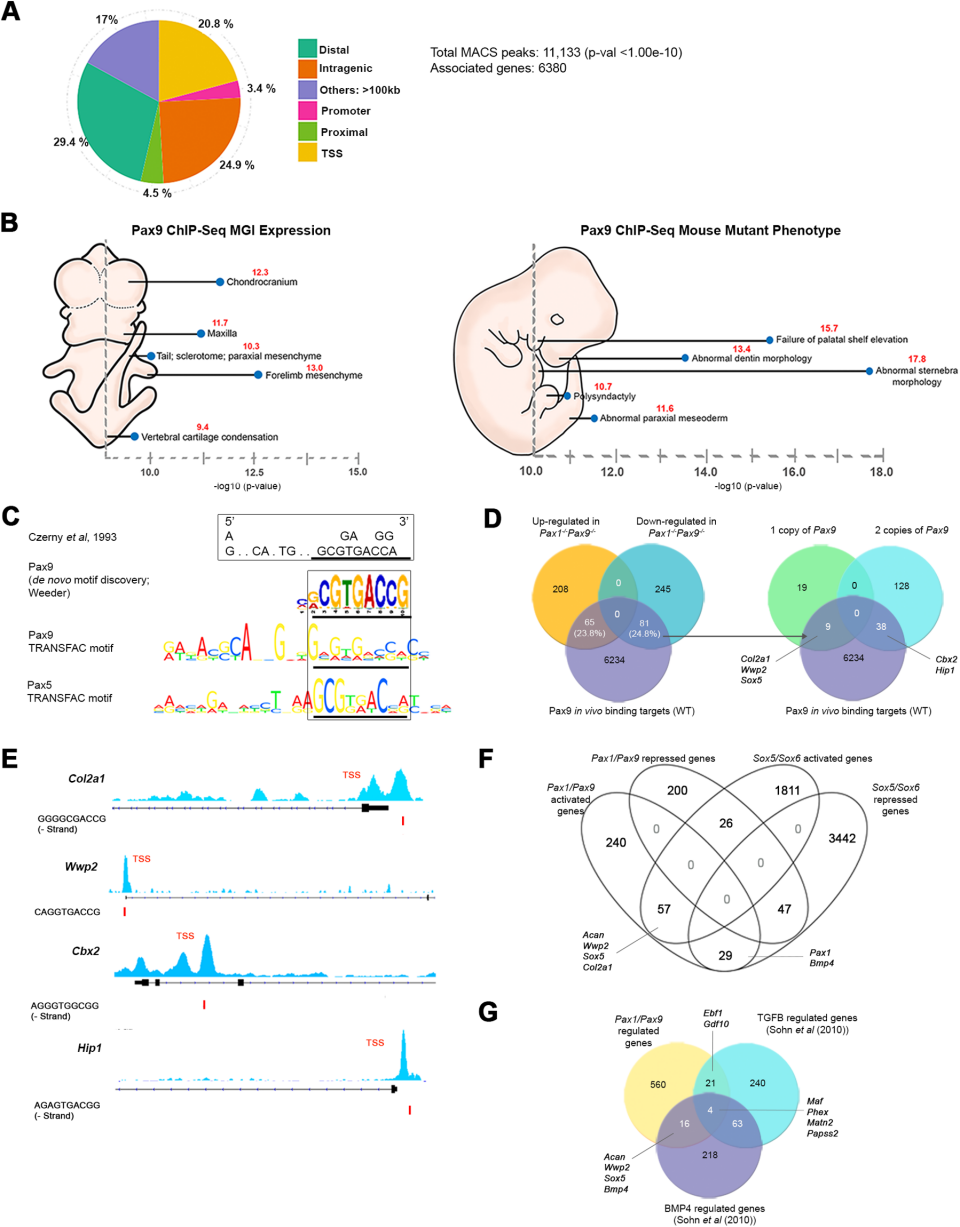
**Pax9 direct *in vivo* targets and genes co-regulated by *Pax*, *Sox*, Bmp4 and TGF-B.** (A) Pax9 binding site distribution in E12.5 WT vertebral column cells. (B) Gene ontology analyses of genes associated with Pax9 binding sites: MGI expression profile and mouse mutant phenotype. (C) *De novo* Pax9 motif discovered in *in vivo* Pax9 ChIP-Seq, that resembles the reported 3′ half site of Pax family of transcription factors. (D) Overlap of Pax9 binding associated targets with differentially expressed genes in the *Pax1^−/−^Pax9^−/−^* mutant. Overlap of genes regulated by single or two copies of Pax9 with Pax9 binding associated genes shown on right. (E) Pax9 binding peaks, visualized using IGV, at the TSS of *Col2a1*, *Wwp2*, *Cbx2* and *Hip1*. Pax9 motif at the TSS identified via FIMO analysis is shown below as a red bar. (F) Overlap of genes regulated by *Pax1/Pax9* and *Sox5/Sox6* in the IVD anlagen. (G) Overlap of genes regulated by *Pax1/Pax9*, TGF-B pathway and *Bmp4*. TSS, transcriptional start site; IGV, Integrative Genomics Viewer.

In addition, 24.4% (146 genes) of the differentially expressed genes in *Pax1^−/−^Pax9^−/−^* had Pax9 binding sites associated with them. This corresponds to 24.8% of the down-regulated and 23.8% of the up-regulated targets (Fig. 4D). Of the down-regulated genes, nine of them were directly regulated by a single copy of Pax9 while 38 were regulated by two copies of Pax9 (Fig. 4D). This included *Col2a1*, *Wwp2*, *Cbx2*, *Hip1*, *Sox5* but not *Acan*, indicating that the latter is an indirect target of *Pax9*. These binding regions also possessed the Pax9 *de novo* motif (*P*<0.005) (Fig. 4E). Since Pax9 is capable of directly regulating these genes it explains why their expression levels do not significantly change in the absence of only *Pax1*, and reveals how it compensates for these genes (Fig. 3A-C,E).

### *Sox5* and *Sox6* negatively regulate *Pax1* in IVD anlagen cells

*Sox5* and *Sox6* are important in IVD morphogenesis, whereby they play redundant but important roles in up-regulating major cartilage ECM genes like *Acan* and *Col2a1* for the timely maturation of chondroblasts and promoting inner annulus differentiation (Smits and Lefebvre, 2003). Also, *Sox5* is co-expressed with *Pax1/Pax9* in the VC at E12.5 and E13.5 (Fig. 5; Table S1). Hence, we investigated previously generated *Sox5^−/−^* and *Sox6^−/−^ EGFP^+^ WT* and *KO* mutants (data not shown) made in an identical manner to the *Pax1* and *Pax9* alleles described here and found *Pax1* up-regulated (1.60-fold) in the E13.5 IVD cells of *Sox5^−/−^Sox6^−/−^* embryos but not in the individual *Sox5^−/−^* or *Sox6^−/−^* mutants (GSE33173; Fig. 4F; Table S8). This suggests a synergistic repressive effect of both *Sox* genes on *Pax1*, while *Pax9* expression was unchanged in the *Sox5^−/−^* or *Sox6^−/−^* or *Sox5^−/−^Sox6^−/−^* mutants.

**Fig. 5.**
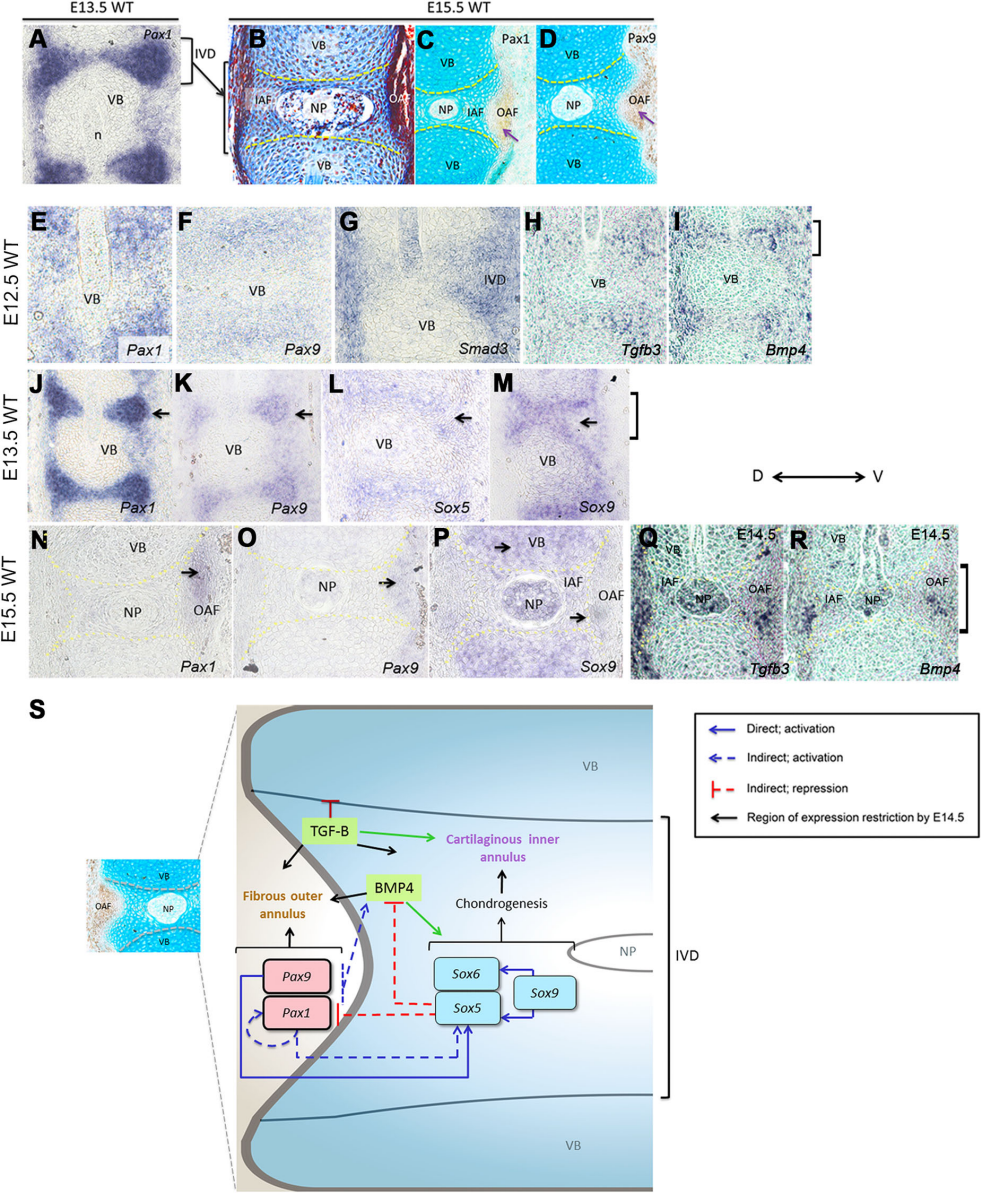
**IVD expression of *Pax* and *Sox* genes and proposed model.** (A) Sagittal section of E13.5 WT vertebral column showing *Pax1* expression in the IVD anlagen detected by SISH assay. (B) Mallory's tetrachrome staining of E15.5 WT vertebral column; IAF is stained blue and OAF is stained dark red. (C,D) Immunohistochemistry and Alcian blue staining of vertebral column showing (C) Pax1 and (D) Pax9 protein expression restricted to the OAF at E15.5. (E-I) Expression of *Pax1*, *Pax9*, *Smad3*, *Tgfb3* and *Bmp4* in the IVD anlagen at E12.5. (J-M) Expression of *Pax1*, *Pax9*, *Sox5* and *Sox9* in the IVD anlagen at E13.5. (N-R) Expression of *Pax1*, *Pax9*, *Sox9* at E15.5 and *Tgfb3* and *Bmp4* at E14.5 in the IVD. (S) Proposed negative feedback loop mechanism between *Pax*, *Sox*, Bmp4 and TGF-B pathway at E12.5. Black arrows indicate the final site of expression at E14.5. Brackets indicate IVD region. VB, vertebral body; n, notochord; IVD, intervertebral disc; NP, nucleus pulposus; IAF, inner annulus fibrosus; OAF, outer annulus fibrosus; WT, wild type; SISH, sectioned *in situ* hybridization; D, dorsal; V, ventral.

Considering that *Pax1* and *Pax9* have an activating effect on *Sox5*, and *Sox5*/*Sox6* synergistically repress *Pax1*, and positive regulation of *Sox5/Sox6* by *Sox9* is well-established (Akiyama et al., 2002), we hypothesize that these *Pax* and *Sox* genes are connected in a negative feedback loop during VC development (Fig. 5S). We posit that *Pax1*/*Pax9* are downregulated in the cartilaginous IAF by this negative feedback mechanism, possibly playing a role in the segregation of IAF from OAF by E15.5.

### *Pax1/Pax9* regulation of IVD development is intertwined with BMP and TGF-B pathways

We found both *Pax1/Pax9* and *Sox5/Sox6* regulated *Bmp4* indicating the involvement of BMP pathway in IVD development (Fig. S5.2A). 

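On the arrays of E12.5 cells *Bmp4* was 1.6-fold lower (log2 −0.68, standard error 0.131, adjusted p = 0.00375) in *Pax1-/-Pax9-/-* than in *Pax1 WT:+/EGFP* (n = 3 and 5). Every mutant replicate lay below every *Pax1 WT:+/EGFP* replicate. *Bmp4* had a blocked value of −0.48 (adjusted p = 0.0904) and a series B value of −0.33 (adjusted p = 0.487). *Bmp4* lost its call in *Pax1-/-Pax9-/-* with signals floored at 1 (−1.34, adjusted p = 0.0809), in the authors' values (−0.56, below the fold threshold) and in a fit of the compared groups alone (0.0913).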

A study by Sohn et al. (2010) showed that BMP signaling activated the *Sox* trio and cartilage genes (*Acan*,* Wwp2*) in the sclerotome, while TGF-B signaling regulated IVD markers (*Fmod* and *Adamtsl2*) and maintained the boundary between vertebrae and IVD in the axial skeleton (Sohn et al., 2010). Also, studies on *Tgbr2* conditional KO mutants have shown that TGF-B signaling is required to define the boundary between VB and IVD and to promote differentiation of annulus fibrosus from the sclerotome (Baffi et al., 2006, 2004; Sohn et al., 2010). Therefore we probed in our data if *Pax1/Pax9* regulate Bmp4 or TGF-B regulated genes.

Using data from Sohn et al. (2010) performed at E12.5, we compared our list of *Pax1/Pax9* regulated genes with the list of genes regulated by BMP and TGF-B pathway. We found some of the BMP and TGF-B pathway genes were also regulated by *Pax1/Pax9* (Fig. 4G; Table S9). 

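*Id4*, a target of BMP signals that encodes an inhibitor of helix-loop-helix proteins, fell in *Pax1-/-Pax9-/-* against *Pax1 WT:+/EGFP* (−1.26, standard error 0.268, adjusted p = 0.00717). *Fmod*, which TGF-B induces in the disc, fell as well (−0.99, standard error 0.148, adjusted p = 0.000528). In both genes the 3 mutant replicates lay below the 5 *Pax1 WT:+/EGFP* replicates. *Id4* had a blocked value of −1.55 (adjusted p = 0.0088) and a series B value of −1.80 (adjusted p = 0.0159). *Fmod* had a blocked value of −0.96 (adjusted p = 0.00274) and a series B value of −0.91 (adjusted p = 0.127). Of 23 BMP genes 1 rose and 2 fell (1 and 2 adjusted over the list alone). Their median was 0.096 (adjusted p = 0.792), the blocked median −0.064 (adjusted p = 0.936) and the series B median 0.028 (adjusted p = 0.816). Of 22 TGF-B genes 0 rose and 3 fell (0 and 3 adjusted over the list alone). The median of these was −0.11 (adjusted p = 0.33), the blocked median −0.10 (adjusted p = 0.0517) and the series B median −0.087 (adjusted p = 0.19). By fry the TGF-B list passed (adjusted p = 0.0185). From *Pax1-/-Pax9+/-* to *Pax1-/-Pax9-/-*, on 1 chip, the TGF-B list was lower at −0.12 (camera adjusted p = 0.000542, and adjusted p = 0.00325 with an estimated correlation), with 1 gene called over all genes and 4 adjusted over the list alone. *Id4* lost its call in *Pax1-/-Pax9-/-* in a fit of the compared groups alone (adjusted p = 0.0826).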

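*Papss2*, which encodes a synthase of the sulfate donor that cartilage proteoglycans need, was −0.60 (standard error 0.174, adjusted p = 0.0346) in *Pax1-/-Pax9-/-* against *Pax1 WT:+/EGFP* (n = 3 and 5). Every mutant replicate lay below every *Pax1 WT:+/EGFP* replicate. Its call was lost without *Pax1-/-Pax9-/-* B1 (adjusted p = 0.063), B2 (0.106) or B3 (0.114) and without *Pax1 WT:+/EGFP* B5 (0.0614) or B2 (0.0535). Without *Pax1 WT:+/EGFP* B7 its value was −0.53, below the fold threshold. *Papss2* had a blocked value of −0.86 (adjusted p = 0.00742) and a series B value of −0.90 (adjusted p = 0.0615). *Papss2* lost its call in *Pax1-/-Pax9-/-* with signals floored at 1 (−0.84, adjusted p = 0.122), in the authors' values (−0.45, below the fold threshold), without the filter (−0.37, 0.0754), with the study's kind of filter (−0.37, 0.0742), with the replicate name as a block (−0.43, 0.133), with the chip as a random block (−0.64, 0.0902) and in a fit of the compared groups alone (0.11).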

Importantly, *Sox5*, *Acan* and *Wwp2* were activated by both *Pax1/Pax9* and BMP pathway, while *Papss2* was activated by BMP, TGF-B pathways and *Pax1/Pax9* (Fig. 4G; Table S9). Also, VB enriched genes identified by Sohn et al. (2010) were repressed by both *Pax1/Pax9* and TGF-B (*Ebf1*, *Gdf10*, *Alcam*, *Nr2f2*). Indeed, from our Pax9 ChIP-seq data, we found Smad1 and Smad2 motifs to be centrally enriched (within 100 bp) in the Pax9 bound regions (Fig. S4C) (Bailey et al., 2009; Bailey and Machanick, 2012). Also, *Smad3*, *Tgfb3* and *Bmp4* were all expressed in the IVD anlagen at E12.5 (Fig. 5). This affirmed that *Pax1/Pax9*, BMP and TGF-B pathways were interlinked in the regulation of some of the IVD genes.

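*Gdf10*, which encodes a TGF-B family ligand, was 2.27-fold higher (log2 1.18, standard error 0.191, adjusted p = 0.000951) in *Pax1-/-Pax9-/-* than in *Pax1 WT:+/EGFP* (n = 3 and 5). The nuclear receptor gene *Nr2f2* stood at 0.84 (standard error 0.152, adjusted p = 0.00235) and the adhesion gene *Alcam* at 0.75 (standard error 0.142, adjusted p = 0.00347). *Ebf1*, a transcription factor gene of the mesenchyme, stood at 0.74 (standard error 0.191, adjusted p = 0.0203). In all 4 genes every mutant replicate lay above every *Pax1 WT:+/EGFP* replicate. *Gdf10* had a blocked value of 1.14 (adjusted p = 0.0092) and a series B value of 1.27 (adjusted p = 0.0159). *Nr2f2* had a blocked value of 0.97 (adjusted p = 0.00606) and a series B value of 1.06 (adjusted p = 0.0653). *Alcam* had a blocked value of 0.70 (adjusted p = 0.0203) and a series B value of 0.62 (adjusted p = 0.176). *Ebf1* had a blocked value of 0.72 (adjusted p = 0.0742) and a series B value of 0.82 (adjusted p = 0.0955). The call of *Ebf1* was lost without *Pax1-/-Pax9-/-* B1 (adjusted p = 0.0686) or B3 (0.0917). The 23 genes that the paper names for cartilage and the Sox, BMP and TGF-B pathways were chosen on these samples and are not independent evidence of a direction. Of them 4 were higher and 11 lower (4 and 12 adjusted over the list alone), with a median of −0.60 (camera adjusted p = 0.000559, and adjusted p = 0.0101 with an estimated correlation). Blocked, the median was −0.54 (adjusted p = 7.26e-06) and the series B median −0.49 (adjusted p = 0.000923). *Nr2f2* lost its call in *Pax1-/-Pax9-/-* with median-centred arrays (0.58, adjusted p = 0.0553) and in a fit of the compared groups alone (0.0504). *Ebf1* lost its call in *Pax1-/-Pax9-/-* with median-centred arrays (0.45, adjusted p = 0.124), in the authors' values (0.49, below the fold threshold), with the highest probe (0.47, 0.639) and in a fit of the compared groups alone (0.112).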

The distinction between IAF and OAF happens only at E14.5 onwards, and is more apparent at E15.5 (Fig. 5A-D). To assess whether *Pax*, BMP and TGF-B pathways played a role in the distinction between IAF and OAF, we performed some sectioned *in situ* hybridization (SISH) and also mined the database of gene expression at E14.5 (EURexpress database, www.eurexpress.org; Diez-Roux et al., 2011). Among the 41 genes regulated by *Pax1/Pax9*, TGF-B and *Bmp4*, a majority of those activated by *Pax1/Pax9* at E12.5 were expressed in the IAF later at E14.5, while those repressed were mainly expressed in OAF and VB at E14.5 (Table S9, EURexpress database). On the contrary, several of the targets activated at E12.5 by *Pax1/Pax9* alone were expressed highly in the E14.5 OAF as well (Fig. S5.1, Fig. S5.2). These indicated that *Pax1/Pax9* on their own were capable of activating both IAF and OAF genes, while in combination with BMP and TGF-B pathways, and were mainly involved in promoting IAF.

Notably, *Pax1/Pax9*, *Bmp4* and *Tgfb3* were restricted to OAF, while *Bmpr2*, *Tgfbr1*, *Smad2* and *Smad3* were all expressed in both IAF and OAF at E14.5-E15.5, suggesting that *Pax1/Pax9*, BMP and TGF-B signaling were active in OAF at E14.5 and may play a role in further OAF differentiation (Fig. 5; EURexpress database; Table S9).

## DISCUSSION

The importance of *Pax1* and *Pax9* in axial skeletogenesis was demonstrated more than a decade ago using KO mouse models, but not as much progress has been made since to decipher their molecular roles (Hall and Miyake, 2000). Our genome-wide study is the first to identify the *in vivo* target genes of *Pax1* and *Pax9* in the early embryonic IVD in a cell-type-specific manner. The E12.5 developmental stage was chosen as this is when the IVD anlagen is first formed. We have identified genes coexpressed in *Pax1* expressing cells to be involved in the *Wnt*, *Tgf-B* and *hedgehog* signaling pathways. These pathways are critical in a vast number of cellular processes relevant to the formation of mesenchymal condensations and chondrogenesis/osteogenesis in early IVD development (Buttitta et al., 2003; Ling et al., 2009; Sohn et al., 2010). Furthermore, our analysis of *Pax1^−/−^* and *Pax1/Pax9* compound mutants revealed the roles of *Pax* genes in processes essential for mesenchymal condensation – a pre-requisite for the formation of skeletal elements via endochondral ossification well-known to be disrupted in *Pax* mutants (Wallin et al., 1994).

The small number of differentially expressed genes in the E12.5 *Pax1^−/−^* embryos indicated that the complete repertoire of targets were being masked because of compensation by *Pax9*, consistent with the mild phenotype whereby a shortening of tail was obvious only from E13.5 onwards (Sivakamasundari et al., 2013). Analysis of the compound mutants embryos revealed several more targets of *Pax1* and *Pax9*, fitting the observed severity of the phenotype with increasing loss of *Pax1* and *Pax9* alleles. One of the striking defects reported for *Pax1^−/−^Pax9^−/−^* mutants were reduced cell proliferation in the lumbo-sacral region (Peters et al., 1999). 

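In *Pax1-/-* against *Pax1 WT:+/EGFP* (n = 5 each) 0 of 48 cell cycle genes rose and 0 fell, as many adjusted over the list alone. The median was 0.019 (adjusted p = 0.421, and 0.0446 without *Pax1 WT:+/EGFP* B5). It was −0.0091 with the chip series as a block, −0.033 with the chip as a block, −0.017 on series B, −0.011 on series A, and −0.017, 0.12, −0.19 and −0.026 within chips 2 to 5. In *Pax1-/-Pax9+/-* (n = 3) 1 rose and 2 fell (1 and 2 adjusted over the list alone). *Mcm3*, a helicase subunit gene of DNA replication, was at −0.84 (standard error 0.172, adjusted p = 0.00961) there, and missed the threshold without *Pax1-/-Pax9+/-* B3 (adjusted p = 0.074). *Mcm3* had a blocked value of −0.59 (adjusted p = 0.311) and a series B value of −0.46 (adjusted p = 0.67). The median of the list in *Pax1-/-Pax9+/-* was −0.14 (adjusted p = 0.235), the blocked median −0.17 (adjusted p = 0.000395) and the series B median −0.21 (adjusted p = 0.000462). From *Pax1-/-Pax9+/-* to *Pax1-/-Pax9-/-* it was −0.02 (adjusted p = 0.992). A difference between genotypes in the number of affected genes was not tested, and fewer genes of any kind were called in *Pax1-/-*. *Mcm3* lost its call in *Pax1-/-Pax9+/-* in the authors' values (−0.40, below the fold threshold), with the chip as a random block (−0.85, adjusted p = 0.0982) and in a fit of the compared groups alone (0.109).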

In our study, a significant number of cell proliferation genes were affected only upon the KO of 3/4 or 4/4 (all) alleles but not in the *Pax1^−/−^* (2/4 alleles). This correlates with the shortened tail, evident as early as E12.5, and the loss of the medially located IVD and VB cells in the double-null mutants. These defects already prefigure the future adult *Pax1^−/−^Pax9^−/−^* mutants, which exhibit a complete lack of sacral elements, IVD or VB structures (Peters et al., 1999). Alterations to the cell-adhesion and cell motion genes may also play a role in the observed mis-localization of *Pax1/Pax9* cells to the lateral regions of the VC in the *Pax1^−/−^Pax9^−/−^* embryos. Besides proliferation, oxidative phosphorylation genes were affected in the double-null mutants. It has been shown that disruption of oxidative phosphorylation affects cell viability and proliferation in neural progenitors (Lee et al., 2013). It is likely that this could have partly contributed to the overall decrease in proliferation and/or cell viability of *Pax1/Pax9* deficient cells. 

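Among the genes that fell in *Pax1-/-Pax9-/-* against *Pax1 WT:+/EGFP* (n = 3 and 5) were those of the complex I subunits *Ndufa5* (−0.68, standard error 0.132, adjusted p = 0.00408) and *Ndufa2* (−1.02, standard error 0.212, adjusted p = 0.00612). *Atp5e*, a subunit gene of ATP synthase, was at −1.20 (standard error 0.245, adjusted p = 0.00533). In each the replicates did not overlap. *Ndufa5* had a blocked value of −0.43 (adjusted p = 0.11) and a series B value of −0.27 (adjusted p = 0.52). *Ndufa2* had a blocked value of −0.43 (adjusted p = 0.402) and a series B value of −0.18 (adjusted p = 0.86). *Atp5e* had a blocked value of −0.52 (adjusted p = 0.349) and a series B value of −0.20 (adjusted p = 0.873). In *Pax1-/-* the list of 71 genes moved the other way, with 0 genes called over all genes and 0 adjusted over the list alone. Its median there was 0.072 (camera adjusted p = 0.0221, and adjusted p = 0.535 with an estimated correlation), and the call was lost without *Pax1 WT:+/EGFP* B7 (adjusted p = 0.421) or *Pax1-/-* B5 (0.121). It was 0.076 with the chip series as a block, 0.072 with the chip as a block, 0.18 on series B, 0.0029 on series A, and 0.18, 0.065, −0.10 and −0.074 within chips 2 to 5. *Ndufa5* lost its call in *Pax1-/-Pax9-/-* in a fit of the compared groups alone (adjusted p = 0.0968). *Ndufa2* lost its call in *Pax1-/-Pax9-/-* with only *Pax1-/-* B4 averaged (adjusted p = 0.0505), with the chip as a random block (−1.04, 0.0667) and in a fit of the compared groups alone (0.0856). *Atp5e* lost its call in *Pax1-/-Pax9-/-* with the chip as a random block (−1.21, adjusted p = 0.061) and in a fit of the compared groups alone (0.107). The oxidative phosphorylation list lost its call in *Pax1-/-* with the highest probe (0.071, adjusted p = 0.0635), with each array as its own sample (0.061, 0.0921), with only *Pax1-/-* B4 averaged (0.052, 0.137), with the replicate name as a block (0.034, 0.623) and by fry (0.291).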

Highly proliferating cells such as the cells of the somites are believed to be particularly sensitive to changes in rates of protein synthesis (Oliver et al., 2004). 

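*Rpl35*, which encodes a protein of the large ribosomal subunit, fell in *Pax1-/-Pax9-/-* against *Pax1 WT:+/EGFP* (n = 3 and 5), at −1.07 (standard error 0.233, adjusted p = 0.00807). *Rpl35* had a blocked value of −0.49 (adjusted p = 0.407) and a series B value of −0.14 (adjusted p = 0.923). Of 57 ribosomal protein genes 5 fell (6 adjusted over the list alone) and 0 rose. The list stood at −0.14 (camera adjusted p = 0.000539, and adjusted p = 0.258 with an estimated correlation). Its blocked median was −0.11 (adjusted p = 0.00455) and the series B median −0.046 (adjusted p = 0.487). In *Pax1-/-Pax9+/-* 6 fell (8 adjusted over the list alone) and 0 rose, with a median of −0.18 (camera adjusted p = 4.18e-07, and adjusted p = 0.239 with an estimated correlation). There the blocked median was −0.15 (adjusted p = 6.81e-07) and the series B median −0.10 (adjusted p = 0.0404). In *Pax1-/-* 0 rose and 1 fell, as many adjusted over the list alone (median 0.062, adjusted p = 0.189). That median was 0.065 with the chip series as a block, 0.053 with the chip as a block, 0.14 on series B, −0.0019 on series A, and 0.14, 0.018, −0.076 and −0.065 within chips 2 to 5. *Rpl35* lost its call in *Pax1-/-Pax9-/-* with only *Pax1-/-* B4 averaged (−1.04, adjusted p = 0.0528), with the chip as a random block (−1.06, 0.0819) and in a fit of the compared groups alone (0.12).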

Down-regulation of several ribosomal genes may have an effect on translation in general, which could also have contributed to the reduced cell proliferation. Furthermore, we found several of the *Pax1*/*Pax9* regulated genes to be associated with axial skeleton defects in humans that phenocopy the *Pax1^−/−^Pax9^−/−^* mouse mutants. For instance, the human ortholog of *Acan*, *Col2a1*, and *Col11a1* are linked to spondyloepiphyseal dysplasia, osteoarthritis, disc degeneration (Nakane et al., 2011; Sahlman et al., 2001), and susceptibility to lumbar disc herniation (Mio et al., 2007).

Beyond understanding the molecular roles of *Pax1* and *Pax9*, we aimed to address how they compensate for each other. We have uncovered the gene dosage effect of *Pax1* and *Pax9* at a molecular level by identifying the groups of genes requiring all four copies of *Pax1/Pax9*, two copies of *Pax9* or only one copy of *Pax1* or *Pax9*. We delved deeper to understand if expression of *Pax1* and *Pax9* themselves changed to cater to the dosage compensation. To maintain the required dosage of Pax proteins for gene regulation, it is expected that *Pax1* or *Pax9* should be up-regulated in the absence of the other protein. We observed that *Pax1* is up-regulated in the absence of Pax9, suggesting that it may compensate for the required dosage of Pax by up-regulating its expression via auto-regulation. Only upon the loss of one more copy of *Pax1* (*Pax1^+/−^Pax9^−/−^*), its dosage likely becomes critical. With only one copy of *Pax1*, the system may be sufficiently deprived by diminishing levels of *Pax1* being produced, thus resulting in the onset of more severe vertebral defects in *Pax1^+/−^Pax9^−/−^*; however, *Pax9* was not up-regulated in the absence of Pax1 protein which could explain its inability to completely rescue VC defects in *Pax1^−/−^*. These observations support the existing hypothesis that *Pax1* is the more dominant player since it fully rescues the vertebral phenotype in the *Pax9^−/−^* mutant, unlike *Pax9* (Peters et al., 1999). We postulate that in the absence of *Pax1*, Pax9 maintains the levels of vital IVD morphogenesis genes (*Sox5*, *Col2a1*, *Wwp2*) owing to its ability to directly regulate them. Also, we speculate that Pax1 and Pax9 may be capable of binding to each other's sequences, as their paired domains are highly similar with only three amino acid changes (Neubüser et al., 1995). In such a scenario, competition would exist between Pax1 and Pax9 under wild-type conditions, whereby the amount of protein, partner proteins (cofactors), chromatin accessibility and/or the time at which the proteins are expressed may determine whether Pax1 or Pax9 bind the specific site and their affinity in binding. Temporal differences in the emergence of *Pax1* and *Pax9* expression exist, whereby *Pax1* is expressed in the de-epithelializing somites at a slightly earlier time-point (E8.5) than *Pax9* (E9.0) (Neubüser et al., 1995; Wallin et al., 1994). This initial period could be critical in development which is often a highly precisely timed event in mammals. Targets that are initiated early by *Pax1* could be critical for subsequent gene regulation, such as through the priming of the chromatin landscape or generating essential co-factor proteins required for later regulatory steps. For example, chromatin remodeling and acetylation factors like *Ep300*, *Phf20* and *Hdac2* all gradually declined or increased with the loss of *Pax1* and *Pax9*. As a result, although *Pax9* expression is not dependent on *Pax1*, it may not be able to fully compensate owing to the incomplete chromatin priming and/or lack of initiation of the required co-factor proteins. 

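*Hdac2*, which encodes a histone deacetylase, was 0.41 (standard error 0.18, adjusted p = 0.147) in *Pax1-/-Pax9-/-* and 0.31 (adjusted p = 0.323) in *Pax1-/-Pax9+/-* against *Pax1 WT:+/EGFP* (n = 3, 3 and 5). Its 2 probes gave −0.144 and 0.97 in *Pax1-/-Pax9-/-*. *Hdac2* had a blocked value of 0.25 (adjusted p = 0.623) and a series B value of 0.10 (adjusted p = 0.878). In *Pax1-/-Pax9+/-* *Ep300* was −0.76 (adjusted p = 0.0298) and *Phf20* −0.74 (adjusted p = 0.0294). The call of *Ep300* was lost without any 1 of the 3 *Pax1-/-Pax9+/-* replicates and without *Pax1 WT:+/EGFP* B3 or B4 (adjusted p = 0.0669 to 0.0989). That of *Phf20* was lost without any 1 of the 3 *Pax1-/-Pax9+/-* replicates and without *Pax1 WT:+/EGFP* B3, B4 or B2 (adjusted p = 0.0569 to 0.109). In this genotype *Ep300* had a blocked value of −0.41 (adjusted p = 0.647) and a series B value of −0.32 (adjusted p = 0.836). There *Phf20* had a blocked value of −0.39 (adjusted p = 0.646) and a series B value of −0.093 (adjusted p = 0.96). In *Pax1-/-* they were −0.25 (adjusted p = 0.711) and −0.30 (adjusted p = 0.604).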

Certainly these postulations warrant further studies which would illuminate a more detailed mechanism of compensation by these TFs. Performing ChIP-Seq on reciprocal null backgrounds, and identification of Pax1 binding sites in the wild type would help to clarify this hypothesis. Lack of a good ChIP-grade antibody against Pax1 precluded our analysis of Pax1 binding sites in this study.

Remarkably, analysis of our *Pax1/Pax9* regulated targets and *Sox5/Sox6* targets in the IVD revealed the existence of a negative feedback loop between the *Pax* and *Sox* genes. Because *Pax1* and *Pax9* are known to be down-regulated once the pre-chondrogenic cells mature into chondrocytes in the inner annulus (IAF), and the *Sox* trio are essential for and are up-regulated during chondrogenesis (Balling et al., 1988), this negative feedback circuit might explain the initial co-expression of the *Sox* and *Pax* genes in the IVD mesenchyme at E12.5-E13.5 and the subsequent restriction of *Pax1/Pax9* to the OAF by E14.5-E15.5. While *Pax-Sox* relationship is well known in neurogenesis whereby *Pax6* and *Sox1/Sox2* are known to cooperate, here we have identified the existence of such a regulatory axis involving *Pax* and *Sox* in IVD development (Curto et al., 2015). Importantly, this *Pax-Sox* regulation might have a key role in the segregation of IAF and OAF.

Moreover, *Pax1* and *Pax9* positively regulate *Bmp4* and several of the cartilage genes activated by the *Sox* trio. Indeed, Bmp4 is an upstream regulator of the *Sox* trio (Sohn et al., 2010). This prompted us to explore the involvement of BMP pathway in IVD development. Mining the publication by Sohn et al. (2010) revealed that *Pax1/Pax9* regulate genes controlled by BMP and TGF-B pathways in the IVD. At E12.5, *Pax1/Pax9* positively regulate both IAF and OAF genes, while in combination with BMP and TGF-B pathways they appear to be activating IAF genes. We thus posit that *Pax1/Pax9*, BMP and TGF-B pathways together are mainly involved in promoting cartilaginous inner annulus development and preventing inappropriate VB or fibrous annulus development. However, the restriction of *Pax1/Pax9*, BMP4 and TGF-B components to the OAF at E14.5 onwards indicate that they may be involved in subsequent embryonic OAF differentiation. Besides, other signaling pathways may also play a role in this complex process, as the FGF pathway effector, *Etv1*, was downstream of *Pax1/Pax9* and is restricted to OAF at E14.5.

Based on our findings, we propose that *Pax* genes assist in the activation of early chondrogenic genes including *Sox5* and *Bmp4* during the IVD mesenchyme differentiation. In turn, *Sox5* represses *Pax1* and *Bmp4* by negative feedback, allowing the *Sox* trio to take full control of the chondrogenic program. In support of this, the *Sox5^−/−^Sox6^−/−^* IVD mesenchymal cells, which still express *Pax1*, fail to undergo chondrogenesis and remain mesenchymal at E15.5 (Smits and Lefebvre, 2003). Moreover, a recent publication showed that misexpression of *Pax1* in cultured chondrocytes resulted in downregulation of *Sox9*, *Col2a1* and *Acan*, indicating its role as a negative regulator of chondrocyte maturation (Takimoto et al., 2013). While in our study *Pax1/Pax9* positively regulate *Col2a1* and *Acan* in prechondrogenic mesenchymal cells of the IVD, how it regulates these targets during later stages of *in vivo* chondrogenesis, particularly in the context of IVD anlagen, is unknown. Nevertheless, their observation of antagonistic relationship between *Pax1* and *Sox9* support our hypothesis that tipping the fine balance between *Pax* and *Sox* is essential to drive the prechondrogenic IVD anlagen cells towards a cartilaginous inner annulus followed by restriction of *Pax* and *Bmp4* to the fibrous outer annulus in a timely manner.

Our novel findings in this study, of a complex *Pax-Sox* gene network that is interconnected with BMP and TGF-B pathways, illuminates an essential mechanism of the early IVD morphogenesis. Importantly, identification of *Pax1* and *Pax9* as regulators of critical IVD genes has implications in understanding certain forms of kyphoscoliosis that have been linked to human *PAX1* and *PAX9*, as well as degenerative disc disease.

## MATERIALS AND METHODS

### Ethics statement

All animal procedures were performed according to the Singapore A*STAR Biopolis Biological Resource Center (BRC) Institutional Animal Care and Use Committee (IACUC) guidelines which are set by the National Advisory Committee for Laboratory Animal Research (NACLAR) Singapore. The IACUC protocols employed were reviewed and approved by the aforementioned committee before any animal procedures were undertaken for the study described here (IACUC Protocol No: 110689 and 110648). The mouse strains used in this study were housed, maintained and provided by the A*STAR Biopolis Biological Resource Center. The lines described here will be made available to the research community upon acceptance of the manuscript.

### Gene targeting

Bacterial artificial chromosomes (BAC) clone RP24-88N2 and RP24-211J10 (derived from the C57BL/6J mouse strain) containing the *Pax1* (chromosome 2) and *Pax9* (chromosome 12) gene loci respectively were obtained from the BACPAC Resources Centre (CHORI) (bacpacresources.org). According to the manufacturer's protocol, genetic modifications of the clones were performed using the Gene Bridges Quick and Easy BAC Modification kit (#K001, Gene Bridges, Heidelberg, Germany). Details of targeting constructs and mouse generation, and genotyping, Southern blotting, FACS sorting, microarray, ChIP-Seq, histology and primers are described below.

### Targeting strategies using BAC recombineering technology, ES cell homologous recombination and mouse crosses

For the *Pax1^F2A-EGFP:Pax1+^* construct, the *RAKR-GSG-F2A-EGFP-FRT-PGK-gb2-Neo-FRT* cassette was inserted in frame immediately before the STOP codon at exon 5 of *Pax1*. For the *Pax9^EGFP:Pax9–^* construct, the same cassette was inserted at three amino acids after the start of exon 2 of *Pax9*. Successfully modified mutation-free BAC clones were subcloned as per the manufacturer's protocol into a minimal vector using the Gene Bridges Quick and Easy BAC Subcloning kit (# K003, Gene Bridges). A *PmeI* restriction site was added at the end of the lower grabbing arm to facilitate subclone linearization. Linearized subclone was electroporated into R1 or V6.4 mouse embryonic stem cells (ESC) to generate the *Pax1^F2A-EGFP:Pax1+^* and *Pax9^EGFP:Pax9– ^* ES clones respectively (Eggan et al., 2001). Details of the generation of the *Pax1^EGFP:Pax1–^* construct has been described in (Sivakamasundari et al., 2013). The correctly targeted clones were confirmed via Southern blotting, karyotyped and microinjected into 8-cell stage mouse embryos isolated from C57BL/6J mice (Kraus et al., 2010). Owing to post-natal or pre-natal lethality, heterozygote *Pax9^+/–^* mice were mated to generate *Pax9^–/–^* embryos while double heterozygote mice (*Pax1^+/–^Pax9^+/–^*) were mated to generate the *Pax1^–/–^Pax9^+/–^*, *Pax1^+/–^Pax9^–/–^* and *Pax1^–/–^Pax9^–/–^* embryos.

### Southern blotting and PCR genotyping

Methods of genomic DNA extraction from the ESC clones and mouse tail and Southern blotting were described previously (Sivakamasundari et al., 2012). Genotyping details for *Pax1^EGFP:Pax1–^* was performed as described in Sivakamasundari et al. (2013).

### Fluorescence Activated Cell Sorting (FACS) and RNA extraction

Dissociation of mouse embryos into single cells was performed using enzymatic digestion with 0.05% Trypsin (Gibco), DNAse (50 U/ml; Sigma) and Collagenase I & II (100 U/ml; Gibco), followed by filtration through a 100 μM and then a 40 μM cell strainer before centrifugation at 448 ***g*** (2000 rpm) for 5 mins at 4^°^C. The cells were resuspended in 5% fetal bovine serum and 4 mM EDTA in Leibovitz's L-15 medium for cell sorting using FACSAria flow cytometer (BD Biosciences) and collected into a 1.5 ml microcentrifuge tube containing 20% FBS buffer. Gating was performed using E12.5 WT embryos. Sorted cells were spun at 1400 ***g*** for 10 min at 4°C, resuspended in Trizol (Invitrogen) and incubated for 5 min at room temperature (RT). RNA was extracted using Trizol followed by column purification with the QIAGEN RNeasy Micro kit, including on-column DNase treatment, RNA samples were quantified and checked for their integrity using Agilent RNA Pico 6000 Chip and Agilent 2100 Bioanalyzer software according to the manufacturer's protocol. RNA was stored at –80°C until further use.

### Microarray

Purified RNA samples with a RNA integrity number (RIN) value of at least 7.0 were chosen for subsequent cDNA conversion and linear single-round amplification using the NuGEN Ovation^TM^ RNA Amplification V2 kit as per manufacturer's protocol. Biotin labeling was performed with NuGEN Encore^TM^ BiotinIL Module kit. An Illumina MouseWG-6 Expression BeadChip was used for microarray gene expression profiling, performed according to the manufacturer's protocol, except that hybridization was performed at 48°C according to the recommendations by the NuGEN Ovation^TM^ RNA Amplification V2 kit. A minimum of three biological replicates were used for each genotype for microarray analyses. Each biological replicate includes FACS-enriched cells from two finely dissected VCs so as to ensure sufficient RNA for downstream analyses.

### Gene expression analysis using GeneSpring GX 12.5

Illumina® BeadStudio software was used to extract the raw image data from the scanned beadchips. The gene expression data was exported as sample probe profiles in a GeneSpring GX 12.5 compatible text file format, with background subtraction but no normalization. The text file was then imported into GeneSpring GX 12.5 (Agilent) for further gene expression analysis. The raw intensity data was quantile normalized to mitigate any batch effect. All entities were filtered by flags using default criteria in GeneSpring GX 12.5: ‘present’, detection *P*>0.8; ‘absent’, detection *P*<0.6; and ‘marginal’, values in between ‘present’ and ‘absent’. A gene-level analysis was performed and the entities were filtered by expression (including only those that were between 20-100th percentile in at least one out of the total number of samples). Outliers were removed from further analyses. Pair-wise comparison was made with unpaired Student's *t*-test for *Pax1^F2A-EGFP:Pax1+^* (WT) versus *Pax1^–/–^*. For GFP(+) versus GFP(–) comparisons with WT, *Pax1^+/–^* and *Pax1^–/–^*, one-way ANOVA statistical testing was performed. For multiple pair-wise comparisons of WT, *Pax1^–/–^Pax9^+/–^* and *Pax1^–/–^Pax9^–/–^*, Welch, GFP(–) samples were excluded and then one-way ANOVA (unequal variance) statistical testing was employed. Multiple testing correction was performed on the *P*-values with the Benjamini–Hochberg False Discovery Rate (B–H FDR) and Student Newman–Keuls (SNK) post hoc test. All entities with *P*<0.05 and a fold change of ≥1.5 were defined as significant. Functional annotation clustering was performed on the microarray results using DAVID v6.7 (http://david.abcc.ncifcrf.gov/) (Huang da et al., 2009a,b). For GO analyses, ENSMBLE IDs were used, classification stringency ‘medium’.

### Quantitative PCR

Quantitative PCR was carried out using cDNA obtained by NuGEN OvationTM RNA Amplification V2 kit as mentioned above. Maxima SYBR Green/ROX qPCR Master Mix (2×) was used according to manufacturer's protocol with *Gapdh* as endogenous control. qPCR was performed in triplicates and statistical analyses were performed in the Microsoft Excel using the data analysis tool (Analysis ToolPak).

### Gene dosage analysis

All the differentially expressed genes (FC­>1.5 or <–1.5) in the *Pax1^–/–^Pax9^–/–^* versus WT microarray were used in the gene dosage analysis. Microsoft Excel software was used to filter genes for the different groups according to the following criteria: Group1: genes not showing a FC­>1.5 or <–1.5 for WT versus *Pax1^–/–^*, *Pax1^–/–^* versus *Pax1^–/–^Pax9^+/–^* or *Pax1^–/–^Pax9^+/–^* versus *Pax1^–/–^Pax9^–/–^* but only in WT versus *Pax1^–/–^Pax9^–/–^*; Group2: genes not showing a FC­>1.5 or <–1.5 for WT versus *Pax1^–/–^*, or *Pax1^–/–^Pax9^+/–^* versus *Pax1^–/–^Pax9^–/–^* but only in *Pax1^–/–^* versus *Pax1^–/–^Pax9^+/–^* ; and Group3: genes not showing a FC­>1.5 or <–1.5 for WT versus *Pax1^–/–^*, *Pax1^–/–^* versus *Pax1^–/–^Pax9^+/–^* but only in *Pax1^–/–^Pax9^+/–^* versus *Pax1^–/–^Pax9^–/–^*. The normalized intensity values of the genes for each genotype (WT, *Pax1^–/–^*, *Pax1^–/–^Pax9^+/–^* and *Pax1^–/–^Pax9^–/–^*) were averaged across the respective biological replicates and plotted as intensity versus genotype for the respective groups.

### Chromatin Immunoprecipitation (ChIP-Seq)

The VC tissues were dissected from staged (based on M. H. Kaufman morphological criteria (Kaufman, 1992) E12.5 mouse embryos in cold Leibovitz medium. The dissected tissues were homogenized and cross-linked with 1% cross-linking buffer (100 mM NaCl, 50 mM Hepes-KOH, pH 7.5, 1 mM EDTA, 0.5 mM EGTA, 11% formaldehyde) for 10 min at RT. Cross-linking was stopped with 0.25 M glycine and washed once with cold PBS and homogenized again. Nuclear extracts were obtained as per standard chromatin isolation protocol and chromatin was sheared to a size range of 100-500 bp. 2 mg of sheared chromatin was used for pre-clearing in a pre-washed anti-rabbit IgG antibody-conjugated Dynabeads® Protein G (ab46540; Invitrogen; #100.04D) in 0.5% BSA buffer for 1 h at 4°C. 1% of the pre-cleared sample was reserved as input. Immunoprecipitation (IP) was performed using pre-conjugated and pre-washed beads with anti-Pax9 antibody (Santa Cruz) for 24 h at 4°C. After the overnight IP, the beads were washed with wash buffer (50 mM Hepes, 500 mM LiCl, 1 mM EDTA, 1% NP-40, 0.7% Na-Deoxycholate with 1× protease inhibitors) six times followed by one wash with TE buffer (10 mM Tris, pH 8.0, 1 mM EDTA, 50 mM NaCl). The IP chromatin was eluted by incubation at 65°C for 30 min in 210 μl of elution buffer (50 mM Tris-HCl, pH 8.0, 10 mM EDTA, 1% SDS). The eluate and 1% of input that was reserved earlier were de-crosslinked overnight at 65°C DNA, with sequential treatment of RNase A (0.2 mg/ml) and proteinase K (0.2 mg/ml) followed by DNA extraction by standard phenol: chloroform extraction method. DNA was quantified using Picogreen and 15 ng of purified IP or input DNA was used for library preparation using the NEBNext® ChIP-Seq Sample Prep Reagent kit. Size selection of 200-300 bp was performed on a 2% agarose gel and gel purified using QIAGEN gel purification kit. The ChIP DNA libraries were checked for their quantity and quality using Agilent Bioanalyzer DNA 1000 chip kit (#5067-1504) before sequencing on Illumina's Solexa Sequencer. Peak calling using MACS (Zhang et al., 2008), gene ontology and motif analysis methods using Weeder (Pavesi et al., 2004), MEME Suite (Bailey et al., 2009), Centrimo (Bailey and Machanick, 2012) and FIMO (Grant et al., 2011) are described below. Motif databases JASPAR CORE database (Mathelier et al., 2016), the UniPROBE database (Newburger and Bulyk, 2009), Human and Mouse HT-SELEX motifs from Jolma et al. (2013) and HOCOMOCO Human and mouse (v10) were used for motif analyses. Tracks for ChIP-seq peaks were viewed using Integrative Genomics Viewer (Robinson et al., 2011; Thorvaldsdottir et al., 2013) or UCSC genome browser (Kent, 2002).

### Peak calling and motif analysis

After high-throughput sequencing of the short tags of DNA in the libraries, the sequence reads were mapped to the mouse genome (NCBI build 37/mm9). 11,133 peaks were called using Model-based Analysis of ChIP-Seq (MACS) algorithm (Zhang et al., 2008) with the default paremeters and a *P*-value cut-off of 1.00E–10. The following criteria was use to assign the association of peaks to nearby genes: TSS, <1 kb upstream and downstream of the TSS from either side; promoter, 1-5 kb upstream of the TSS; intragenic, >1 kb downstream of TSS within the regions of the gene itself; proximal, 5-10 kb upstream of the TSS and 1-10 kb downstream of the TSS outside the gene; distal, 10-100 kb upstream and downstream of the TSS outside of the gene; others, >100 kb from TSS. The peaks called were ranked based on the *P*-value. *De novo* motif discovery was performed using Weeder (Pavesi et al., 2004) for the top 500 peaks with the lowest *P*-values. Only the central repeat-masked 200 bp sequences in each peak were used to achieve the best performance. Occurrences of the *de novo* discovered motif, Pax9 DBD, Pax1 DBD, Smad1 and Smad2 motifs were searched in all 11,133 peaks using FIMO (Grant et al., 2011) with a *P*-value threshold of 0.001. To identify the enrichment of binding sites of Pax9 and other co-factors, we used CentriMo (Bailey and Machanick, 2012) to scan each Pax9 ChIP-seq peak region (central 500 bp). *De novo* discovered Pax9 motif and all motifs in the JASPAR CORE database (Mathelier et al., 2016), the UniPROBE database (Newburger and Bulyk, 2009), Human and Mouse HT-SELEX motifs from Jolma et al. (2013) and HOCOMOCO Human (v10) and HOCOMOCO Mouse (v10), were used as input motifs. Gene Ontology (GO) enrichment analysis was performed using the Genomic Regions Enrichment of Annotations Tool (GREAT) web-based tool (http://bejerano.stanford.edu/great/public/html/). The default criteria was assigned to define the regulatory domain for this analysis: 5.0 kb upstream, 1.0 kb downstream of the TSS and a 1000 kb (1Mb) extension in both directions to the next closest gene's TSS but a maximum extension in only one direction.

### Genotyping PCR primers

PCR genotyping was performed using the following primers: *Pax1^F2A-EGFP:Pax1+^* Primer pair 1 (F – 5′ CTGTTGAGGAGATCCACTAGCC 3′ and R – 5′ ATCTAAAACCAAGACTCGGAAAGAC 3′; 444 bp) Primer pair 2 (F – 5′ CTGTTGAGGAGATCCACTAGCC 3′ and R – 5′ AGATGAACTTCAGGGTCAGCTTG 3′; 487 bp); and *Pax9^EGFP:Pax9–^* Primer pair 3 (F – 5′ GGGTCTCTCTTCTTGTTTGTTGTT 3′ and R – 5′ CTTGTAAGTCCGGATGTGTTTCAC 3′; 498 bp) Primer pair 4 (F – 5′ GGGTCTCTCTTCTTGTTTGTTGTT 3′ and R – 5′ AGATGAACTTCAGGGTCAGCTTG 3′; 481 bp).

### Primers for qPCR

The primers for qPCR were as follows:

*Gapdh-*F: AACTTTGGCATTGTGGAAGG, R: GGGCCATCCACAGTCTTCT;

*Col2a1*-F: GGCAACAGCAGGTTCACATA, R: CTTGCCCCACTTACCAGTGT;

*Pax1*-F: CCTTGGAGGCAGACATTAAATATAC, R: GTATACTCCGTGCTGGTTGGA;

*Pax9*-F: GCAGTGAATGGATTGGAGAAG, R: GATGCTGAGACGAAACTGCTC;

*Sox9*-F: ACAGACTCACATCTCTCCTAATGCT, R: CTGAGATTGCCCAGAGTGCT;

*Sox5*-F: AGAAACTGCGTATCGGGGAGTA, R: GATGGGGATCTGTGCTTGTT;

*Wwp2*-F: ATCTATCGGCACTACACCAAGAG, R: CCGTGACAAACTGCAGTAGC;

*Acan*-F: CTGCCCTTCACGTGTAAAAAG, R: ACCAGGGAGCTGATCTCGTAG.

### Histology sectioned *in situ* hybridization (SISH) and immunohistochemistry and imaging

Mouse embryos processing methods for histology, SISH and immunohistochemistry were performed as described (Chen et al., 1996; Kraus and Lufkin, 1999; Wang et al., 2000; Zhao et al., 2003). Antibodies and dilutions are as follows: Pax1: SC-25407X, 1:200; Pax9: SC-25410X, 1:200; GFP: SC-9996, 1:50; bovine anti-rabbit IgG-B: SC-2363, 1:400 and horse anti-mouse IgG at recommended dilution by the Vectastain® ABC kit (Vector Laboratories; cat # PK-4002). A LEICA M205 FA microscope was used for fluorescence imaging of embryos and sections were imaged using a Zeiss Axio Imager Z1.

How the deposited data were processed for this re-analysis (not part of the article)

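RNA of sorted cells of E12.5 vertebral columns had been amplified and hybridised to Illumina MouseWG-6 arrays, 28 in all, on 5 chips. They hold EGFP(+) cells of *Pax1 WT:+/EGFP*, *Pax1+/-*, *Pax1-/-*, *Pax1-/-Pax9+/-* and *Pax1-/-Pax9-/-* embryos and EGFP(−) cells. The labels of the EGFP(−) cells give no genotype, while the paper describes EGFP(−) against EGFP(+) cells from *Pax1 WT:+/EGFP*. Each replicate is the sorted cells of 2 vertebral columns. The sample labels give genotype, sort and replicate name. The text on treatment names EGFP(+) sorting for every sample, against the title and label of the 3 EGFP(−) samples, and the title and label were followed. Columns of the files that were not used: 0.

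Of the deposited values, one table holds the intensity of 45281 probes on each array, to which the authors had applied background subtraction in BeadStudio but no normalization between arrays. Beside each intensity the authors give a detection p-value against the 936 negative control probes of that array, low where the probe was detected. A second deposited table holds log2 values, which the authors had quantile normalized over all arrays in GeneSpring GX, on the level of probes and with an added constant that is not given in the sources used here. It was checked that its columns have the same distribution (largest difference between sorted columns 0.0193) and rank as the intensities of the same array (lowest Spearman correlation 0.999998). The arrays that the study left out as outliers are not named in the sources used here, and all were kept.

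Of the probes 34885 carry 1 gene symbol, 18 several and 10378 none. Through the Entrez ID of the probe 0 symbols changed. The intensities were corrected for background by normexp with an offset of 16, its background estimated from the detection p-values, then quantile normalized and put on a log2 scale in limma 3.58.1 (R 4.3.3, statmod 1.5.0). Kept were 27688 probes with a detection p-value under 0.05 in at least 3 arrays, 22486 of them with 1 gene. The value of a gene is the mean of its kept probes, which gives 13373 genes, 5724 of them with more than 1 probe. On arrays there is no count of reads, and the number of arrays limits the precision.

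Arrays of 1 genotype and 1 replicate name were averaged, which leaves 24 replicates. Linear models were fitted with lmFit and eBayes. One model took the 5 EGFP(+) genotypes and gave *Pax1+/-*, *Pax1-/-*, *Pax1-/-Pax9+/-* and *Pax1-/-Pax9-/-* against *Pax1 WT:+/EGFP*, *Pax1-/-Pax9-/-* against *Pax1-/-Pax9+/-*, and the difference between the steps that lose the first and the last *Pax9* copy. Another took EGFP(−), *Pax1 WT:+/EGFP*, *Pax1+/-* and *Pax1-/-* cells. No block was used in either. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 1.5, the thresholds of the study. For the difference between steps the adjusted p alone was used. Groups 1, 2 and 3 were formed from the genes called in *Pax1-/-Pax9-/-* against *Pax1 WT:+/EGFP* by fold changes of 1.5 on group means, as in the methods.

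Shifts of 30 gene lists were tested with camera at a preset correlation of 0.01, adjusted over the lists of a comparison. The lists are cartilage matrix and chondrogenesis, collagen fibril organization, other extracellular matrix, cell adhesion, cell cycle, oxidative phosphorylation, ribosomal proteins, RNA splicing, Wnt, TGF-B, BMP and hedgehog signalling, sclerotome and disc anlage, tendon, osteoblast and perichondrium, skeletal muscle, endothelium, neurons, neural progenitors, neural crest, erythroid cells, macrophages, notochord and epithelium, dissociation and immediate early response, anterior Hox and posterior Hox genes and sex-specific transcripts, and 3 lists of genes that the paper names. Called members were counted over all genes and again with p adjusted over the list alone. The DAVID and IPA annotations, the study's list of proliferation genes and its supplementary tables were not used here.

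Genes are named by a rule set in advance. It takes each gene that the text names for a comparison, the 10 largest rises and the 10 largest falls among called genes whose replicates do not overlap, and per list up to 4 called members with the smallest adjusted p. Genes in the figures count as seen before and are named under this rule alone.

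The alternatives were signals floored at 1 and quantile normalized, each array centred on its median, the authors' log2 values, no filter, the study's kind of filter (a lenient detection limit and the 20th percentile of the array), the probe of the highest level, each array as its own sample, the chip as a random block, the chip series or the chip as a fixed block, arrays of series B or of series A alone, and single chips. Others were the replicate name as a block, a fit of the compared groups alone, limma's array weights, eBayes with trend and robust estimation, unadjusted p, no fold threshold, the tests named in the methods with and without adjustment (their post hoc test was left out), each replicate left out in turn, an adjusted p for each dosage step, a start list by fold alone, camera with an estimated correlation, and fry. In the fits with a block for chip series or chip, repeat arrays of a replicate were a random block for genes, whereas camera ignores the correlation of repeat arrays there. In a setting that leaves a group with 1 sample, that sample is taken to vary like the other groups. Camera compares a list with the other genes, whereas fry tests a list against no change. The methods' tests were run on the values normalized here. Their p for the compound mutants comes from a Welch ANOVA over *Pax1 WT:+/EGFP*, *Pax1-/-Pax9+/-* and *Pax1-/-Pax9-/-*. Comparisons among these genotypes share that p and differ only in fold change. For EGFP(+) against EGFP(−) cells the ANOVA took all groups of the EGFP(−) model.

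The comparisons were tested on simulated data of the same group sizes, in which 50 genes of 13373 were changed by 1.5-, 2-, 3- or 4-fold each. At 1.5-fold 32% of these were called in *Pax1-/-* against *Pax1 WT:+/EGFP* and 14% in *Pax1-/-Pax9+/-* against *Pax1 WT:+/EGFP*, at 2-fold 82% and 78%. A simulated shift of the cartilage list by 0.4 was called in each comparison, and of 26 lists without its genes 0 were. The simulated genes varied independently of each other and without chip differences, so these results do not cover correlated genes or differences between chips.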

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

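Of the tests below, those of the chip with the compound mutants, of single chips in *Pax1+/-*, of the overlap of signals and the spread of the cartilage fall, of the genes enriched or lower in EGFP(+) cells, and the fit of *Pax1+/-* and *Pax1 WT:+/EGFP* on series A arrays alone, were chosen only after the result was seen.

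Replicates far from the others of their group were found in 3 of 81 groups of 5 (3.7%), where chance gives about 1 in 20. The gap to the nearest replicate, divided by the whole range of the group, was past Dixon's limit of 0.71 in each. *Hspg2* stood at 8.384 in *Pax1-/-* B5 and at most at 7.876 in the other *Pax1-/-* replicates (0.78). *Sim2* stood at 5.484 in *Pax1+/-* B3 and at least at 7.14 in the other *Pax1+/-* replicates (0.714). *Sox5* stood at 6.588 in *Pax1-/-* B1 and at least at 6.897 in the others (0.748). No explanation was tested for these 3 values.

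A difference between groups was found in 30 genes, whose change differed between the loss of the first and of the last *Pax9* copy by a test of the difference itself (limma adjusted p under 0.05). The second step was lower in 15 of them and higher in 15. The number was 8, 5 and 10 without *Pax1-/-Pax9+/-* B1, B2 and B3, 16 without *Pax1-/-* B5 and 227 without *Pax1 WT:+/EGFP* B7. The first of these steps also leads to another chip. Blocked by chip series the number was 8, and on series B alone 1.

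A comparison for which the paper gives no number, *Pax1+/-* against *Pax1 WT:+/EGFP* (n = 5 each), had 56 called genes (26 higher, 30 lower). In 51 of them the replicates did not overlap (2.43% of all genes, chance 0.794%). Among 100 splits of these replicates 3 called as many, the real one included, which is under the limit set beforehand for excluding chance. The others called 57 and 96, so that groupings other than by genotype did as well. The split with 96 differs from the real one only in *Pax1 WT:+/EGFP* B5 and *Pax1+/-* B3, which change places. It puts all replicates with low *Xist* on one side. None of the splits takes the chips or the sex of the embryos into account. The number was 21 without *Pax1 WT:+/EGFP* B7, 110 without *Pax1 WT:+/EGFP* B5, and 31, 32 and 25 without *Pax1+/-* B4, B5 and B2.

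The step of the 388 Group 2 genes from *Pax1-/-* to *Pax1-/-Pax9+/-* had a median of 0.87 in the direction of their final change. On the 4 replicate names hybridised in both chip series, the change from series A to series B had a median of 0.611, which is 70.2% of that step (0.319, 0.902 and 0.147 for *Pax1-/-* B2, B3 and B4, and 0.949 for *Pax1 WT:+/EGFP* B5). The pair that correlates best, *Pax1-/-* B4, thus moved least, while the arrays of *Pax1-/-* B3 and *Pax1 WT:+/EGFP* B5 need not come from the same embryos. In *Pax1 WT:+/EGFP* B5, however, *Xist* was alike on both arrays (4.486 and 4.409), and the closest array of each lay in its own series. On series B arrays alone the change from *Pax1 WT:+/EGFP* to *Pax1-/-Pax9+/-* was 0.178, 21.2% of its size of 0.84 on all arrays, whereas that from *Pax1-/-* to *Pax1-/-Pax9+/-* was 0.595. A difference between the 2 barcode series of chips is thus a candidate explanation for part of the step, and none was excluded. Chip 1 itself and the loss of a *Pax9* copy cannot be told apart, since 0 genotypes were hybridised both on the chip with all compound mutants and on other chips. The compound mutants also carry EGFP in the *Pax9* allele, so that the cells sorted may differ too, which was not tested.

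The genes called in *Pax1+/-* against *Pax1 WT:+/EGFP* had a median change of 0.811 in the direction called. *Pax1+/-* cells were hybridised in series A only and *Pax1 WT:+/EGFP* cells in both, so that a difference between the 2 barcode series of chips was tested. On series A arrays alone the median was 0.763, 94.1% of its size, which argues against the series as the whole source. With the chip as a block it was 0.786 (97%), which argues against single chips in the same way. Series A alone drops only *Pax1 WT:+/EGFP* B7 and 1 array of *Pax1 WT:+/EGFP* B5 from this comparison. The 56 genes were called with the same arrays, so the sizes that they kept cannot tell a genotype change from chance. Of all genes 8 were called on series A and 12 with the chip as a block, where the median standard error of the 56 genes was 0.172 and 0.179 against 0.161, so that the changes kept most of their size while their spread grew. *Xist* stood at 4.562, 4.675 and 4.556 in *Pax1+/-* B1, B2 and B4 and at 10.1 and 9.32 in B3 and B5. Among *Pax1 WT:+/EGFP* replicates only B5 was as low (4.486 and 4.409), and the others stood at 8.958 to 10.26. The sexes were thus unevenly spread over the 2 groups, and the fits did not take this into account. Loss of 1 *Pax1* copy, sex and differences in how long the cells were handled stay open and were not tested.

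From *Pax1-/-Pax9+/-* to *Pax1-/-Pax9-/-*, on 1 chip, the cartilage list fell by 0.586. A smaller share of the main cell type among the sorted cells would raise the markers of each other type, and 3 of 5 such lists had a median above 0. These were skeletal muscle (0.162, adjusted p = 0.0638), endothelium (0.0284, 0.232) and neurons (0.168, 0.0525), while the erythroid (−0.483, 0.0525) and macrophage lists (−0.115, 0.232) were below 0, so that it may account for part of the fall and stays open. Muscle passed upward and erythroid genes downward, which goes against it, on series B alone, in a fit of the 2 groups, with the highest probe, with signals floored at 1, with each array as its own sample and without *Pax1-/-Pax9+/-* B2 or *Pax1-/-* B1 (over all alternatives adjusted p ran from 0.0165 to 0.589 for muscle and from 0.00724 to 0.752 for erythroid genes). Erythroid genes alone passed downward in further settings, such as without *Pax1-/-Pax9+/-* B1 or *Pax1-/-Pax9-/-* B2, but stood at −0.021 without *Pax1-/-Pax9+/-* B3, so that their fall rests on 1 replicate. In the 6 sets of genes tried, those enriched in *Pax1 WT:+/EGFP* EGFP(+) over EGFP(−) cells at least as much as the list changed by −0.0515 (581 genes, standard error between replicates 0.0151), those at least 4-fold by −0.485 (39 genes, 0.0362) and those at least 8-fold by −1.46 (4 genes, 0.22). Genes at least 2-, 4- and 8-fold lower there changed by 0.0534, 0.0634 and 0.0845 (standard errors 0.0223, 0.0345 and 0.0746). The small changes of the first and of the lower genes go against a smaller share and the falls of the most enriched genes go with it, and the lower genes speak only of cells like the EGFP(−) cells. The tables argue against lower signals on the *Pax1-/-Pax9-/-* arrays as the whole source. Upper quartiles overlapped (61.47 to 75.62, against 68.65 to 75.18 in *Pax1-/-Pax9+/-*), and centring each array on its median took the genes called from 42 to 19 but left the list at −0.584 (standard error between replicates 0.0621). In the authors' values it was −0.385 (standard error 0.0214), short of the limit set beforehand. That limit did not allow for the smaller changes of all genes there (median absolute deviation 0.13 against 0.211). The loss of the last *Pax9* copy, which the design names, stays open too and cannot be told apart from a smaller share of the main cell type. Between these genotypes the immediate early response, which cell dissociation can induce, was called upward as a list. It lost this call without *Pax1-/-Pax9-/-* B1 (median 0.097, camera adjusted p = 0.0987). A difference in handling was not tested.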

How the results depend on the processing

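The average of only the 2 arrays of *Pax1-/-* B4 and the fit of *Pax1+/-* on series A alone were chosen after the data were seen. The number of genes called depends on the processing. It was 2192 for EGFP(+) against EGFP(−), and against *Pax1 WT:+/EGFP* 56 for *Pax1+/-*, 30 for *Pax1-/-*, 636 for *Pax1-/-Pax9+/-* and 936 for *Pax1-/-Pax9-/-*. For *Pax1-/-Pax9-/-* against *Pax1-/-Pax9+/-* it was 42, for the 3 groups 318, 388 and 127, and for the difference between the 2 *Pax9* steps 30. Below, a genotype in parentheses stands for its comparison with *Pax1 WT:+/EGFP*, and numbers within 1.5 times the value above are not repeated. Where no cause is given, the cause was not tested.

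Direction and call held in 4954 of 5590 values of genes and lists under alternatives that kept all replicates. The call was lost in 495 and gained in 128, and the direction changed in 13. With 1 replicate left out they held in 6273 of 6498, with 177 lost, 48 gained and 0 changed in direction. Of 199 numbers of genes 94 stayed within 1.5 times, and with 1 replicate left out 165 of 207.

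Signals floored at 1 gave 13 (*Pax1+/-*), 1 (*Pax1-/-*), 407 (*Pax1-/-Pax9+/-*), 122 (Group 1) and 5 (the 2 steps). Median-centred arrays gave 9 (*Pax1-/-*), 311 (*Pax1-/-Pax9+/-*), 19 (*Pax1-/-Pax9-/-* against *Pax1-/-Pax9+/-*) and 1 (the 2 steps). In *Pax1+/-* 71 were called there, 78.9% of them higher, against 46.4% of the 56. The authors' values, in which fold changes are smaller, gave 1378 (EGFP(+) against EGFP(−)), 31 (*Pax1+/-*), 19 (*Pax1-/-*), 292 (*Pax1-/-Pax9+/-*), 446 (*Pax1-/-Pax9-/-*), 186 (Group 1), 180 (Group 2) and 52 (Group 3). No filter gave 37 (*Pax1+/-*), 19 (*Pax1-/-*), 407 (*Pax1-/-Pax9+/-*) and 252 (Group 2).

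Each array as its own sample gave 30 (*Pax1+/-*), 47 (*Pax1-/-*), 187 (*Pax1-/-Pax9+/-*), 548 (*Pax1-/-Pax9-/-*), 143 (Group 2) and 8 (the 2 steps). With only the arrays of *Pax1-/-* B4 averaged it was 15 (*Pax1+/-*), 173 (*Pax1-/-Pax9+/-*), 498 (*Pax1-/-Pax9-/-*), 25 (*Pax1-/-Pax9-/-* against *Pax1-/-Pax9+/-*), 195 (Group 1), 129 (Group 2) and 8 (the 2 steps). The chip as a random block gave 19 (*Pax1+/-*), 85 (*Pax1-/-*), 19 (*Pax1-/-Pax9+/-*), 226 (*Pax1-/-Pax9-/-*), 61 (Group 1), 50 (Group 2), 65 (Group 3) and 9 (the 2 steps), the chip series as a block 15 (*Pax1+/-*), 58 (*Pax1-/-*), 22 (*Pax1-/-Pax9+/-*), 222 (*Pax1-/-Pax9-/-*), 59 (Group 1), 17 (Group 2), 71 (Group 3) and 8 (the 2 steps) and the chip as a block 12 (*Pax1+/-*) and 67 (*Pax1-/-*). With fewer samples, series B alone gave 3 (*Pax1-/-*), 1 (*Pax1-/-Pax9+/-*), 88 (*Pax1-/-Pax9-/-*), 24 (*Pax1-/-Pax9-/-* against *Pax1-/-Pax9+/-*), 11 (Group 1), 4 (Group 2), 31 (Group 3) and 1 (the 2 steps) and series A alone 8 (*Pax1+/-*) and 17 (*Pax1-/-*). Within single chips it was 13 on chip 3 and 17 on chip 4 (*Pax1-/-*) and 1108 on chip 5 (EGFP(+) against EGFP(−)). These rest on 2 arrays of each genotype, on 2 against 1 and on 1 against 1, with the spread taken from the other groups. A fit of the compared groups alone, which has fewer samples, gave 17 (*Pax1+/-*), 2 (*Pax1-/-*), 4 (*Pax1-/-Pax9+/-*), 184 (*Pax1-/-Pax9-/-*), 13 (*Pax1-/-Pax9-/-* against *Pax1-/-Pax9+/-*), 41 (Group 1), 36 (Group 2) and 59 (Group 3).

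Array weights gave 33 (*Pax1+/-*), 1001 (*Pax1-/-Pax9+/-*), 91 (*Pax1-/-Pax9-/-* against *Pax1-/-Pax9+/-*) and 414 (the 2 steps). Unadjusted p under 0.05 gave 405 (*Pax1+/-*), 313 (*Pax1-/-*), 1201 (*Pax1-/-Pax9+/-*), 1525 (*Pax1-/-Pax9-/-*), 524 (*Pax1-/-Pax9-/-* against *Pax1-/-Pax9+/-*), 545 (Group 1), 594 (Group 2) and 229 (Group 3). The methods' tests after adjustment gave 1 (*Pax1-/-*), 0 (*Pax1-/-Pax9+/-*), 0 (*Pax1-/-Pax9-/-*), 0 (*Pax1-/-Pax9-/-* against *Pax1-/-Pax9+/-*), 0 (Group 1), 0 (Group 2) and 0 (Group 3), and unadjusted 227 (*Pax1-/-*) and 310 (*Pax1-/-Pax9-/-* against *Pax1-/-Pax9+/-*), 597 (*Pax1-/-Pax9+/-*), 766 (*Pax1-/-Pax9-/-*), 249 (Group 1), 283 (Group 2) and 135 (Group 3). An adjusted p for each dosage step gave 535 (Group 1) and 25 (Group 3), a start list by fold alone 608 (Group 1), 636 (Group 2) and 265 (Group 3).

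Replicate names recur in several genotypes. In 32 pairs of replicates with 1 name the median correlation of their residuals was 0.00639, in 142 pairs with different names 0.000552, and the names were not taken to pair samples. With the name as a replicate block the numbers were 16 (*Pax1+/-*), 11 (*Pax1-/-*), 1228 (*Pax1-/-Pax9+/-*), 1430 (*Pax1-/-Pax9-/-*), 592 (Group 2) and 57 (the 2 steps).

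With 1 replicate left out the numbers ran over 21 (without *Pax1 WT:+/EGFP* B7) to 110 (without *Pax1 WT:+/EGFP* B5) for *Pax1+/-*, 9 (without *Pax1-/-* B5) to 46 (without *Pax1 WT:+/EGFP* B5) for *Pax1-/-*, 195 (without *Pax1-/-Pax9+/-* B3) to 1320 (without *Pax1 WT:+/EGFP* B7) for *Pax1-/-Pax9+/-* and 445 (without *Pax1-/-Pax9-/-* B3) to 1570 (without *Pax1 WT:+/EGFP* B7) for *Pax1-/-Pax9-/-*. They ran over 18 (without *Pax1-/-Pax9+/-* B3) to 55 (without *Pax1-/-Pax9-/-* B1) for *Pax1-/-Pax9-/-* against *Pax1-/-Pax9+/-*, 135 (without *Pax1-/-Pax9-/-* B3) to 608 (without *Pax1 WT:+/EGFP* B7) for Group 1, 140 (without *Pax1-/-Pax9-/-* B3) to 663 (without *Pax1 WT:+/EGFP* B7) for Group 2 and 5 (without *Pax1-/-Pax9+/-* B2) to 227 (without *Pax1 WT:+/EGFP* B7) for the 2 steps.

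The 13 reversed medians are given with the value from all replicates in parentheses. With median-centred arrays RNA splicing was 0.18 (−0.0131) and cell adhesion 0.018 (−0.0697) in *Pax1+/-*. With the chip series as a block RNA splicing was −0.0633 (0.0155) in *Pax1-/-Pax9+/-* and macrophages 0.17 (−0.057) in *Pax1-/-Pax9-/-*, where series B alone gave 0.23. Series B alone also gave 0.20 for neurons (−0.13) in *Pax1-/-Pax9+/-* and, as within chip 2, 0.0148 for the genes that the paper names for the dosage groups (−0.25) in *Pax1-/-*. Within chip 4 *Pax1-/-* had 0.19 for cell adhesion (−0.0146), −0.19 for the cell cycle (0.019) and −0.10 for oxidative phosphorylation (0.0724), which was −0.0738 within chip 5. Ribosomal proteins in EGFP(+) against EGFP(−) cells were 0.26 within chip 4 (−0.0564).

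Splits of the replicates into groups of the same sizes called as many genes as the real one in 1 of 56 (EGFP(+) against EGFP(−), highest other 381), 1 of 100 (*Pax1-/-*, 6), 2 of 56 (*Pax1-/-Pax9+/-*, 1460) and 2 of 56 (*Pax1-/-Pax9-/-*, 1504). Each is under the limit set beforehand for excluding chance. The splits with 1460 and 1504 genes follow the chip series. All compound mutant replicates lie on chip 1, so that for them the splits cannot tell genotype from chip. For *Pax1-/-Pax9-/-* against *Pax1-/-Pax9+/-* 10 splits are too few (42 genes, highest other 2). Precision is limited by the number of arrays and by dim signals, with fewer detected probes on the arrays of series B. The methods' tests were not run for *Pax1+/-* or the 2 steps, and single chips and series A give no value for the compound mutants.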

Differences from the paper's values

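The fit with only the arrays of *Pax1-/-* B4 averaged and that of *Pax1+/-* on series A alone were chosen only after the data were seen, the other alternatives before. The thresholds are those that the paper states.

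For EGFP(+) against EGFP(−) cells 1222 genes were lower, against the paper's 744. Of 21 alternatives 10 lie within 1.5 times of it: signals floored at 1 (983), the authors' normalized values (863), no filter (1077), single chips (907, 1004 and 666 within chips 3, 4 and 5, with 1 EGFP(−) array on each), the replicate block (1081), the compared groups alone (961), array weights (1086) and the methods' tests after adjustment (999). The other 11 and all 18 fits that left out 1 replicate (1131 to 1233) lie further away.

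In *Pax1-/-* against *Pax1 WT:+/EGFP* 18 genes were higher and 12 lower, against the paper's 80 and 50. For the higher genes none of 24 alternatives comes within 1.5 times, the nearest being the chip as a random block (46) and the methods' tests unadjusted (145). For the lower genes the chip as a random block does (39) and the other 23 do not, such as the methods' tests unadjusted (82). The fits without 1 replicate gave 7 to 26 higher and 2 to 20 lower genes, in no case within 1.5 times.

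In *Pax1-/-Pax9-/-* against *Pax1 WT:+/EGFP* 936 genes were called, against the paper's 599. Of 18 alternatives 7 lie within 1.5 times: signals floored at 1 (768), median-centred arrays (814), the authors' values (446), no filter (649), the study's kind of filter (703), each array as its own sample (548) and the methods' tests unadjusted (766). The other 11 do not, among them the chip series as a block (222), and with 1 replicate left out 13 of 21 fits do (445 to 1570 over all). The average of only the *Pax1-/-* B4 arrays, chosen after seeing the values, gave 498 and drops 1 of the genes called here that the paper names as changed, *Ccn2*, and also *Pax9*. The higher genes numbered 452, against the paper's 273. Of 18 alternatives 6 lie within 1.5 times, which are signals floored at 1 (241), the authors' values (222), no filter (277), the study's kind of filter (308), each array as its own sample (237) and the methods' tests unadjusted (382). The other 12 do not, and 7 of 21 fits without 1 replicate do (204 to 791). Averaging only *Pax1-/-* B4, chosen after seeing the values, gave 220 with the same loss of *Ccn2*.

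The ratio of the numbers in *Pax1-/-Pax9-/-* and *Pax1-/-* was 31.2, against the paper's 4.6. Of 18 alternatives 3 lie within 1.5 times, the chip series as a block (3.83), unadjusted p (4.87) and the methods' tests unadjusted (3.37). The other 15 and all 21 fits without 1 replicate (15.3 to 103) do not.

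In Group 2, 185 genes were higher, against the paper's 109. Of 20 alternatives 5 lie within 1.5 times, signals floored at 1 (77), the authors' values (91), no filter (94), the study's kind of filter (111) and the methods' tests unadjusted (131), as do 8 of 21 fits without 1 replicate (47 to 345). The other 15 do not. In Group 3, 59 genes were higher and 68 lower, against the paper's 31 and 28. For the higher genes 7 of 20 alternatives lie within 1.5 times: median-centred arrays (25), the authors' values (25), no filter (41), the study's kind of filter (45), the chip as a random block (29), the chip series as a block (36) and the compared groups alone (27). For the lower ones 5 of 20 do: the authors' values (27), the chip as a random block (36), the chip series as a block (35), series B alone (20) and the compared groups alone (32). The other 13 and 15 do not, nor does any fit without 1 replicate (49 to 84 higher, 49 to 92 lower). With only *Pax1-/-* B4 averaged, chosen after seeing the values, the Group 3 genes that were higher numbered 45, with *Ccn2* lost from the start list.

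For *Pax9* the enrichment over EGFP(−) cells was 4.53-fold in *Pax1 WT:+/EGFP*, 7.02-fold in *Pax1+/-* and 5.78-fold in *Pax1-/-*. The paper's values are about 2.5, about 3.2 and about 2.8 in Fig. 1C, read by eye. In the authors' own normalized values the enrichments were 2.23-, 2.95- and 2.6-fold, which lie within 1.5 times of the paper's. The *Pax1 WT:+/EGFP* value does so within chip 5 as well (3.09). The other 14, 11 and 11 alternatives do not, nor do the fits without 1 replicate (4.27 to 5.04, 6.71 to 7.41 and 5.21 to 6.31). With signals floored at 1 the log2 enrichments were 6.58 in *Pax1+/-* and 6.26 in *Pax1-/-*, so that the fold depends on how dim signals are treated.

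The paper places *Adamtsl2* among the genes enriched in EGFP(+) cells, together with *Meox1*, *Sox5*, *Foxc2*, *Fmod* and *Tgfbr2*. The other 5 were called here and *Adamtsl2* was not (log2 fold change 0.63). It passed by unadjusted p, with the chip series as a block (adjusted p = 0.0361) and without *Pax1 WT:+/EGFP* B5, *Pax1 WT:+/EGFP* B2 or *Pax1+/-* B2 (adjusted p = 0.0352, 0.0461 and 0.0478). The paper reports genes of the extracellular matrix among those lower in *Pax1-/-*, and genes of cell adhesion among those higher. Neither list passed here (medians −0.0066 and −0.015), while the cartilage list was lower (−0.15). That call was lost with an estimated correlation (adjusted p = 0.327), with the highest probe (0.0578), by fry (0.138) and within chip 3 (0.306).

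In the paper *Acan* belongs to Group 1, *Hspg2*, *Vcan* and *Bmp4* to Group 2, and *Sim2* to Group 3. Here *Vcan* and *Bmp4* were in Group 1, *Acan* and *Sim2* in none, and *Hspg2* was not called under any alternative (0.042 in *Pax1-/-Pax9-/-*). For *Bmp4* this rests on the average with a dim probe, since the brighter probe alone followed Group 2. The probes for *Vcan* differed widely. *Sim2* missed Group 3 only through a rise of 0.77 in *Pax1-/-* against *Pax1 WT:+/EGFP* that was not called (adjusted p = 0.376). The oxidative phosphorylation genes were in Group 2 as in the paper. The paper lists *Ep300*, *Phf20* and *Hdac2* as changing gradually. *Hdac2* was not called in *Pax1-/-Pax9-/-* under any alternative (0.41), whereas *Ep300* and *Phf20* were called.

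The paper counts *Sox5*, *Acan*, *Col2a1* and *Wwp2* among the foremost positively regulated targets. Over all 13373 genes, called or not, they had the ranks 166, 107, 40 and 32 among the falls from *Pax1 WT:+/EGFP* to *Pax1-/-Pax9-/-*. From *Pax1-/-Pax9+/-* to *Pax1-/-Pax9-/-* the ranks were 92, 24, 39 and 55, all with lower levels in *Pax1-/-Pax9-/-*. The paper ranks among its targets, so that the ranks are not directly comparable. Between the compound mutants only 25 falls were called, *Sox5*, *Col2a1* and *Wwp2* among them. Between *Pax1-/-Pax9+/-* and *Pax1-/-Pax9-/-* the paper reports an effect on *Acan* too, which was not called here (adjusted p = 0.109). It was called in the authors' values, with the highest probe, in a fit of the 2 groups alone, with array weights and with the chip as a random block, at adjusted p of 0.0166 to 0.0351. The same held in series B arrays alone (adjusted p = 0.00323), by unadjusted p and by the unadjusted tests of the paper's methods. The last of these do not compare the 2 genotypes alone.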

Other observations

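The largest falls in *Pax1+/-* against *Pax1 WT:+/EGFP* EGFP(+) cells (n = 5 each) include *Cdh1*, which encodes the cadherin of epithelia, at 5.64-fold (log2 −2.50, standard error 0.52, adjusted p = 0.0311), *Rbm47*, an RNA-binding protein gene of epithelia, at 5.02-fold (log2 −2.33, standard error 0.387, adjusted p = 0.00642), and *Slc17a6*, a glutamate transporter gene of neurons, at 4.62-fold (log2 −2.21, standard error 0.345, adjusted p = 0.00476). The immediate early gene *Fos* fell 4.67-fold (log2 −2.22, standard error 0.28, adjusted p = 0.000609) and *Egr1* 2.77-fold (log2 −1.47, standard error 0.17, adjusted p = 0.00024). *Foxa1* rose 1.92-fold (log2 0.94, standard error 0.147, adjusted p = 0.00476), *Jagn1*, which encodes a protein of the secretory pathway, 2.25-fold (log2 1.17, standard error 0.163, adjusted p = 0.00201) and *Mdfic*, a regulator of transcription factors, 1.84-fold (log2 0.88, standard error 0.129, adjusted p = 0.00336). In each gene the replicates of the 2 genotypes did not overlap. On series A arrays alone the values were −2.56, −2.19, −2.16, −2.17, −1.58, 1.07, 1.06 and 0.84 in this order, and *Egr1*, *Foxa1* and *Mdfic* passed both thresholds. This setting was chosen only after the data were seen. With the chip series as a block they were −2.22, −2.21, −2.10, −2.19, −1.53, 0.96, 1.03 and 0.75, and *Cdh1* and *Rbm47* missed the threshold on p. With the chip as a block *Cdh1*, *Rbm47* and *Mdfic* missed it (adjusted p = 0.259, 0.0613 and 0.0613). The call of *Cdh1* was also lost without any 1 of *Pax1 WT:+/EGFP* B7, B3, B4 and B2 (adjusted p = 0.0849, 0.0557, 0.0735 and 0.0741) and *Pax1+/-* B3, B4, B5, B1 and B2 (0.0659, 0.0829, 0.0628, 0.0532 and 0.0688). *Pax1* stood at −0.46 (standard error 0.0922, adjusted p = 0.0262), below the fold threshold, and *Pax9* at 0.63 (standard error 0.308, adjusted p = 0.373). *Cdh1* lost its call in *Pax1+/-* with signals floored at 1 (−3.48, adjusted p = 0.0636), with each array as its own sample (−2.15, 0.139), with only *Pax1-/-* B4 averaged (−2.15, 0.146), with array weights (−2.41, 0.0692), with the replicate name as a block (−2.29, 0.0764), with the chip as a random block (−2.10, 0.166) and in a fit of the compared groups alone (0.0819). *Rbm47* lost its call in *Pax1+/-* without the filter or with the study's kind of filter (−0.56, below the fold threshold) and in a fit of the compared groups alone (adjusted p = 0.0567). *Jagn1* lost its call in *Pax1+/-* with signals floored at 1 (1.81, adjusted p = 0.202) and with the highest probe (0.46, 0.155). *Mdfic* lost its call in *Pax1+/-* without the filter or with the study's kind of filter (0.49, below the fold threshold).

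As a list, tendon genes were lower in *Pax1+/-*, at −0.30 (camera adjusted p = 0.000106, and adjusted p = 0.0102 with an estimated correlation), with *Egr1* the only one of 10 called. The immediate early response was lower at −0.073 (camera adjusted p = 0.00104, and adjusted p = 0.0418 with an estimated correlation), with 3 of 25 genes called (*Fos*, *Egr1* and *Ccn1*), and both lists kept these calls on series A alone (−0.28 and −0.10). Neurons (−0.39, camera adjusted p = 4.55e-06, and adjusted p = 0.29 with an estimated correlation) and macrophages (−0.30, camera adjusted p = 5.01e-05, as above with an estimated correlation) were lower too. Oxidative phosphorylation (0.17, camera adjusted p = 2.96e-06, and adjusted p = 0.288 with an estimated correlation) and ribosomal protein genes (0.13, camera adjusted p = 0.000625, and adjusted p = 0.309 with an estimated correlation) were higher, but not on series A alone (0.078 and 0.028). The ribosomal protein list lost its call in *Pax1+/-* with the replicate name as a block (0.079, adjusted p = 0.0597) and by fry (0.0566). The neuron list lost its call in *Pax1+/-* by fry (adjusted p = 0.0892). The macrophage list lost its call in *Pax1+/-* by fry (−0.31, adjusted p = 0.0987).

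The posterior Hox list was higher in *Pax1-/-Pax9-/-* than in *Pax1 WT:+/EGFP* (n = 3 and 5), at 0.43 (camera adjusted p = 0.00443, and adjusted p = 0.115 with an estimated correlation), with 1 of 14 genes called, *Hoxd12* (1.16, standard error 0.317, adjusted p = 0.0278), and 2 adjusted over the list alone. Its blocked median was 0.37 and its series B median 0.42, past the threshold in both. *Hoxd12* lost its call without *Pax1-/-Pax9-/-* B1 (adjusted p = 0.173), *Pax1 WT:+/EGFP* B3 (0.0592) or *Pax1 WT:+/EGFP* B2 (0.058), when blocked (1.19, adjusted p = 0.112) and on series B (1.25, 0.382). From *Pax1-/-Pax9+/-* to *Pax1-/-Pax9-/-*, on 1 chip, the list was 0.37 (camera adjusted p = 0.00504, and adjusted p = 0.0867 with an estimated correlation), and lost its call without *Pax1-/-Pax9-/-* B1 (adjusted p = 0.1). The anterior Hox list was −0.079 (adjusted p = 0.271) against *Pax1 WT:+/EGFP*, with 3 of 17 genes lower, such as *Hoxd4* (−1.21, standard error 0.208, adjusted p = 0.00164) and *Hoxa4* (−0.84, standard error 0.149, adjusted p = 0.0023). Blocked, these were −0.77 and −0.70, and *Hoxd4* missed the threshold on p (adjusted p = 0.156), as both did on series B (0.429 and 0.128). Between the compound mutants it was −0.18 (camera adjusted p = 0.0306, and adjusted p = 0.123 with an estimated correlation), and lost its call without *Pax1-/-Pax9+/-* B3 (adjusted p = 0.145) or *Pax1-/-Pax9-/-* B1 (0.196) and on series B (0.0663), with *Hoxa4* at −1.02 (standard error 0.167, adjusted p = 0.0052, 0.0507 without *Pax1-/-Pax9+/-* B3 and 0.0998 on series B). In EGFP(+) against EGFP(−) cells 6 anterior Hox genes fell and 2 rose, with *Hoxb6* at −1.87 (standard error 0.252, adjusted p = 2.26e-05) and a median of −0.34 (camera adjusted p = 0.0343, and adjusted p = 0.375 with an estimated correlation) that lost its call without *Pax1 WT:+/EGFP* B3 (adjusted p = 0.0513) or EGFP(−) B3 (0.456), with the chip as a block (−0.27, 0.0529) and within chips 3 (−0.13, 0.561) and 5 (−0.15, 0.89). Of the posterior genes *Hoxb9* fell there, at −2.76 (standard error 0.348, adjusted p = 1.15e-05), and the list stood at 0.0043 (adjusted p = 0.295). *Hoxd12* lost its call in *Pax1-/-Pax9-/-* with median-centred arrays (0.90, adjusted p = 0.0951), in the authors' values (0.56, below the fold threshold), with the replicate name as a block (0.99, 0.0541), with the chip as a random block (0.13) and in a fit of the compared groups alone (0.126). *Hoxa4* lost its call in *Pax1-/-Pax9-/-* in the authors' values (−0.49, below the fold threshold). *Hoxa4* lost its call between the compound mutants with median-centred arrays (−1.03, adjusted p = 0.0694) and in a fit of the compared groups alone (0.0852). The anterior Hox list lost its call between the compound mutants with the replicate name as a block (adjusted p = 0.063), in a fit of the compared groups alone (0.0593) and by fry (0.0545).

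Osteoblast genes were higher in *Pax1-/-Pax9-/-* than in *Pax1 WT:+/EGFP*, at 0.53 (camera adjusted p = 0.0172, and adjusted p = 0.0775 with an estimated correlation), blocked at 0.46 and on series B at 0.43, past the threshold in both. Of 6 genes 3 were called, *Alpl*, which encodes alkaline phosphatase (0.75, standard error 0.165, adjusted p = 0.00887), *Ibsp*, the bone sialoprotein gene (0.66, standard error 0.182, adjusted p = 0.028), and *Phex*, a peptidase gene (1.30, standard error 0.366, adjusted p = 0.0302). Blocked values were 0.99 (adjusted p = 0.00201), 0.53 (0.21) and 1.23 (0.195) and series B values 0.86 (0.124), 0.53 (0.477) and 1.31 (0.172), so that *Alpl* alone kept its call, and only when blocked. Each call was lost when at least 1 of the *Pax1-/-Pax9-/-* replicates was left out. Without *Pax1-/-Pax9-/-* B2 adjusted p was 0.0659 for *Alpl*, 0.143 for *Ibsp* and 0.0925 for *Phex*. Without *Pax1-/-Pax9-/-* B1 it was 0.125 for *Ibsp* and 0.0748 for *Phex*, and without *Pax1-/-Pax9-/-* B3 0.0843 for *Phex*. *Ibsp* also lost its call without *Pax1 WT:+/EGFP* B4 (0.0628) or B2 (0.0554), and *Phex* without *Pax1 WT:+/EGFP* B5 (0.0561), B3 (0.0592) or B4 (0.0551). *Rspo3*, which encodes an enhancer of Wnt signals, rose (1.97, standard error 0.245, adjusted p = 6.84e-05). Blocked and series B values of *Rspo3* were 1.76 and 1.68. The Wnt list as a whole did not pass (median 0.046, adjusted p = 0.464), nor did hedgehog genes (0.14, 0.743), RNA splicing (−0.045, 0.464), neural crest (0.0015, 0.895) or neurons (0.17, 0.283, and 0.0433 without *Pax1 WT:+/EGFP* B2). Neurons passed when blocked (0.42, adjusted p = 0.000697) and on series B (0.48, 0.000286), and RNA splicing when blocked (−0.078, 0.0163). *Alpl* lost its call in *Pax1-/-Pax9-/-* with median-centred arrays (0.49, adjusted p = 0.0943), with signals floored at 1 (1.72, 0.0573), in the authors' values (0.32, below the fold threshold), with the chip as a random block (0.70, 0.0719) and in a fit of the compared groups alone (0.0862). *Ibsp* lost its call in *Pax1-/-Pax9-/-* with median-centred arrays (0.58, adjusted p = 0.0518), with signals floored at 1 (2.83, 0.115), in the authors' values (0.31, below the fold threshold), with the chip as a random block (0.68, 0.1) and in a fit of the compared groups alone (0.144). *Phex* lost its call in *Pax1-/-Pax9-/-* with median-centred arrays (1.00, adjusted p = 0.142), with signals floored at 1 (1.47, 0.0677), with the replicate name as a block (1.12, 0.0807) and with the chip as a random block (1.41, 0.104). The osteoblast list lost its call in *Pax1-/-Pax9-/-* with signals floored at 1 (0.99, adjusted p = 0.0648) and with the replicate name as a block (0.0515).

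Between the 2 compound mutants the sclerotome list (−0.14, camera adjusted p = 0.00151, and adjusted p = 0.0493 with an estimated correlation) and the tendon list (−0.16, camera adjusted p = 0.0103, and adjusted p = 0.0325 with an estimated correlation) were lower as well, and the tendon list lost its call on series B (adjusted p = 0.0861). In EGFP(+) against EGFP(−) cells the lists of RNA splicing (0.14, adjusted p = 0.14), osteoblasts (0.25, 0.27), sex-specific transcripts (0.15, 0.811), the immediate early response (−0.12, 0.607) and ribosomal proteins (−0.056, 0.309) did not pass. RNA splicing and osteoblasts passed by fry (adjusted p = 0.021 and 0.00855). Oxidative phosphorylation (−0.085, 0.0616) passed without *Pax1 WT:+/EGFP* B5 (adjusted p = 0.0476), *Pax1 WT:+/EGFP* B2 (0.0198) or EGFP(−) B3 (0.0497). The notochord list (−0.38, 0.198) passed without EGFP(−) B3 (0.00981), with *Shh*, the hedgehog ligand gene of the notochord, at −2.54 (standard error 0.698, adjusted p = 0.0134). *Shh* lost its call without EGFP(−) B2 (adjusted p = 0.116) or B1 (0.0939). Within chips 3, 4 and 5 it was −4.13, −0.12 and −4.04, so that chip 4 showed no called fall (adjusted p = 0.972). Against EGFP(−) cells 2389 genes were called in *Pax1+/-* and 2177 in *Pax1-/-*. *Shh* lost its call in EGFP(+) against EGFP(−) cells with signals floored at 1 (−3.44, adjusted p = 0.0914) and in a fit of the compared groups alone (0.0838). The tendon list lost its call between the compound mutants in a fit of the compared groups alone (adjusted p = 0.0593).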
